# CUL3^LRB^ E3 ubiquitin ligases control thermosensory growth in *Arabidopsis* by differentially regulating HY5 and PIF4 protein stability

**DOI:** 10.1126/sciadv.aec7817

**Published:** 2026-03-06

**Authors:** Chirag Singhal, Gouranga Upadhyaya, Mohan Singh Rajkumar, Annayasa Modak, Vishmita Sethi, Shivani Singh, Devyan Das, Mukesh Jain, Sreeramaiah N. Gangappa

## Abstract

Rising temperatures from global warming harm plant health, reducing crop yields and threatening food security. Understanding the impact of climate change on plant health is crucial for developing climate-resilient crops. Here, we report LIGHT-RESPONSE BRIC-A-BRACK/TRAMTRACK/BROAD (LRB) E3 ubiquitin ligases as essential components of thermosensory growth in *Arabidopsis*. Single *lrb* mutants show subtle to moderate warm temperature insensitivity, while *lrb12* double and *lrb123* triple mutants exhibit complete insensitivity. Whole-genome transcriptomic analysis revealed that LRBs are crucial for the warm temperature–induced expression of genes involved in growth and hormone signaling. Genetic and gene expression analyses confirm that the LRBs are essential for PHYTOCHROME INTERACTING FACTOR 4 (PIF4)–mediated thermomorphogenesis. LRBs physically associate with PIF4, likely preventing its degradation and maintaining optimal protein levels. Concurrently, LRBs ubiquitinate and degrade the key repressor ELONGATED HYPOCOTYL5 during the daytime, thereby enhancing PIF4 signaling. Together, this study uncovers a dual mechanism by which LRBs potentiate thermosensory growth in response to warm ambient temperatures.

## INTRODUCTION

Plants’ growth in a natural environment primarily depends on their ability to sense and integrate diverse environmental signals, such as light and temperature. Because plants lack locomotion, nature has equipped them with adaptive physiological tools that help them withstand ambient environmental changes. Plants undergo architectural modifications that promote efficient leaf cooling and may aid sustainable photosynthetic efficiency during exposure to warm temperatures (*1*–*4*). Plants grown at slightly elevated temperatures show accelerated vegetative to reproductive transitions and senesce comparatively early (*5*–*7*). A suite of morphological alterations that plants undergo in response to high ambient temperatures below the heat stress range is termed thermomorphogenesis (*7*, *8*). These alterations contribute to adaptive growth acclimation, helping the plant thrive in high ambient temperature conditions that would otherwise be detrimental (*9*). While warm temperatures promote plant growth and reproduction, they substantially affect immunity and crop yield, posing a threat to sustainable food security (*10*–*12*).

Uncovering the molecular mechanisms that mediate thermomorphogenesis is crucial to understanding how plants respond to subtle changes in climate, which is essential for developing climate-resilient crops. The basic helix–loop–helix (bHLH) transcription factor, PHYTOCHROME INTERACTING FACTOR 4 (PIF4), orchestrates transcriptome reprogramming in response to warm ambient temperatures to control various developmental and physiological responses (*4*, *13*–*15*). Elevated temperatures promote PIF4 gene expression and protein stabilization, enhancing its binding to target gene promoters (*13*, *16*–*18*). Under optimal temperature conditions, phytochrome B (phyB), a red-light–absorbing photoreceptor, negatively regulates PIF4 by degrading it in a red-light–dependent manner (*19*, *20*). The phyB also controls temperature sensing through HEMERA (HMR) and REGULATOR OF CHLOROPLAST BIOGENESIS (RCB). HMR promotes PIF4 accumulation, while RCB collaborates with HMR to stabilize PIF4 during the day, thereby facilitating warm temperature–induced gene expression (*21*, *22*). Moreover, HEAT SHOCK TRANSCRIPTION FACTOR A1d accumulates in response to warm temperatures and stabilizes PIF4 by interfering with its interaction with PHYB, thereby promoting thermomorphogenesis (*23*). The B-BOX (BBX) proteins, BBX24 and BBX25, also promote PIF4 protein accumulation both under dark and light phases in response to warm temperatures (*24*). CONSTITUTIVE PHOTOMORPHOGENIC1 (COP1), DE-ETIOLATED1 (DET1), or SUPPRESSOR OF PHYA-105 (SPA) also stabilizes the PIF4 protein, promoting thermomorphogenesis (*18*, *25*–*27*).

ELONGATED HYPOCOTYL5 (HY5), a basic-leucine zipper (bZIP) transcription factor, negatively regulates thermomorphogenesis by suppressing *PIF4* gene transcription and competing for binding to key cis-regulatory elements of temperature-regulated genes (*18*, *28*–*30*). HY5 promotes photomorphogenic development, including photosynthesis and cotyledon expansion, in contrast to PIF4’s promotion of skotomorphogenic growth (*18*, *29*, *31*–*36*). COP1, acullin-4 (CUL4)-based E3 ubiquitin ligase, targets HY5 directly for degradation in the dark both at optimal and warm temperatures (*27*, *37*). DET1, another CUL4-associated E3 ubiquitin ligase, promotes COP1-HY5 interactions and thus indirectly suppresses photomorphogenesis (*38*). SPA1 to SPA4 proteins also promote HY5 degradation via COP1 in the dark (*39*, *40*). Moreover, COP1 and SPA1 stabilize HY5 in response to ultraviolet-B light (*41*). This intricate regulatory network for HY5 suggests that the precise regulation of HY5 protein concentration is critical for promoting growth and development in response to varying light and temperature cues.

LIGHT-RESPONSE BRIC-A-BRACK/TRAMTRACK/BROAD (LRB) are E3 ubiquitin ligases that belong to a family of BRIC-A-BRAC, TRAMTRACK, and BROAD COMPLEX/POX VIRUS and ZINC FINGER proteins (*42*–*44*). LRBs control growth at various stages in the life cycle of *Arabidopsis*, including seed germination, hypocotyl growth, petiole elongation, cotyledon opening, rosette shape, and flowering time (*42*). They form Cullin 3–based ubiquitination complexes to degrade targets such as phyB and phyD via the ubiquitin-proteasome pathway (*42*). LRBs also degrade FRIGIDA to promote vernalization after cold stress (*45*). LRBs interact with cryptochrome 1(CRY1) and CRY2 in response to blue light and ubiquitinate them to control seedling photomorphogenesis and flowering (*46*, *47*). A recent study shows that TRANSPARENT TESTA GLABRA1 interacts with LRB2, further promoting the degradation of CRY1 (*48*).

It has been demonstrated that phyB recruits LRB E3 ubiquitin ligases to mediate the red-light–dependent degradation of PIF3 (*44*). Genetic and phenotypic analyses of double (*lrb1lrb2*) and triple (*lrb1lrb2lrb3*) mutants show a hyperphotomorphogenic response, characterized by short hypocotyls in red light (*42*, *44*), suggesting that LRBs act as positive regulators of hypocotyl elongation. The short hypocotyl phenotype of *lrb* mutants is proposed to result from elevated phyB protein levels (*44*). Warm ambient temperatures promote the conversion of phyB from its active form (Pfr) to its inactive form (Pr) (*49*), thereby activating PIF4 (*50*). Accordingly, one might expect that warm temperatures would alleviate the short hypocotyl phenotype in *lrb123* mutants. The hypocotyl lengths of *lrb12* and *lrb123* mutants remained unchanged between 22° and 27°C, indicating that these mutants do not respond to elevated temperatures. This led us to hypothesize that LRBs are key activators of growth crucial for thermosensory responses. Through detailed transcriptomic analysis, genetic interaction studies, and biochemical studies, we have demonstrated that LRBs are essential for promoting temperature-mediated growth in a PIF4-dependent manner. We further found that LRBs target HY5 for degradation through the ubiquitin-proteasome system (UPS).

## RESULTS

### LRBs are essential for warm ambient temperature–induced growth

We first examined *lrb* mutants at a warm temperature of 27°C to characterize their thermosensory response. Comparing the hypocotyl growth at 22°C, we observed that *lrb1* and *lrb2* mutants exhibit shorter hypocotyls than the wild type (WT) (fig. S1A), and at 27°C, they exhibit reduced hypocotyl elongation in response to the warm temperature (fig. S1B). Analyzing the *lrb1* and *lrb2* mutant phenotypes, it was also evident that LRB2 plays a greater role in regulating hypocotyl elongation. In the *lrb3* mutant, there is only a subtle difference in hypocotyl length at 22°C or suppression of temperature response at 27°C as compared to that in the WT (Col-0), suggesting that LRB3 does not contribute or have a minor role in regulating hypocotyl growth and thermosensory responses. To test the possibility of their function being additive in hypocotyl elongation and thermosensory response, we repeated the experiments with double *lrb1 lrb2* (now onward denoted as *lrb12*) and triple *lrb1 lrb2 lrb3* (now onward denoted as *lrb123*) mutants and compared them with the Col-0 (Fig. 1, A and B). Notably, in the *lrb12* mutant lines, a substantial reduction in hypocotyl length was observed, with hypocotyls measuring less than those of the Col-0, *lrb1*, or *lrb2* mutant. The shorter hypocotyl length of *lrb12* than *lrb1* or *lrb2* alone suggests that *lrb1* and *lrb2* are additive in promoting hypocotyl growth in white light. At 27°C, our data indicate that *lrb12* becomes insensitive to warm temperatures, completely suppressing temperature-induced hypocotyl elongation, as hypocotyl lengths are comparable at 22° and 27°C. However, by crossing *lrb3* with the *lrb12* mutant, we observed no substantial differences in hypocotyl length or temperature response in the *lrb123* as compared to the *lrb12* mutant, strengthening our previous observation that *lrb3* has only a minor effect on hypocotyl growth. On further exploration, the hypocotyl anatomy revealed that *lrb123* mutants have smaller cells than the WT at both 22° and 27°C throughout the middle length of the hypocotyl (fig. S1, C and D), suggesting that the short hypocotyl phenotype of *lrbs* is due to reduced cell elongation.

**Fig. 1.**
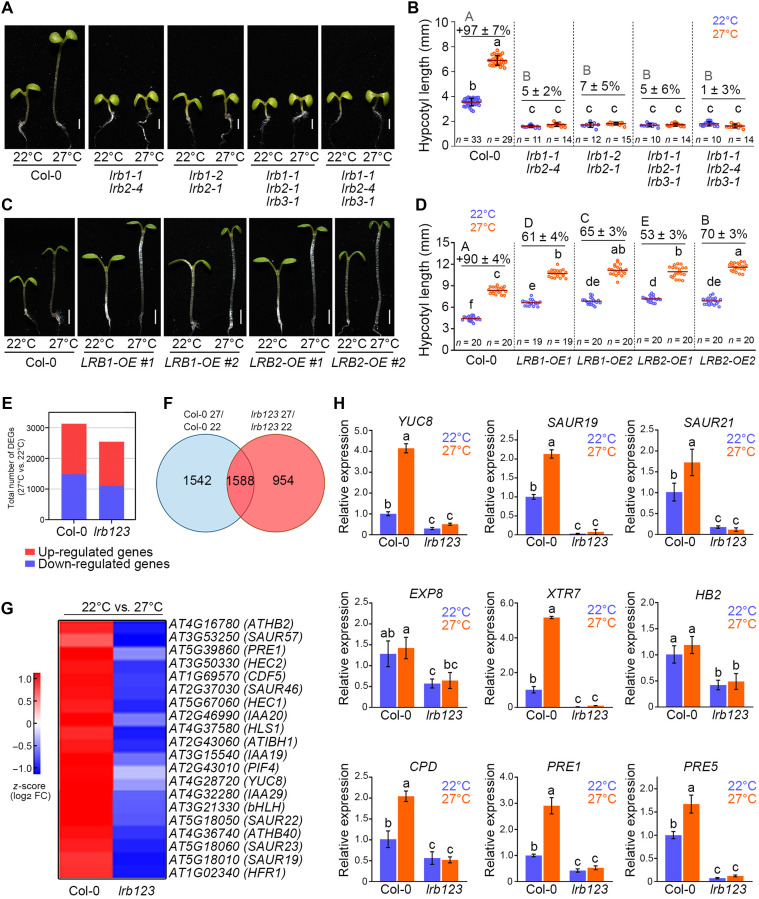
The *lrb123* mutants show strong defects in thermosensory growth. (**A** to **B**) Representative seedling images (A), hypocotyl length, and the percentage of hypocotyl growth (27°/22°C) response (B) of 6-day-old Col-0, *lrb12*, and *lrb123* mutants grown at 22°C and warm temperatures (27°C) under short-day (SD) photoperiod. Scale bars, 2 mm. (**C**) Representative seedling images of Col-0, *LRB1-OE*, and *LRB2-OE* lines grown under SD. Seedlings were grown as in (A). Scale bars, 2 mm. (**D**) Normalized hypocotyl length (27°/22°C) of the seedlings shown in (C). In (B) and (D), different small letters denote that the groups are significantly different from one another [one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test; *P* < 0.05]. *n* indicates the number of seedlings. (**E** to **G**) Differentially regulated genes in Col-0 and *lrb123* in response to temperature (27°/22°C) in the 6-day-old seedlings (E). Venn diagram showing differentially regulated temperature-responsive genes shared between the *lrb123* mutant and Col-0 (F). Differentially regulated genes that are temperature inducible are compared via a heatmap in (G). A cutoff of log_2_ fold change ≥ 1 or < −1 with *P* < 0.05 was used to identify differentially expressed genes (DEGs). Three biological triplicates were analyzed. FC, fold change. (**H**) Relative expression of temperature-inducible genes measured through reverse transcription quantitative polymerase chain reaction (RT-qPCR) from 6-day-old seedlings of the indicated genotypes. *EF1*α was used as an endogenous control. Expression of genes in Col-0 at 22°C is used for normalization. The bar represents a mean ± SD of three biological replicates.

We also generated overexpression lines of *LRB1* and *LRB2* and found that they displayed elongated hypocotyls compared to Col-0 at 22° and 27°C (Fig. 1, C and D). However, their percentage hypocotyl growth (27°/22°C) was reduced compared to Col-0. To investigate the functional relevance of LRBs under warm temperatures, we checked their protein levels. Our immunoblotting results reveal that LRB1 and LRB2 are more abundant at warm temperatures as detected using anti-Myc antibody (fig. S2A). Moreover, the levels of both LRB1 and LRB2 proteins were observed to increase gradually when seedlings initially grown at 22°C were shifted to 27°C (fig. S2, B and C), highlighting the temperature-responsive nature of LRBs.

Furthermore, for the functional characterization of the *lrb123* mutant, we first delve into the transcriptome of Col-0 and *lrb123* and conduct differential expression studies by comparing gene expression profiles at 22° and 27°C (dataset S1). 

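RNA sequencing compared Col-0 seedlings with *lrb123*, a triple mutant in the genes *LRB1*, *LRB2* and *LRB3*, at 22° and 27°C, with 3 libraries from each genotype at each temperature. The seedlings were 6 days old and had germinated for 2 days at 22°C before they were moved to the experimental temperature. The paper's methods give 4 days of stratification and the labels of the samples give 3. The labels also name the *lrb2-1* allele, while *lrb2* in the methods means *lrb2-4* where nothing else is said, so which of them the triple mutant carries is open. The authors mapped the reads with HISAT2 and used StringTie to compute FPKM, the abundance of each transcript scaled for its length and for the mapped reads of the library, and these are the values used here. Read counts are not used here, and the number of reads per library is not known, so no interval for counting error can be given. FPKM were summed over the transcripts of each gene. The table lists 13414 genes and holds 46.9% of the protein-coding genes of the RefSeq annotation of TAIR10.1, so every count of genes given here covers this part of the genome. *LRB1* and *LRB3* are not in the table and were not analysed here. The FPKM of a Col-0 library summed to between 373849 and 383251 at 22°C, with a median of 382250, and to between 339535 and 359175 at 27°C, with a median of 350986. In *lrb123* the sums lay between 366454 and 377462 at 22°C, with a median of 370332, and between 359886 and 364328 at 27°C, with a median of 360504. The 10 genes with the highest FPKM held 9.8 to 10.3% of a Col-0 library at 22°C and 6.7 to 8.5% at 27°C, and 10.1 to 11.7% and 7.3 to 7.5% in *lrb123*.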

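Each comparison was tested on its own libraries with limma's moderated test with a mean-variance trend, on log2(FPKM + 1). The pseudocount of 1 draws the fold changes of weakly expressed genes toward 0. The test covered the genes with at least 1 FPKM in at least 3 libraries of the comparison. A gene was called a differentially expressed gene (DEG) when its p after Benjamini-Hochberg adjustment was at most 0.05 and its absolute log2 fold change at least 1, the thresholds of the paper. With 3 libraries against 3, the 2 groups of a gene do not overlap by chance in 10% of genes, and an exact two-sided permutation test cannot give a p under 0.1, so p-values come from the model across all genes. *LRB2* (AT3G61600; chromosome 3 from 22795422 to 22798324 of TAIR10.1) had 62.8 ± 12.9 FPKM (SD, n = 3) in Col-0 at 22°C and 2.54 ± 0.302 (SD, n = 3) in *lrb123*, a log2 fold change of -4.15 (standard error 0.16, Benjamini-Hochberg adjusted p = 0.000532, limma). At 27°C its log2 fold change in *lrb123* against Col-0 was -3.96 (standard error 0.06, Benjamini-Hochberg adjusted p = 2.78e-07, limma).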

We observed that a total of 3130 genes was differentially regulated in Col-0, whereas *lrb123* shows a total of only 2542 genes differentially regulated in response to temperature (Fig. 1E). 

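At 27°C against 22°C, 739 of the 9771 genes tested in Col-0 were DEGs, 399 higher and 340 lower at 27°C. In *lrb123* 580 of 9744 genes were DEGs, 448 higher and 132 lower. The fold threshold moved these counts most among the alternatives: by the adjusted p alone, 5379 genes differed in Col-0 and 5669 in *lrb123*. With each library left out in turn, the counts stayed between 631 and 806 in Col-0 and between 445 and 594 in *lrb123*. The median log2 fold change of all genes tested was 0.08 in Col-0 and 0.18 in *lrb123*. Dividing each library by the median ratio of its genes to their geometric mean moved these medians to -0.01 in both. The share of DEGs that were higher at 27°C was then 45.3% in Col-0, against 54.0% without rescaling, and 56.8% in *lrb123*, against 77.2%. Whether the response to temperature differs between the genotypes was tested as an interaction over the 12 libraries. The interaction passed both thresholds for 128 of 10035 genes, with a log2 fold change that was higher in *lrb123* than in Col-0 for 73 and lower for 55. It passed the adjusted p alone for 1861 genes. Leaving out 1 library gave between 88 and 198 genes, and only the absence of *lrb123* 22°C replicate 3, which gave the 198, moved the count by more than 1.5 times. After the rescaling, 34.3% of the genes with an interaction were on the higher side, against 57.0% without it.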

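The genes with the largest changes were taken among those with no overlap between the libraries of the 2 temperatures and a mean of at least 5 FPKM, 3 in each comparison. Those of Col-0 included *CRA1* (AT5G44120) and *XTR7* (AT4G14130). *CRA1*, which encodes a seed-storage protein, had a log2 fold change of 4.36 (standard error 0.65, Benjamini-Hochberg adjusted p = 0.00134, limma). *XTR7* lies on chromosome 4 from 8137020 to 8138392 of TAIR10.1, overlaps AT4G14120 on the other strand, and had 107 ± 80.2 FPKM (SD, n = 3) at 22°C and 1186 ± 128 (SD, n = 3) at 27°C in Col-0, a log2 fold change of 3.84 (standard error 0.62, Benjamini-Hochberg adjusted p = 0.00198, limma). In *lrb123* it had 2.86 ± 0.152 and 8.39 ± 2.73 FPKM (SD, n = 3 each), and its log2 fold change of 1.24 (adjusted p = 0.00276, limma with Benjamini-Hochberg adjustment) was not past the adjusted p when all 18 libraries of Col-0, *lrb123* and *pif4* were fitted together. In *lrb123* the 3 largest changes were those of *AIR1* (AT4G12550), with a log2 fold change of 4.02 (standard error 0.55, Benjamini-Hochberg adjusted p = 0.00113, limma), *HSP17.4* (AT3G46230) and *PI* (AT5G20240). *AIR1* changed by 3.48 (adjusted p = 0.00627, limma with Benjamini-Hochberg adjustment) in Col-0. *HSP17.4* had 0.252 ± 0.153 FPKM (SD, n = 3) at 22°C and 16.7 ± 2.65 (SD, n = 3) at 27°C, a log2 fold change of 3.82 (adjusted p = 2.07e-05, limma with Benjamini-Hochberg adjustment) in *lrb123* and of 2.48 (adjusted p = 0.000293, limma with Benjamini-Hochberg adjustment) in Col-0. Without a 27°C library of *lrb123* it was below the filter of the test. *PI* changed by 3.55 (adjusted p = 9.03e-05, limma with Benjamini-Hochberg adjustment) in *lrb123* and by 2.84 (adjusted p = 3.12e-05, limma with Benjamini-Hochberg adjustment) in Col-0.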

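Of the interactions, those of ATCG01210 and ATCG00920, for which the tables at hand give no name, and of *XTR7* were the largest. The log2 fold change in *lrb123* minus that in Col-0 was -2.74 for ATCG01210 and -2.74 for ATCG00920 (standard error 0.75 for both; adjusted p = 0.0290 and 0.0291, limma with Benjamini-Hochberg adjustment). ATCG01210 had 976 ± 247 FPKM (SD, n = 3) at 22°C and 2082 ± 1256 (SD, n = 3) at 27°C in Col-0, and 2153 ± 1101 and 611 ± 305 (SD, n = 3 each) in *lrb123*. Without Col-0 22°C replicate 3, Col-0 27°C replicate 1 or 2, *lrb123* 22°C replicate 1 or *lrb123* 27°C replicate 2 or 3, the adjusted p of both was between 0.0538 and 0.0712 from limma. For *XTR7* the interaction was -2.60 (standard error 0.74, Benjamini-Hochberg adjusted p = 0.0343, limma). Its adjusted p was between 0.0512 and 0.0850 (limma) without Col-0 22°C replicate 2, Col-0 27°C replicate 2 or 3, *lrb123* 22°C replicate 1 or 2 or *lrb123* 27°C replicate 2 or 3. With a pseudocount of 0.1, and with no filter on low values, it also failed the adjusted p, which lay between 0.0295 and 0.0523 over the alternatives. The interaction of *HSP17.4* was 1.34 (standard error 0.31, Benjamini-Hochberg adjusted p = 0.0158, limma). With a pseudocount of 0.1 it was 1.74 and no longer past the threshold (adjusted p 0.0145 to 0.117 over the alternatives, limma with Benjamini-Hochberg adjustment).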

Among the differentially expressed genes (DEGs), the *lrb123* mutant shares 1588 temperature-responsive genes with Col-0 (Fig. 1F). Of these genes, we identified multiple temperature-inducible genes that exhibit down-regulation in the *lrb123* mutant in response to temperature (27°/22°C), compared to Col-0, as evident from the *z*-score in (Fig. 1G).

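Of the 9554 genes tested in both genotypes, 225 were DEGs that were higher at 27°C in both Col-0 and *lrb123* and 97 were DEGs that were lower in both. None changed in opposite directions. They made up 43.6% of the DEGs of Col-0 and 55.5% of those of *lrb123*. If the DEGs of the genotypes were independent, 40.2 shared genes would be expected, and the odds ratio was 32.2. The comparison is across genes, which are not independent replicates, so no p is given. By the adjusted p alone the number was 3797, the largest move among the alternatives. With each library left out in turn the number stayed between 257 and 329. Of the shared genes, 53.1% were higher at 27°C on median-of-ratios rescaling, against 69.9% without it. A gene past the thresholds in only 1 genotype is not shown to differ between them, which is what the interaction tests.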

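Of the 20 temperature-inducible genes labelled in the heat map, 18 are in the table. All 18 were higher at 27°C than at 22°C in Col-0, with a median log2 fold change of 1.27, and 13 were DEGs. Only 9 reached the filter of the test in *lrb123*, 8 of them higher at 27°C, and 1 was a DEG. All 18 had a lower log2 fold change in *lrb123* than in Col-0, with a median difference of -0.98. This interaction passed both thresholds for 9 genes, and the adjusted p alone for 14. Adjusted over the list alone, 9 passed both thresholds and 16 the adjusted p, which is not independent evidence, since the study chose the list on these samples. *IAA29* (AT4G32280) lies on chromosome 4 from 15583332 to 15584903 of TAIR10.1. It had 2.24 ± 0.579 FPKM (SD, n = 3) at 22°C and 18.2 ± 1.96 (SD, n = 3) at 27°C in Col-0, a log2 fold change of 2.58 (standard error 0.14, Benjamini-Hochberg adjusted p = 3.20e-05, limma). In *lrb123* it had 0.158 ± 0.0652 and 0.349 ± 0.0639 FPKM (SD, n = 3 each), and the interaction was -2.36 (standard error 0.17, Benjamini-Hochberg adjusted p = 0.000111, limma). The basic helix-loop-helix gene AT3G21330 had a log2 fold change of 2.29 (adjusted p = 2.13e-05, limma with Benjamini-Hochberg adjustment) in Col-0 and an interaction of -1.95 (adjusted p = 0.000111, limma with Benjamini-Hochberg adjustment). For *ATHB2* (AT4G16780) these were 1.95 (adjusted p = 0.000217, limma with Benjamini-Hochberg adjustment) and -1.12 (adjusted p = 0.0146, limma with Benjamini-Hochberg adjustment). Its interaction was just under the fold threshold in size at -0.97 without Col-0 22°C replicate 1 and -0.99 without *lrb123* 27°C replicate 2. *CDF5* (AT1G69570), which overlaps AT1G69572 on the other strand, changed by 1.70 (adjusted p = 3.40e-05, limma with Benjamini-Hochberg adjustment) in Col-0, with an interaction of -1.04 (adjusted p = 0.000676, limma with Benjamini-Hochberg adjustment). That interaction was -0.98 without Col-0 22°C replicate 2 and -0.97 without Col-0 27°C replicate 1. *IAA19* (AT3G15540) rose by 1.37 (adjusted p = 0.00111, limma with Benjamini-Hochberg adjustment) in Col-0, and its interaction was -1.22 (adjusted p = 0.00868, limma with Benjamini-Hochberg adjustment). With a pseudocount of 0.1, or with all 18 libraries in 1 fit, the interaction of *IAA19* was not past the adjusted p, which lay between 0.00868 and 0.222 over the alternatives from limma. In *lrb123* this gene was below 1 FPKM. From the *z*-scores in Fig. 1G, the paper states that multiple temperature-inducible genes are down-regulated in *lrb123* in response to temperature when compared to Col-0.

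**Figure D1:**
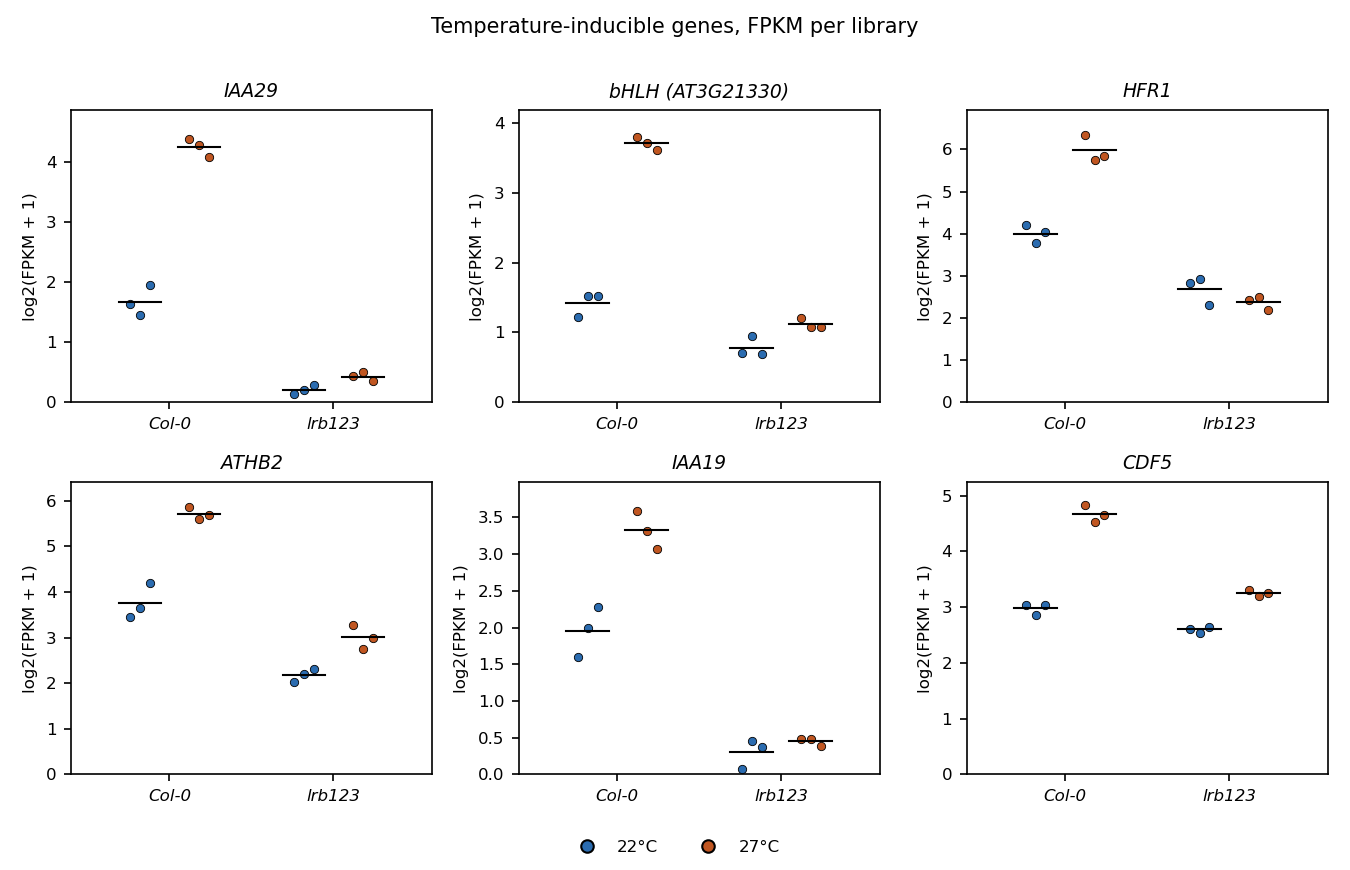
Log2(FPKM + 1) of *IAA29*, AT3G21330, *HFR1*, *ATHB2*, *IAA19* and *CDF5* in Col-0 and *lrb123* at 22° and 27°C. Each point is a library and each bar the mean of 3; all 6 genes lie higher at 27° than at 22°C in Col-0.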

Consistent with the transcriptomic data, validation through the reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis confirmed the down-regulation of key genes involved in temperature response. Many of these genes are involved in auxin biosynthesis. For instance, the expression of auxin biosynthetic gene *YUCCA8* (*YUC8*) was down-regulated in the *lrb123* compared to Col-0 at both 22° and 27°C (Fig. 1H). The *SMALL AUXIN UP RNA* (*SAUR*) genes play a crucial role in the auxin-mediated regulation of plant growth and development, responding to light and temperature signals. Specifically, *SAUR19 to SAUR24* genes are activated by warmer temperatures (*17**,* *51**–**53*). Notably, RT-qPCR results revealed significant induction of these genes at 27°C compared to 22°C in Col-0 seedlings. In comparison, their expression was severely reduced in the *lrb123* mutant at 22° and 27°C (Fig. 1G). Auxin primarily promotes elongation by enhancing the expression of cell-wall loosening genes such as *EXPANSIN 8 (EXP8)* and *XYLOGLUCAN ENDOTRANSGLYCOSYLASE 7 (XTR7)*. The RT-qPCR analyses revealed significant impairment in the expression of *EXP8* and *XTR7* in the *lrb123* mutant at 22° and 27°C compared to Col-0; however, these genes exhibit robust up-regulation in Col-0 in response to 27°C (Fig. 1G). Similarly, *ATHB2*, another auxin-responsive gene involved in cell elongation, is down-regulated in the *lrb123* (Fig. 1G). Furthermore, genes involved in brassinosteroid (BR) biosynthesis, such as *CPD* and signaling genes *PRE1* and *PRE5*, exhibited elevated expression in Col-0 at 27°C compared to 22°C and at the same time showed robust down-regulation in the *lrb123* mutant compared to Col-0, both at 22° and 27°C (Fig. 1G).

### LRBs are necessary for auxin homeostasis

Auxins play a pivotal role in hypocotyl elongation (*54**–**56*). Elevated temperature promotes auxin accumulation (*57*). We hypothesized that the short hypocotyl phenotype of *lrb* mutants could be due to reduced auxin biosynthesis or perturbed auxin signaling. To test this, we quantified the free auxin levels in the *lrb123* mutant and WT (Col-0) seedlings. We found a significant increase in free auxin [indole-3-acetic acid (IAA)] levels in Col-0 seedlings in response to warmer temperatures (Fig. 2A). In contrast, auxin levels were significantly reduced in *lrb123* mutants compared to WT seedlings at both 22° and 27°C, suggesting that *lrb123* mutants have reduced endogenous auxin levels (Fig. 2A). Moreover, the reduced relative auxin levels (27°/22°C) suggest that *lrb123* is less responsive to temperature-promoted elevation of auxin levels (Fig. 2B). To further assess this, we used a known auxin marker, a synthetic *DR5* promoter fused to a *Glucuronidase* (GUS) reporter (*pDR5:GUS*) transgenic line. GUS staining was first carried out to analyze the auxin distribution in the *lrbs123* seedling by comparing it with the WT. We observed proper GUS staining in the cotyledons of the Col-0 seedlings at 22°C (fig. S3A), whereas negligible staining was observed in the *lrb123* mutant. At 27°C, intense staining in the hypocotyl of the Col-0 seedlings was observed, suggesting that warm temperature directs enhanced auxin activity toward the hypocotyl. However, no staining was observed in the hypocotyls of *lrb123*. Quantitative measurement of GUS activity revealed that the *DR5* promoter activity was markedly reduced both at 22° and 27°C in the *lrb123* mutant background compared to Col-0 (Fig. 2C), confirming that the *lrb123* mutant is indeed deficient in endogenous auxin levels. Moreover, the reduced relative GUS activity in *lrb123* (27°/22°C) compared to the Col-0 confirms that LRBs are required for temperature-induced elevation of auxin levels (Fig. 2D).

**Fig. 2.**
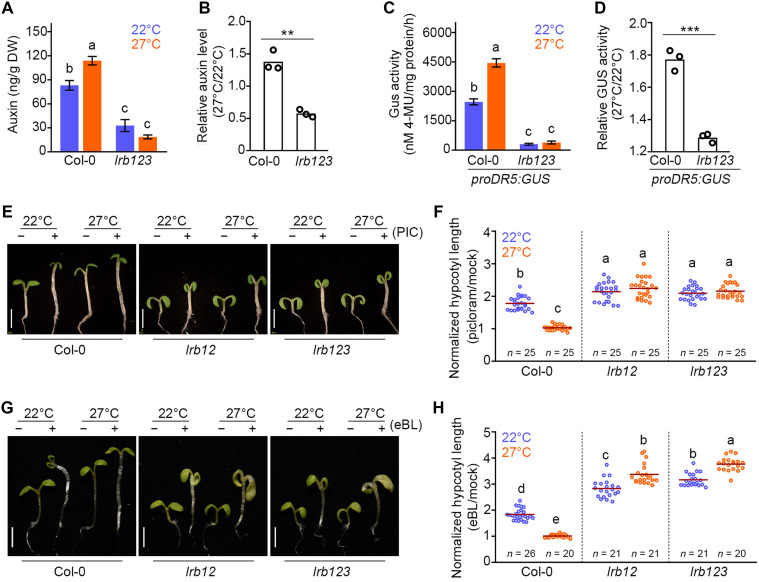
The *lrb* mutants are deficient in auxin accumulation and auxin signaling. (**A**) Auxin concentration in nanograms per gram of dry weight (DW) in 6-day-old seedlings (*n > *3**). (**B**) Relative IAA content in the seedlings at 27°/22°C (*n =* 3 biological replicates). (**C**) Auxin reporter *proDR5:GUS* promoter-reporter activity as revealed by fluorometric quantification assay in 6-day-old seedlings of Col-0 and *lrb123* mutant grown at optimum (22°C) and warm temperature treatment (27°C). h, hour. 4-MU, 4-methylumbelliferone. (**D**) Relative *proDR5:GUS* activity (27°/22°C) in Col-0 and *lrb123* mutant seedlings (*n >* 3 biological replicates). (**E**) Six-day-old seedlings of Col-0, *lrb12*, and *lrb123* grown in the presence or absence [dimethyl sulfoxide (DMSO) as mock] of 5 μM picloram at 22° and 27°C (scale bars, 2 mm). PIC, picloram. (**F**) Normalized hypocotyl length (picloram/mock) in Col-0, *lrb12*, and *lrb123* mutants. Seedlings from two independent experiments were measured. (**G**) Six-day-old seedlings of Col-0, *lrb12*, and *lrb123* seedlings grown in the presence or absence of 5 μM eBL (ethanol as mock) at either 22° or 27°C (scale bars, 2 mm). (**H**) Normalized hypocotyl length (eBL/mock) in Col-0, *lrb12*, and *lrb123* mutants. Seedlings from two independent experiments were measured. (A), (C), (F), and (H) denote that the groups are significantly different from one another (one-way ANOVA followed by Tukey’s post hoc test; *P* < 0.05). *n* indicates the number of seedlings measured. In (B) and (D), the *P* value was calculated by an unpaired, two-tailed Student’s *t* test. In (F) and (H), *n* indicates the number of seedlings measured. Seeds were stratified for 4 days and then allowed to germinate for 2 days at 22°C before being transferred to 22° or 27°C.

As our above data suggested, the short hypocotyl phenotype of *lrb123* is due to defective auxin levels; the exogenous application of auxins should rescue it. To test this, we grew *lrb* mutants on Murashige and Skoog (MS) medium supplemented with picloram (a synthetic auxin) and compared the hypocotyl growth of these seedlings with that of mock-treated seedlings at 22° and 27°C. The *lrb* single mutants, *lrb1*, *lrb2*, and *lrb3*, displayed a nearly twofold increase in hypocotyl length in response to picloram at 22°C compared to the mock, which is comparable to that of Col-0 (fig. S3, B and C). At 27°C, we did not see much difference in the Col-0 and *lrb3* hypocotyl length in response to picloram, whereas there was a significant increase in hypocotyl lengths of *lrb1* and *lrb2* mutants (fig. S3C). However, the extent of response is reduced at 27°C compared to 22°C (fig. S3D). In *lrb12* and *lrb123* mutants, we also observed a twofold increase in hypocotyl lengths at 22°C in response to picloram compared to mock (Fig. 2, E and F). In addition, a twofold increase in hypocotyl length was also observed at 27°C in *lrb12* and *lrb123* mutants (Fig. 2, E and F), again supporting our hypothesis that LRBs are additive in thermosensory response. BRs play a crucial role in promoting temperature-induced hypocotyl elongation and act downstream of auxin signaling to facilitate thermomorphogenesis (*28**,* *58*). When we grew seedlings on growth medium supplemented with epibrassinolide (eBL), the Col-0 seedlings responded significantly to eBL compared to the mock, displaying a nearly twofold change at 22°C, whereas seedlings grown at 27°C did not show a significant response to eBL (Fig. 2, G and H, and fig. S4). Adding eBL to growth medium effectively rescued the moderate hypocotyl phenotype of *lrb* single mutants, displaying a nearly twofold change such as Col-0 (fig. S4). The short hypocotyl phenotype of *lrb12* double and *lrb123* mutants was significantly rescued, as they showed a robust response greater than threefold to eBL at both 22° and 27°C, compared to Col-0 (Fig. 3, G and H), underscoring the role of BR in mitigating the *lrb* mutant phenotypes. Although exogenous application of auxin and BR greatly rescued the short hypocotyl phenotype of *lrb* mutants at 22°C, the absolute hypocotyl lengths of *lrb12* and *lrb123* mutants were still shorter than those of Col-0 at 27°C (Fig. 2, E and G). This suggests that the short hypocotyl phenotypes of these mutants are partly due to the defective auxin/BR metabolism and signaling.

**Fig. 3.**
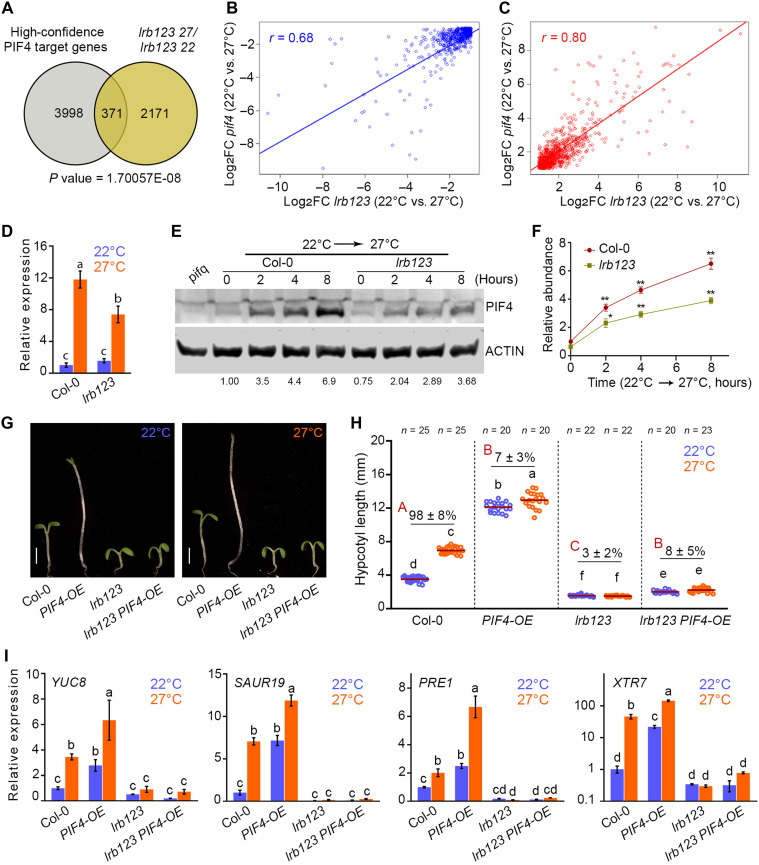
PIF4-mediated thermomorphogenesis requires LRBs. (**A**) DEGs in *lrb123* (27°/22°C) overlap significantly with the genes that are targeted by PIF4 as reported . (**B** and **C**) Relation between down-regulated (B) and up-regulated (C) DEGs in 6-day-old seedlings of *lrb123* and *pif4* mutants in response to warm temperature. The scatter plots and regression line show the correlation in *r*. In (A), the *P* value was calculated using the hypergeometric test. In (A) to (C), a cutoff of log_2_ fold change ≥ 1 or < −1 with *P* < 0.05 was used to identify DEGs. Three biological triplicates were analyzed. (**D**) RT-qPCR analysis of the relative *PIF4* gene expression in 6-day-old seedlings. *EF1*α was used as an endogenous control. The bar represents the mean ± SD (*n =* 3 biological replicates). (**E** and **F**) Immunoblots showing PIF4 protein (E) and the relative protein levels (F) in Col-0 and *lrb123* mutants grown at 22°C and then shifted to 27°C. The data shown represent the mean ± SD of three biological replicates. ACTIN is used as a loading control. The relative intensity of PIF4/ACTIN is calculated and normalized by the same at the 0-hour time point in WT after transferring to 27°C, as mentioned below the immunoblots. Asterisks denote statistical significance (Student’s *t* test; *P < 0.05 and **P < 0.01) in the PIF4 protein level from the 0 time point in the Col-0. (**G** to **I**) Representative seedling pictures (G), hypocotyl length and percentage of hypocotyl growth (H), and RT-qPCR analysis of thermoresponsive genes expression (I) of 6-day-old seedlings of the indicated genotypes grown in 22° and 27°C under SD. Scale bars, 2 mm. The small and capital letters denote the statistically significant differences (one-way ANOVA followed by Tukey’s post hoc test; *P* < 0.05). *EF1*α was used as an endogenous control. Expression of genes in Col-0 at 22°C is used for normalization. The bar represents the mean ± SD (*n =* 3 biological replicates).

### PIF4-mediated thermosensory growth requires LRBs

PIF4 is a key regulator of the thermomorphogenesis (*4*, *13*–*15*). The thermo-insensitive phenotype of *lrb12* and *lrb123* mutants phenocopies the *pif4* mutant (*59*). 

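Beside the response to temperature, *lrb123* was compared with Col-0 at each temperature, 3 libraries against 3. At 22°C, 72 of 9558 genes were DEGs, 11 higher and 61 lower in *lrb123*, and 762 differed by the adjusted p alone. Leaving out 1 library leaves 2 against 3 and by itself weakens the test. The count of 72 was not stable when 1 library was left out. It was 10 without Col-0 22°C replicate 2, 1 without Col-0 22°C replicate 3, 1 without *lrb123* 22°C replicate 1 and 2 without *lrb123* 22°C replicate 2, and at most 84 without either of the others. At 27°C, 465 of 9841 genes were DEGs, 217 higher and 248 lower in *lrb123*, and 5654 differed by the adjusted p alone. With each library left out in turn this count was at most 475 and stayed within 1.5 times of 465. On median-of-ratios rescaling 39.5% of the DEGs at 27°C were higher in *lrb123*, against 46.7% without it.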

The RNA sequencing (RNA-seq) and RT-qPCR analysis of the *lrb123* transcriptome in response to temperature suggest that temperature-responsive genes are misregulated in the absence of LRBs compared to the Col-0 control. PIF4, as a transcription factor, regulates the expression of growth-related genes in response to temperature (*13**,* *16**–**18*). Using our transcriptome data, we first examine the overlap between the misregulated genes in the *lrb123* mutant in response to temperature (22°/27°C) and the genes targeted by PIF4 (Fig. 3A) (*60*). We found a significant overlap (*P* = 1.70057 × 10^–8^) with 371 common genes in the sets of genes targeted by PIF4 and the genes misregulated in the *lrb123* mutant in response to temperature (Fig. 3A). We then analyzed the *pif4* mutant transcriptome in response to temperature to understand if they share a similar pattern of misregulated genes. 

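The *pif4* mutant carries a T-DNA insertion in *PIF4*, and the libraries of *pif4* seedlings were made as those of Col-0 and *lrb123*, 3 at each temperature. The FPKM of a *pif4* library summed to between 365548 and 376471 at 22°C, with a median of 367507, and to between 354748 and 364854 at 27°C, with a median of 354859. The 10 genes with the highest FPKM held 9.5 to 10.1% of a library at 22°C and 6.8 to 7.9% at 27°C. *PIF4* (AT2G43010; chromosome 2 from 17886101 to 17889087 of TAIR10.1) still gave reads in the mutant. It had 13.7 ± 1.69 FPKM (SD, n = 3) at 22°C and 37.5 ± 4.77 (SD, n = 3) at 27°C, a log2 fold change of 1.39 (adjusted p = 0.000545, limma with Benjamini-Hochberg adjustment). Against Col-0 it differed by -0.23 (adjusted p = 1.00, limma with Benjamini-Hochberg adjustment) at 22°C and by -1.15 (adjusted p = 0.000933, limma with Benjamini-Hochberg adjustment) at 27°C. Its interaction was -0.92 (adjusted p = 0.0671, limma with Benjamini-Hochberg adjustment). Without Col-0 22°C replicate 1 the interaction was -1.04 and past both thresholds, as it was on median-of-ratios rescaling, where it was -1.02. The transcript AT2G43010.2, the most abundant form in every Col-0 library, was listed at 0 in 5 of the *pif4* libraries and at 29.1 FPKM in the library labelled *pif4* 27°C replicate 3.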

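In *pif4*, 564 of 9876 genes tested were DEGs at 27°C against 22°C, 444 higher and 120 lower, and 4579 differed by the adjusted p alone. Leaving out 1 library gave between 432 and 699 DEGs. The median log2 fold change of all genes was 0.16 and became -0.02 on median-of-ratios rescaling, where 60.2% of the DEGs were higher at 27°C, against 78.7% without it. The interaction of *pif4* with Col-0 passed both thresholds for 6 of 10068 genes and the adjusted p alone for 25. At an unadjusted p under 0.05 with the same fold threshold it was 81. Of the 6, *UBC12*, AT5G52050, *HYH* and ATCG00250 responded with a higher log2 fold change in *pif4*, and *IAMT1* and *IAA29* with a lower one. Apart from *HYH* and *IAA29* these were chosen after their values were seen. No library left out kept this count near 6 except Col-0 22°C replicate 1 and *pif4* 22°C replicate 3. It was 0 without Col-0 22°C replicate 2, Col-0 27°C replicate 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1 or 2, 1 without Col-0 22°C replicate 3 or Col-0 27°C replicate 2, 2 without *pif4* 27°C replicate 3, 17 without Col-0 27°C replicate 1 and 53 without *pif4* 22°C replicate 1. Against Col-0 at 22°C, 4 of 9518 genes were DEGs, *HEI10* and *UBC12* higher in *pif4* and *SHL1* and ATCG00630 lower, also chosen after their values were seen. This count was 2 without Col-0 22°C replicate 1, 2 or 3 or *pif4* 22°C replicate 3, 1 without *pif4* 22°C replicate 1 and 0 without *pif4* 22°C replicate 2. At 27°C, 114 of 9888 genes were DEGs against Col-0, 94 higher and 20 lower in *pif4*, and 81 to 157 with 1 library left out.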

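The 3 largest changes in *pif4*, by the same rule as in Col-0 and *lrb123*, were those of *CRU3* (AT4G28520), *CRA1* and *AIR1*. *CRU3*, another seed-storage gene, had 1.00 ± 1.65 FPKM (SD, n = 3) at 22°C and 67.2 ± 25.4 (SD, n = 3) at 27°C, a log2 fold change of 5.33 (standard error 0.55, Benjamini-Hochberg adjusted p = 0.000911, limma). In Col-0 it changed by 3.21 (adjusted p = 0.000242, limma with Benjamini-Hochberg adjustment). *CRA1* had a log2 fold change of 5.07 (standard error 1.27, Benjamini-Hochberg adjusted p = 0.0185, limma) in *pif4*. Without *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1, 2 or 3 its adjusted p was between 0.0523 and 0.0692 (limma with Benjamini-Hochberg adjustment). The log2 fold change of *AIR1* was 4.12 (standard error 0.53, Benjamini-Hochberg adjusted p = 0.00183, limma), and that of *HSP17.4* was 3.08 (adjusted p = 0.000432, limma with Benjamini-Hochberg adjustment).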

A total of 2335 genes was found to be differentially regulated in the *pif4* mutant transcriptome in response to temperature. Notably, we observed a significant overlap of 1417 genes misregulated in the *lrb123* and *pif4* mutant transcriptomes in response to temperature (fig. S5, A and B). 

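*lrb123* and *pif4* shared 360 DEGs among the 9618 genes tested in both, 292 higher and 68 lower at 27°C, and none in opposite directions. The shared genes were 62.1% of the DEGs of *lrb123* and 63.8% of those of *pif4*, where 31.4 genes would be expected if the lists were independent, with an odds ratio of 89.4 across genes. Leaving out 1 library gave between 272 and 382 shared genes. On median-of-ratios rescaling 60.1% of the shared genes were higher at 27°C, against 81.1% without it. Col-0 and *pif4* shared 382 DEGs, 273 higher and 109 lower, with an odds ratio of 64.7. The share that was higher fell from 71.5 to 52.6% on this rescaling. In all 3 genotypes 263 genes were DEGs in the same direction, 198 higher and 65 lower. Here the share that was higher fell from 75.3 to 55.8% on median-of-ratios rescaling.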

Upon comparing the subsets of coregulated genes between *lrb123* and *pif4*, we found a relationship coefficient of *r* = 0.68 among the commonly down-regulated genes (Fig. 3B) and *r* = 0.8 among the commonly up-regulated genes (Fig. 3C) in response to warm temperature compared to optimal temperature (27°/22°C).

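Across the 68 genes that were lower at 27°C in both mutants, the log2 fold changes in *lrb123* and *pif4* had a Pearson r of 0.586 and a Spearman rho of 0.528. Across the 292 genes that were higher in both, r was 0.767 and rho 0.711. Genes are not independent replicates, so no p is given. Over 12 runs with 1 library left out each, r lay between 0.462 (without *lrb123* 27°C replicate 3) and 0.746 (without *lrb123* 22°C replicate 2) for the lower genes and between 0.629 (without *lrb123* 22°C replicate 3) and 0.823 (without *pif4* 27°C replicate 3) for the higher ones. Over all genes tested in both genotypes, whatever their change, r was 0.856. The same measure was computed for the other pairs of genotypes. Between Col-0 and *pif4*, r was 0.748 across 109 lower genes and 0.716 across 273 higher genes. Between Col-0 and *lrb123* it was 0.190 across 97 lower genes and 0.644 across 225 higher genes. From the correlation among commonly up-regulated genes, the paper proposes in its discussion that LRBs overlap with PIF4 and likely act in the same linear pathway. In support it cites lower PIF4 protein in *lrb123*. It also reports genetic interaction with a *PIF4* overexpressor and physical association of LRB1 and LRB2 with PIF4, none of which these correlations test.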

Among the widely down-regulated genes in *lrb123* and *pif4* mutants, we found a subset of genes targeted by PIF4 that was comparatively up-regulated in Col-0 (fig. S5C). 

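For the temperature-inducible genes of the heat maps, 17 of the 18 in the table were tested in *pif4*, all 17 were higher at 27°C and 5 were DEGs. All 18 had a lower log2 fold change in *pif4* than in Col-0, with a median difference of -0.56. The interaction passed both thresholds for 1 of them over all genes. Adjusted over the list alone it passed both for 3, and the adjusted p for 9. The genes were chosen by the study on these samples. At 27°C, 16 of 18 were lower in *pif4* than in Col-0 and 7 were DEGs. *IAA29* had 1.46 ± 0.685 FPKM (SD, n = 3) at 22°C and 3.80 ± 0.296 (SD, n = 3) at 27°C in *pif4*, a log2 fold change of 0.99 (adjusted p = 0.00665, limma with Benjamini-Hochberg adjustment). It was past both thresholds at 1.21 without *pif4* 22°C replicate 1 and 1.05 without *pif4* 27°C replicate 2, and at 1.40 with a pseudocount of 0.1. Its interaction in *pif4* was -1.58 (standard error 0.25, Benjamini-Hochberg adjusted p = 0.0343, limma). Only without *pif4* 22°C replicate 1 or 3 was it still past the adjusted p. Without Col-0 22°C replicate 1, 2 or 3, Col-0 27°C replicate 1, 2 or 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1, 2 or 3 its adjusted p lay between 0.0502 and 0.119 (limma with Benjamini-Hochberg adjustment). It failed with a pseudocount of 0.1 as well, where its adjusted p was the highest of the 0.00493 to 0.108 over the alternatives (limma). The gene AT3G21330 changed by 0.86 (adjusted p = 0.0445, limma with Benjamini-Hochberg adjustment) in *pif4* and by 0.34 (adjusted p = 0.0295, limma with Benjamini-Hochberg adjustment) in *lrb123*. In *pif4* it was 1.20 and a DEG without *pif4* 22°C replicate 1. *ATHB2* rose by 1.52 (adjusted p = 0.00442, limma with Benjamini-Hochberg adjustment) in *pif4* and by 0.83 (adjusted p = 0.00308, limma with Benjamini-Hochberg adjustment) in *lrb123*. *CDF5* rose by 1.03 (adjusted p = 0.000275, limma with Benjamini-Hochberg adjustment) in *pif4*, where it was 0.84 on median-of-ratios and 0.92 on upper-quartile rescaling, and by 0.65 (adjusted p = 0.000286, limma with Benjamini-Hochberg adjustment) in *lrb123*.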

Notably, these genes are integral to the biosynthesis and signaling pathways of auxin and BRs, which promote cellular elongation and growth. On the contrary, another set of genes targeted by PIF4 was identified among the commonly up-regulated genes in *lrb123* and *pif4* mutants that were down-regulated in Col-0 in response to temperature (fig. S5D). 

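Of the 19 temperature-repressible genes labelled in the heat map, all are in the table, and 12 reached the filter in Col-0 and in *lrb123* and 13 in *pif4*. In Col-0 all 12 were lower at 27°C and 11 were DEGs. In *lrb123* all 12 were lower as well, 2 of them DEGs, and in *pif4* 12 of 13 were lower, 3 of them DEGs. The interaction with *lrb123* was above 0 for all 12, with a median of 0.66, and passed both thresholds for 2 and the adjusted p for 11. Adjusted over the list alone, these counts were 2 and 11. With *pif4* it was above 0 for all 13, with a median of 0.43, and passed both thresholds for 1 and the adjusted p for 2. Adjusted over the list alone it passed the adjusted p for 7. The study chose these genes on the same samples. *HYH* (AT3G17609; chromosome 3 from 6023844 to 6024710 of TAIR10.1) went from 61.3 ± 3.30 FPKM (SD, n = 3) at 22°C to 8.78 ± 1.15 (SD, n = 3) at 27°C in Col-0, a log2 fold change of -2.68 (standard error 0.10, Benjamini-Hochberg adjusted p = 1.56e-05, limma). It changed by -1.05 (adjusted p = 0.000522, limma with Benjamini-Hochberg adjustment) in *lrb123*, -0.94 without *lrb123* 27°C replicate 3, and by -1.56 (adjusted p = 0.000408, limma with Benjamini-Hochberg adjustment) in *pif4*. Its interaction was 1.63 (adjusted p = 0.000406, limma with Benjamini-Hochberg adjustment) in *lrb123* and 1.12 (adjusted p = 0.0317, limma with Benjamini-Hochberg adjustment) in *pif4*. The interaction in *pif4* was past the adjusted p only without Col-0 22°C replicate 1, Col-0 27°C replicate 1 or *pif4* 22°C replicate 1 or 3. Without Col-0 22°C replicate 2 or 3, Col-0 27°C replicate 2 or 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1, 2 or 3 its adjusted p lay between 0.0553 and 0.119 (limma with Benjamini-Hochberg adjustment), and on median-of-ratios rescaling it failed the threshold as well.

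**Figure D2:**
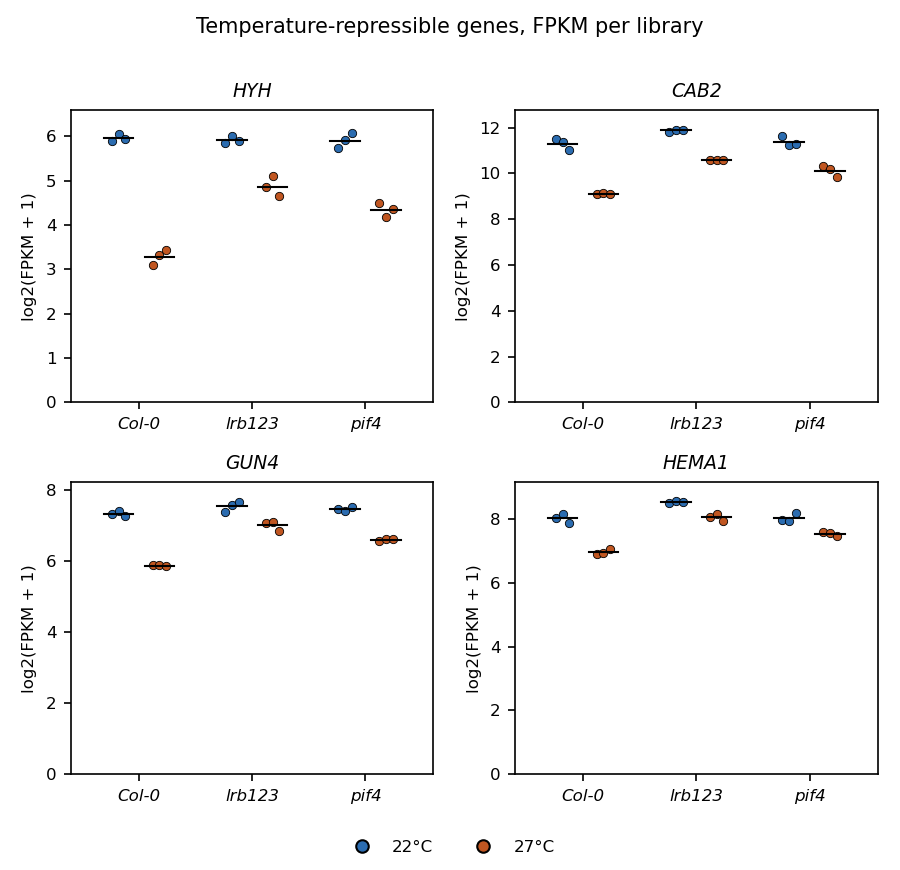
Log2(FPKM + 1) of *HYH*, *CAB2*, *GUN4* and *HEMA1* in Col-0, *lrb123* and *pif4* at 22° and 27°C. Each point is a library and each bar the mean of 3; all 4 genes lie lower at 27° than at 22°C in each genotype, by less in the mutants than in Col-0.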

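*CAB2* (AT1G29920), whose reads can be shared with its close paralogs *CAB1* and *CAB3*, changed by -2.19 (adjusted p = 4.26e-05, limma with Benjamini-Hochberg adjustment) in Col-0. It changed by -1.29 (adjusted p = 0.000123, limma with Benjamini-Hochberg adjustment) in *lrb123* and by -1.26 (adjusted p = 0.00174, limma with Benjamini-Hochberg adjustment) in *pif4*. The interaction was 0.91 (adjusted p = 0.00359, limma with Benjamini-Hochberg adjustment) in *lrb123* and 0.93 (adjusted p = 0.101, limma with Benjamini-Hochberg adjustment) in *pif4*. These passed both thresholds without 1 library, the first at 1.04 without Col-0 22°C replicate 3 and the second at 1.05 without *pif4* 22°C replicate 1. *GUN4* (AT3G59400), which overlaps AT3G59410 on the other strand, had log2 fold changes of -1.46 in Col-0, -0.54 in *lrb123* and -0.86 in *pif4* (adjusted p = 1.82e-05, 0.00348 and 0.000346, limma with Benjamini-Hochberg adjustment). In *pif4* it was -1.06 and a DEG on median-of-ratios rescaling. Its interaction in *lrb123* was 0.91 (adjusted p = 0.00119, limma with Benjamini-Hochberg adjustment). For *HEMA1* (AT1G58290) the log2 fold changes were -1.06, -0.47 and -0.49 in the same order (adjusted p = 0.000140, 0.00158 and 0.00507, limma with Benjamini-Hochberg adjustment). In Col-0 it was -1.00, just short of the fold threshold before rounding, without Col-0 22°C replicate 2. Its interaction in *lrb123* was 0.59 (adjusted p = 0.00639, limma with Benjamini-Hochberg adjustment). *RBCS1B* (AT5G38430), which has close paralogs, had an interaction of 1.11 (standard error 0.32, Benjamini-Hochberg adjusted p = 0.0346, limma) in *lrb123*. It stayed past both thresholds only without Col-0 22°C replicate 1 or *lrb123* 22°C replicate 3. Without Col-0 22°C replicate 2 or 3, Col-0 27°C replicate 1, 2 or 3, *lrb123* 22°C replicate 1 or 2 or *lrb123* 27°C replicate 1, 2 or 3 its adjusted p was between 0.0547 and 0.0818 (limma) and its interaction between 0.93 and 1.18. It also failed with no filter, at 0.99 on median-of-ratios rescaling and at 0.97 on upper-quartile rescaling.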

Markedly, these genes are involved in light signaling and promote photomorphogenesis. To examine the functional relevance of the DEGs, we performed Gene Ontology (GO) enrichment analysis for the sets of up-regulated or down-regulated genes under warm conditions (27°C) in the Col-0, *lrb123*, and *pif4* mutants (dataset S2 and fig. S6). Our findings revealed robust enrichments of GO terms “response to stimulus” in up-regulated and down-regulated gene sets, consistently observed across the Col-0, *lrb123*, and *pif4* mutants (fig. S6). The GO category “response to stress” was also enriched among the differentially regulated genes in all sets, particularly among the down-regulated genes in *lrb123*, indicating a specialized regulatory role of LRBs in stress-related pathways. Moreover, the GO term “heat acclimation” was exclusively enriched among up-regulated genes in the *lrb123* mutant, emphasizing the pivotal role of LRBs in orchestrating genes involved in heat acclimation processes (fig. S6). In addition, we identified specific GO enrichments that were consistently observed in both *lrb123* and *pif4* mutants but not in Col-0. For instance, the up-regulated gene sets were significantly enriched for terms related to “secondary metabolic processes” and “regulation of transcription,” suggesting that LRBs and PIF4 may play suppressive roles in secondary metabolite pathways under warm conditions (fig. S6). Conversely, GO categories such as “cellular cell-wall organization” were enriched among down-regulated genes (fig. S6), indicating a potential role of these factors in promoting cell-wall organization under elevated temperatures.

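The gene ontology terms of the paper were not used here. As a related set, the heat shock protein genes were taken by their symbols in the gene name table and tested against all other genes with limma's camera at a preset correlation of 0.01, among 16 tests of 4 gene families in 4 comparisons with Benjamini-Hochberg adjustment. In Col-0, 15 of 17 genes tested were higher at 27°C, with a median log2 fold change of 0.65 (adjusted p = 0.00137, limma's camera). In *lrb123* all 22 were higher, with a median of 1.24 (adjusted p = 7.49e-07), and in *pif4* 21 of 22, with a median of 0.93 (adjusted p = 9.05e-05, limma's camera for both). The interaction with *lrb123* was above 0 for 21 of 22 genes, with a median of 0.36, against 0.10 for all genes (adjusted p = 0.00137, limma's camera). The interaction with *pif4* was not tested for gene families. Under limma's fry, these 4 calls held, with adjusted p between 8.90e-05 and 0.00376. Of the 16 tests of all families 10 were past 0.05 with camera, and none was with a correlation estimated for each set, where the lowest adjusted p was 0.432. The light-harvesting genes, a further family, were lower at 27°C with camera and with fry in Col-0 (4 of 15 genes above 0), *lrb123* (5 of 15) and *pif4* (6 of 15), with medians of -0.27, -0.18 and -0.04 and camera adjusted p of 0.00491, 0.00137 and 0.00944 from limma. Their interaction with *lrb123* had an adjusted p of 0.40 (limma's camera), with a median of 0.10.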

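Cell-wall genes were tested as the family of expansins and xyloglucan endotransglucosylases (XTH), by symbol. Camera ranks a family against all other genes, so its direction can differ from the sign of the family's mean or median. In *lrb123* 20 of 36 were higher at 27°C, with a mean log2 fold change of -0.003 and a median of 0.21, while camera placed the family below other genes (adjusted p = 0.0440, limma with Benjamini-Hochberg adjustment). Fry, which tests against no change, gave an upward direction with an adjusted p of 0.405. The camera call was lost without *lrb123* 22°C replicate 3 (0.0615) and without *lrb123* 27°C replicate 1 (0.0815), 2 (0.0746) or 3 (0.0921). Rescaling took the adjusted p of this call to 0.578 (median-of-ratios) and 0.421 (upper-quartile) in limma's camera, so scaling was not excluded. In *pif4* 25 of 42 were higher, with a mean of 0.20 and a median of 0.18 (adjusted p = 0.421, downward in limma's camera). In Col-0 21 of 41 were higher, with a mean of 0.05 and a median of 0.08 (adjusted p = 0.559, downward in limma's camera). The interaction with *lrb123* had a mean of -0.11 and a median of -0.01 over 42 genes (adjusted p = 0.00200, limma's camera). With fry its adjusted p was 0.453. With limma's camera it was 0.119 on median-of-ratios and 0.191 on upper-quartile rescaling, so scaling was not excluded here either. Single members went both ways. *EXP8* (AT2G40610; chromosome 2 from 16948791 to 16950705 of TAIR10.1) had 34.0 ± 4.80 and 26.6 ± 7.39 FPKM (SD, n = 3 each) at 22° and 27°C in Col-0, a log2 fold change of -0.36 (adjusted p = 0.141, limma with Benjamini-Hochberg adjustment). In *lrb123* it had 11.7 ± 3.44 and 3.02 ± 0.365 FPKM (SD, n = 3 each), a log2 fold change of -1.63 (adjusted p = 0.000610, limma with Benjamini-Hochberg adjustment). The interaction was -1.26 (adjusted p = 0.0154, limma with Benjamini-Hochberg adjustment), and at 27°C *EXP8* was lower in *lrb123* than in Col-0 by -2.75 (adjusted p = 4.50e-05, limma with Benjamini-Hochberg adjustment). With each library left out in turn that difference stayed between -2.55 and -2.92.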

To determine whether LRBs can influence *PIF4* gene expression or protein abundance, we first conducted gene expression analysis for *PIF4* in the *lrb123* mutant and compared it with the WT. In line with our RNA-seq results (Fig. 1G), qPCR results confirmed that *PIF4* is down-regulated in the *lrb123* mutant (Fig. 3D). 

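*PIF4* had 16.3 ± 2.54 FPKM (SD, n = 3) at 22°C and 84.1 ± 4.63 (SD, n = 3) at 27°C in Col-0, a log2 fold change of 2.30 (standard error 0.11, Benjamini-Hochberg adjusted p = 2.13e-05, limma). In *lrb123* it had 17.5 ± 1.40 and 59.2 ± 0.920 FPKM (SD, n = 3 each), a log2 fold change of 1.70 (standard error 0.07, Benjamini-Hochberg adjusted p = 2.52e-05, limma). At 22°C *lrb123* differed from Col-0 by 0.11 (adjusted p = 0.593, limma with Benjamini-Hochberg adjustment), with overlapping libraries. At 27°C it was lower by -0.50 (adjusted p = 0.000271, limma with Benjamini-Hochberg adjustment), with every *lrb123* library below every Col-0 library. That difference stayed between -0.46 and -0.53 with each library left out in turn, smaller in size than the fold threshold. The interaction was -0.60 (adjusted p = 0.0117, limma with Benjamini-Hochberg adjustment).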

To investigate protein levels in the *lrb123* mutant, we performed immunoblot analysis. Our results suggest that PIF4 is more stable in the Col-0 at 27°C compared to 22°C (fig. S7); however, the levels of PIF4 protein in the *lrb123* mutant were low compared to the Col-0 at both 22° and 27°C, suggesting that LRBs are required for optimum gene expression and protein abundance of PIF4. To further substantiate the role of LRBs in promoting PIF4 function at warm temperatures, we grew the Col-0 and *lrb123* mutant seedlings at 22°C for 6 days and shifted them to 27°C. A gradual increase in PIF4 protein levels was observed in Col-0, reaching a sevenfold increase in ~8 hours after shifting to 27°C (Fig. 3, E and F). However, in the *lrb123* mutant, the increment is significantly reduced compared to the Col-0 (Fig. 3, E and F), underscoring the importance of LRBs for optimal PIF4 protein abundance.

To study the genetic interaction between *LRBs* and *PIF4*, we introduced a *pPIF4:PIF4-FLAG* (*18*) transgene that overexpresses PIF4 (hereafter *PIF4-OE*) into the *lrb123* mutant, as well as *LRB* overexpression backgrounds. Measuring hypocotyl lengths of *PIF4-OE* and *lrb123 PIF4-OE* seedlings under 22° and 27°C conditions revealed that the *PIF4-OE* line exhibits a hypersensitive hypocotyl elongation phenotype, showing longer hypocotyls even at 22°C compared to the WT, as expected. However, under the *lrb123* mutant background, the absence of LRBs strongly mitigates the exaggerated hypocotyl phenotype of *PIF4-OE*, evident from the *lrb123 PIF4-OE* phenotype, at 22°C (Fig. 3, G and H). In addition, the hypocotyl lengths of *lrb123 PIF4-OE* at 22° and 27°C were comparable, suggesting that the absence of LRBs is epistatic to *PIF4-OE*. At the same time, *PIF4-OE LRB1-OE* or *PIF4-OE LRB2-OE* double transgenic lines displayed further elongated hypocotyls compared to the *PIF4-OE* alone at both 22° and 27°C (fig. S8, A and B).

Consistent with the strong suppression of *PIF4-OE* hypocotyl phenotype by *lrb123*, RT-qPCR analysis indicated that PIF4 target genes such as *YUC8*, *SAUR19*, *PRE1*, and *XTR7* were down-regulated in the *PIF4-OE lrb123* background compared to the *PIF4-OE* or the Col-0 at both 22° and 27°C (Fig. 3F). The expression of light-inducible genes, such as *RBCS1A*, *CAB1*, *ELIP2*, and *SAUR14*, was found to be typically low in the *PIF4-OE* line at both 22° and 27°C (fig. S9). However, the expression of these genes was elevated in *lrb123 PIF4-OE* at 22°C and more prominently at 27°C (fig. S9). Supporting the gene expression data, our immunoblotting data also suggest that PIF4 protein levels are considerably reduced in the *lrb123 PIF4-OE* background compared to the *PIF4-OE* line, both at 22° and 27°C under short-day (SD) conditions (fig. S10A), implying that LRB activity is essential for maintaining optimal PIF4 protein levels and thereby facilitating the robust activation of thermomorphogenic growth.

Studies of E3 ubiquitin ligases have revealed that, in addition to mediating substrate degradation via the ubiquitin-proteasome pathway, some E3 ligases also stabilize the transcription factors through direct physical interactions (*61**–**63*). Given that LRBs are essential for the optimal PIF4 protein accumulation, we hypothesized that LRBs likely stabilize PIF4 through a noncanonical mechanism involving physical association. To test this possibility, we conducted protein-protein interaction studies. In a yeast two-hybrid assay, PIF4 was fused to the galactose-responsive transcription factor (GAL4) DNA binding domain (DBD) and used as bait, while full-length LRB1 and LRB2 were fused to the GAL4 activation domain (AD) as prey. Cotransformants expressing PIF4 with either LRB1 or LRB2 displayed normal growth on selective SD medium lacking Leu, Trp, His, and Ade (−LWHA) supplemented with 3-aminotriazole (3-AT), indicating positive interactions (fig. S10B). In contrast, no growth was observed in empty vector combinations (fig. S10B). The interactions between LRB1 and LRB2, as well as between T-antigen and p53, serve as positive controls (fig. S10B). These interactions were further examined in planta via bimolecular fluorescence complementation (BiFC) assay in onion epidermal cells. Coexpression of either N-terminal yellow fluorescent protein (nYFP)–LRB1 or nYFP-LRB2 with C-terminal yellow fluorescent protein (cYFP)–PIF4 resulted in strong nuclear YFP fluorescence (fig. S10C), whereas no fluorescence was observed in the corresponding negative controls using empty vector combinations (fig. S10C). To further substantiate these findings, we performed in vivo coimmunoprecipitation (Co-IP) assays using 6-day-old seedlings of *LRB1-Myc* and *LRB2-Myc* overexpression lines. When we immunoprecipitated LRB1-Myc or LRB2-Myc proteins using anti-Myc antibody, we could detect PIF4 in the immunoprecipitated fractions of both the *LRB1-OE* and *LRB2-OE* lines, while no signal for PIF4 was observed in Col-0 (WT) samples (fig. S10D). Together, these genetic and biochemical data demonstrate that LRBs physically associate with PIF4, likely preventing its degradation and promoting the accumulation of PIF4 protein.

### LRBs genetically interact with HY5 and inhibit its function

HY5 is a critical negative regulator of thermomorphogenesis, inhibiting the expression of growth-promoting genes by competing with PIF4 for binding at the promoter sites of target genes and suppressing their transcription (*18**,* *28**,* *29*). To confirm this, we first compared the genes regulated by PIF4 (*60*) and HY5 (*36*). We observed a significant overlap of 1402 genes that were common targets in both (fig. S11A). From this set of common target genes of PIF4 and HY5, we found a significant overlap (*P* = 0.003527) with DEGs in the *lrb123* mutant (fig. S11B). Our gene expression data from both RNA-seq and RT-qPCR revealed that key marker genes of photomorphogenesis are strongly derepressed in the *lrb123* mutant background at 22° and 27°C (fig. S9). 

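By RNA-seq, *RBCS1A* (AT1G67090) had 9340.2 ± 915 FPKM (SD, n = 3) in Col-0 and 8891 ± 586 (SD, n = 3) in *lrb123* at 22°C, a log2 fold change of -0.07 (adjusted p = 0.767, limma with Benjamini-Hochberg adjustment). Its sign changed to 0.01 on upper-quartile rescaling. At 27°C it had 3561 ± 231 and 4190.1 ± 249.6 FPKM (SD, n = 3 each), a log2 fold change of 0.23 (adjusted p = 0.0968, limma with Benjamini-Hochberg adjustment). *CAB1* (AT1G29930), which overlaps AT1G29940 and can share reads with *CAB2* and *CAB3*, was higher in *lrb123* by 0.40 (adjusted p = 0.102, limma with Benjamini-Hochberg adjustment) at 22°C and by 0.75 (adjusted p = 0.000836, limma with Benjamini-Hochberg adjustment) at 27°C. *ELIP2* (AT4G14690) differed by 0.73 (adjusted p = 0.264, limma with Benjamini-Hochberg adjustment) at 22°C. This difference was 0.42 without Col-0 22°C replicate 1 and 1.14 without Col-0 22°C replicate 2. At 27°C *ELIP2* was below the filter of the test in both genotypes, at 0.0810 ± 0.0307 FPKM (SD, n = 3) in Col-0 and 0.121 ± 0.0584 (SD, n = 3) in *lrb123*. *CAB2* differed by 0.57 (adjusted p = 0.0513, limma with Benjamini-Hochberg adjustment) at 22°C and by 1.48 (adjusted p = 1.33e-05, limma with Benjamini-Hochberg adjustment) at 27°C, where its FPKM were 551 ± 10.4 in Col-0 and 1535 ± 9.21 in *lrb123* (SD, n = 3 each). For *GUN4* the differences were 0.22 (adjusted p = 0.167, limma with Benjamini-Hochberg adjustment) at 22°C and 1.13 (adjusted p = 4.26e-05, limma with Benjamini-Hochberg adjustment) at 27°C. *HEMA1* was higher in *lrb123* by 0.50 (adjusted p = 0.0253, limma with Benjamini-Hochberg adjustment) at 22°C and by 1.08 (adjusted p = 4.75e-05, limma with Benjamini-Hochberg adjustment) at 27°C. *HYH* was higher by 1.58 (adjusted p = 9.39e-05, limma with Benjamini-Hochberg adjustment) at 27°C, with 28.4 ± 4.62 FPKM (SD, n = 3) in *lrb123*.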

Notably, many of these genes, such as *CAB1*, *RBCS1A*, and *ELIP2*, are direct targets of HY5 (*35**,* *64*). These findings indicated that HY5 activity is likely enhanced in the *lrb123* mutant background, implying a possible functional connection. To test this at the genetic level, we generated *lrb123 hy5* quadruple mutant to assess the genetic interactions between LRBs and HY5. We found that *hy5* can significantly suppress the short hypocotyl phenotype of the *lrb123* mutant (Fig. 4, A and B). The hypocotyl in the *lrb123 hy5* mutant was much longer compared to *lrb123* and is comparable to Col-0 at 22° and 27°C (Fig. 4, A and B). In line with the suppression of the short hypocotyl phenotype of *lrb123* by *hy5*, the RT-qPCR analysis revealed that temperature-induced growth-responsive genes such as *YUC8*, *SAUR19*, *PRE1*, and *XTR7* were up-regulated in the *lrb123 hy5* compared to the *lrb123* mutant (fig. S12).

**Fig. 4.**
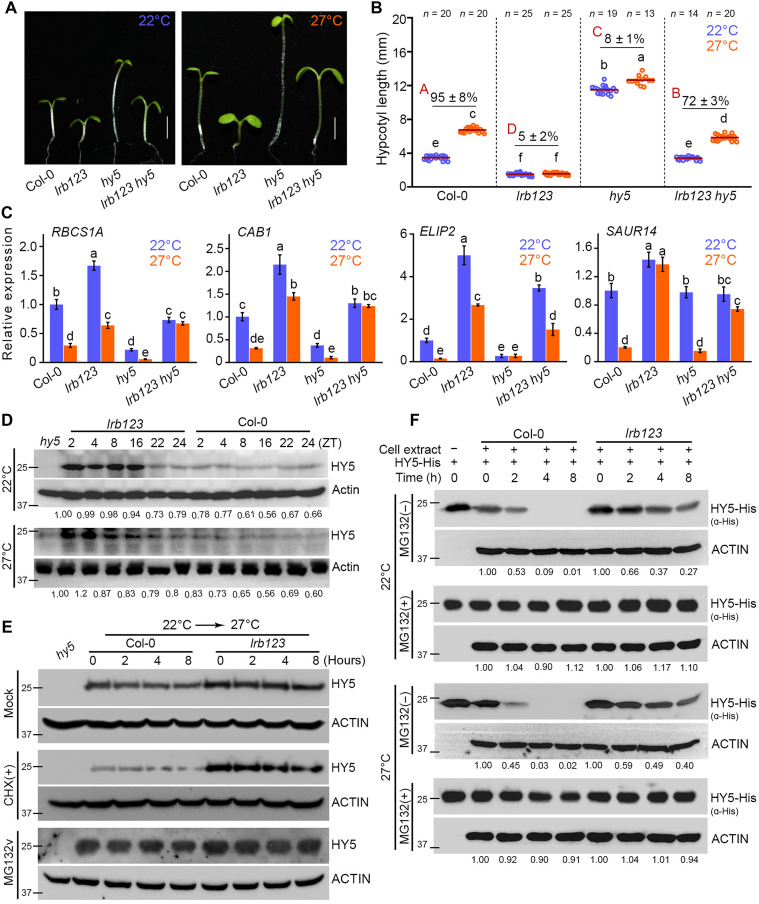
LRBs genetically interact and suppress HY5 function. (**A**) Representative seedling images (A) and hypocotyl length and percentage of hypocotyl growth (**B**) of 6-day-old seedlings of indicated genotypes grown at 22° and 27°C under SD. Scale bars, 2 mm. Small and capital letters respectively denote the significant differences (one-way ANOVA followed by Tukey’s post hoc test; *P* < 0.05) in hypocotyl length and percentage of hypocotyl growth. *n* indicates the number of seedlings measured. (**C**) RT-qPCR analysis of relative expression of temperature-repressible genes in 6-day-old seedlings of the indicated genotypes. *EF1*α was used for normalization. The bar shows the mean ± SD for *n =* 3 biological replicates. (**D**) HY5 protein abundance in the 6-day-old seedlings of Col-0 and *lrb123* mutant grown at 22° or 27°C. ACTIN is used as a loading control. The relative intensity of HY5/ACTIN is calculated and normalized by the same at Zeitgeber 2 (ZT2) in WT at 22°C, as shown below the immunoblots. (**E**) HY5 protein abundance in the 6-day-old seedlings of the indicated genotypes. Seedlings grown at 22°C were treated with mock, cycloheximide (CHX), or *N*-carbobenzyloxy-l-leucyl-l-leucyl-l-leucinal (MG132) and were either retained at 22°C or shifted to 27°C. Seedling samples were harvested at the indicated time points (after transferring to 27°C). The anti-HY5 antibody was used to detect the HY5 protein. ACTIN levels serve as a loading control. (**F**) Cell-free degradation of recombinant HY5 protein in the presence or absence of LRBs. HY5-His (40 ng) protein was incubated with protein extract from 22° and 27°C grown seedlings, at 22° and 27°C. Purified recombinant HY5-His (40 ng) from *Escherichia coli* was incubated with 160 ng of seedling extract at 22° or 27°C. Separate reactions were supplemented with mock or MG132 treatment. HY5-His was detected with anti-His antibody (Invitrogen). ACTIN is used as a loading control for plant extract. The relative intensity of HY5-His/ACTIN is calculated and normalized by the same at respective 0-hour time points in Col-0 and *lrb123* mutant, as shown below the immunoblots.

Furthermore, we performed gene expression analysis of the key light signaling genes in the *lrb123 hy5* mutant and compared them with those of the *lrb123* mutant. The expression of these light-responsive genes, such as *RBCS1A*, *CAB1*, *ELIP2*, and *SAUR14*, was suppressed in the *lrb123 hy5* compared to *lrb123* (Fig. 4C). As anticipated, these genes exhibit marked down-regulation in the *hy5* mutant compared to Col-0 at 22° and 27°C, indicating that LRBs are antagonistic to HY5 function (Fig. 4C). HY5 has been shown to inhibit *PIF4* gene expression in response to warm temperatures (*28*). The RT-qPCR data revealed a significant reduction in the *PIF4* transcript levels in the *lrb123* mutant background compared to Col-0 at 27°C but not at 22°C (Fig. 3D and fig. S13). In contrast, *PIF4* expression was slightly elevated in the *hy5* mutant at 27°C (fig. S13); however, in the *lrb123 hy5* mutant, the *PIF4* expression was comparable to Col-0 (fig. S13), suggesting that the reduced *PIF4* expression in the *lrb123* mutant is at least partially due to elevated HY5 protein levels. The rescuing of the short hypocotyl of the *lrb123* mutant suggests that hypocotyl length, temperature insensitivity, and gene expression phenotypes in the *lrb123* mutant could be manifested because of the enhanced HY5 activity, implying that LRBs likely inhibit HY5 to promote PIF4-mediated thermomorphogenesis.

### LRBs degrade the HY5 transcription factor, likely through the 26*S* proteasomal pathway

To test whether LRBs have any role in regulating the HY5 protein stability, we analyzed the dynamics of HY5 protein abundance in Col-0 and *lrb123* mutant using native HY5 antibodies (Fig. 4D). We found that HY5 protein accumulation is markedly higher in the *lrb123* mutant than in Col-0, both at 22° and 27°C at all the time points (Fig. 4D). Notably, HY5 is more stable in *lrb123* during the day at 22°C [Zeitgeber 2 (ZT2) to ZT8] and at the beginning of the night (ZT16) (Fig. 4D). HY5 levels at 27°C were strongly elevated during the day (ZT2 to ZT8) compared to the WT, suggesting that LRBs exert stronger inhibition on HY5 at warm temperatures. This is likely due to elevated levels of both LRB1 and LRB2 proteins at 27°C compared to 22°C (fig. S2). LRBs are E3 ubiquitin ligases that target the substrates for ubiquitination and subsequent degradation through the UPS (*44*, *47*). Next, we wanted to investigate whether LRBs promote HY5 degradation via the UPS. To investigate this, we first checked the protein abundance of HY5 in the WT and *lrb123* mutant. Six-day-old seedlings of the WT and *lrb123* mutant, grown at 22°C, were treated with *N*-carbobenzyloxy-l-leucyl-l-leucyl-l-leucinal (MG132; a proteasome inhibitor) or cycloheximide (CHX; a translation inhibitor) and transferred to 27°C. We found that the HY5 protein was relatively stable in the mock, MG132-treated, or CHX-treated seedlings of *lrb123* mutant (Fig. 4E); however, in the Col-0, HY5 protein abundance is gradually reduced in the mock and more so in the CHX-treated samples (Fig. 4E), suggesting that reduced HY5 protein abundance is due to the degradation of the HY5 protein via proteasome system.

We performed an in vitro cell-free degradation assay to further substantiate these results. We expressed and purified the recombinant HY5 protein, tagged with 6× Histidine (HY5-6xHis), in *Escherichia coli* (BL21 strain) and performed a cell-free degradation assay. Recombinant HY5-His protein was added to total protein extracts from 6-day-old seedlings of Col-0 and *lrb12* mutant grown at 22° and 27°C, and the reactions were incubated under respective conditions. The protein stability at different incubation times was monitored by immunoblotting using anti-His antibodies. In the presence of total protein extract from Col-0 (WT), HY5-His levels decreased significantly after 2 hours of incubation, becoming nearly undetectable at 4- and 8-hour time points (Fig. 4F, first panel). However, when the protein extract was added with MG132, a 26*S* proteasomal inhibitor, HY5-His degradation was significantly inhibited throughout the incubation period (Fig. 4F, first panel), suggesting that HY5 protein degradation occurs via the 26*S* proteasome pathway as reported (*37*). Notably, the levels of HY5-His protein were higher in extracts prepared from the *lrb123* mutant seedlings than in Col-0. We observed that the HY5-His protein was stable even after 8 hours of incubation at 22° and 27°C, both in the *lrb123* protein extract (Fig. 4F). At the same time, in the presence of MG132, HY5-His stability was comparable to that in Col-0. These results confirmed that LRBs promote HY5 degradation through the 26*S* proteasomal pathway.

### LRBs physically interact with HY5 via its C-terminal domain

Next, we aimed to investigate whether LRB-mediated degradation of the HY5 protein requires a direct physical interaction between LRB1/LRB2 and the HY5 protein. We performed an in vitro pull-down assay using recombinant LRB1 and LRB2 proteins, tagged with an N-terminal 6xHis tag as bait, and glutathione *S*-transferase (GST)–HY5 (with an N-terminal GST tag) served as the prey. The GST alone was included as a negative control. GST-HY5 was incubated with LRB1/2-His in two identical reactions and then pulled down using Ni–nitrilotriacetic acid (NTA) beads. In the pellet, we detected GST-HY5, as revealed by immunoblotting using anti-GST antibodies (Fig. 5, A and B), suggesting that both LRB1 and LRB2 physically interact with HY5 in vitro. These results were validated in planta by a BiFC assay in onion epidermal cells. When nYFP-LRB1/cYFP-HY5 and nYFP-LRB2/cYFP-HY5 were coinfiltrated into onion epidermal cells, we could detect a strong YFP fluorescence in the nucleus (Fig. 5C). However, when nYFP-LRB1 or nYFP-LRB2 was coinfiltrated with a cYFP empty vector and cYFP-LRB2 or cYFP-HY5 was infiltrated with nYFP empty vector, YFP fluorescence was not detected (Fig. 5C). The interaction between LRB1 and LRB2 serves as a positive control (*42*).

**Fig. 5.**
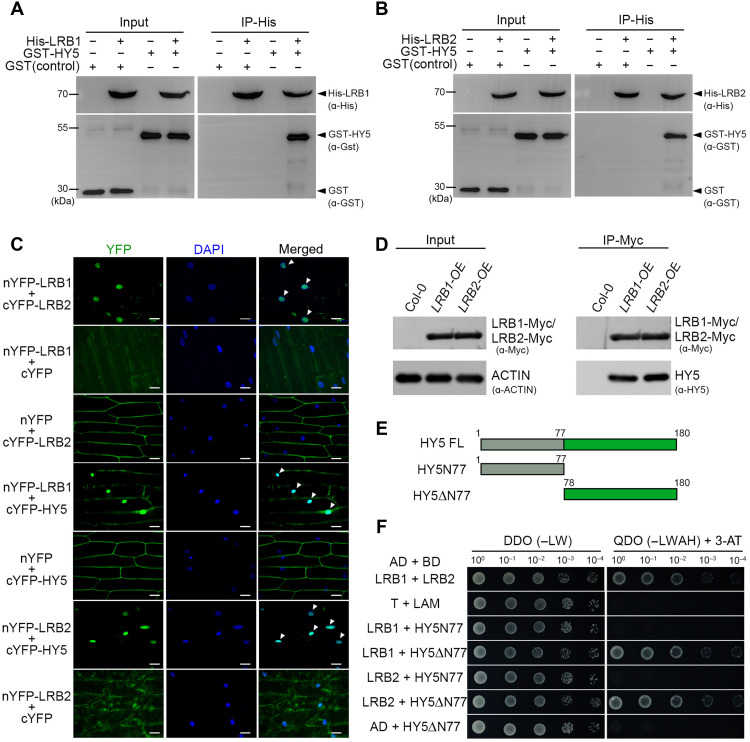
LRBs interact with HY5 and promote its ubiquitination. (**A** and **B**) In vitro pull-down assay showing LRB1 (A) and LRB2 (B) interact with HY5. IP was performed with Ni-NTA agarose beads. The IP (LRB1/LRB2) and Co-IP (HY5) products were detected in the coimmunoprecipitated samples using anti-His and anti-GST antibodies, respectively. The GST protein was used as a negative control. (**C**) Epifluorescence microscopy images showing BiFC signals of the indicated protein pairs transiently expressed in *Allium cepa* epidermal cells. Hoechst 33342 was used to stain the nuclei (green), and green fluorescent protein (red) signals are shown. Scale bars, 5 μm. The weak cytoplasmic YFP signal observed in some controls reflects background fluorescence. DAPI, 4′,6-diamidino-2-phenylindole. (**D**) Immunoblots showing Co-IP assay of HY5 protein with LRB1-Myc and LRB2-Myc. LRB1-Myc/LRB2-Myc were immunoprecipitated using anti-Myc antibody. The anti-HY5 antibody was used to detect coimmunoprecipitated HY5. Col-0 is used as a negative control. (**E**) Diagram illustrating the domain architecture of HY5 and its truncated versions. FL, full length. (**F**) Yeast two-hybrid assay showing interactions of LRB1 and LRB2 with truncated versions of HY5. Lam, Lamin; T, T-antigen. The left panel shows the growth of the cotransformed yeast Y2HGold strain on double-dropout (−Leu and −Trp) medium, and the right panel shows the growth on quadruple-dropout (−Leu, −Trp, -His, and −Ade) medium supplemented with 5 mM 3-AT.

To further substantiate the physical interaction results, we performed an in vivo Co-IP assay using LRB1-Myc/LRB2-Myc as bait in the *LRB1-OE* and *LRB2-OE* lines. HY5 was detected in the immunoprecipitated fraction of *LRB1-OE* and *LRB2-OE* lines with native anti-HY5 antibody but not in the WT (Fig. 5D). Together, these findings confirm that LRB1/LRB2 physically interact with HY5. To gain further insight into which domain of HY5 is required for the interaction, we generated truncated versions of HY5, HY5N77, and HY5ΔN77 (HY5–C-terminal) clones (Fig. 5E), as described (*64**,* *65*). The GAL4 DBD was fused with HY5N77 and HY5–C terminus to serve as bait, while full-length *LRB1* and *LRB2* were fused with the GAL4 B as prey. The yeast two-hybrid assay revealed that both LRB1 and LRB2 exhibit positive interactions with the HY5–C-terminal domain as the cotransformed colonies could grow on SD-synthetic dropout medium lacking leucine, tryptophan, histidine, and adenine (–LTHA) in the presence of 3-AT (Fig. 5F). These findings confirm that LRB1/LRB2 physically associate with the C-terminal part of HY5, likely resulting in degradation through the 26*S* proteasomal pathway.

### LRBs ubiquitinate and degrade the HY5 transcription factor

LRBs physically interact and degrade HY5 via the UPS, as seen above. Next, we aimed to investigate whether the LRB-mediated degradation of HY5 is caused by the altered ubiquitination status of HY5. To test this, we used 6-day-old Col-0, *lrb123*, *LRB1-OE*, and *LRB2*-OE seedlings that were grown at 22° and 27°C and treated with MG132 overnight before harvesting the tissue for Co-IP. IP was done for the total ubiquitinated proteins using the tandem ubiquitin binding entities (TUBE) (Fig. 6A, top), and the abundance of ubiquitinated HY5 was detected using anti-HY5 antibodies (Fig. 6A, bottom). The immunoblots suggest that the ubiquitinated form of HY5 (HY5-Ubq) was more accumulated in the LRB overexpression lines compared to Col-0 (Fig. 5A, bottom) at both 22° and 27°C, whereas it is highly reduced in the *lrb123* mutant background.

**Fig. 6.**
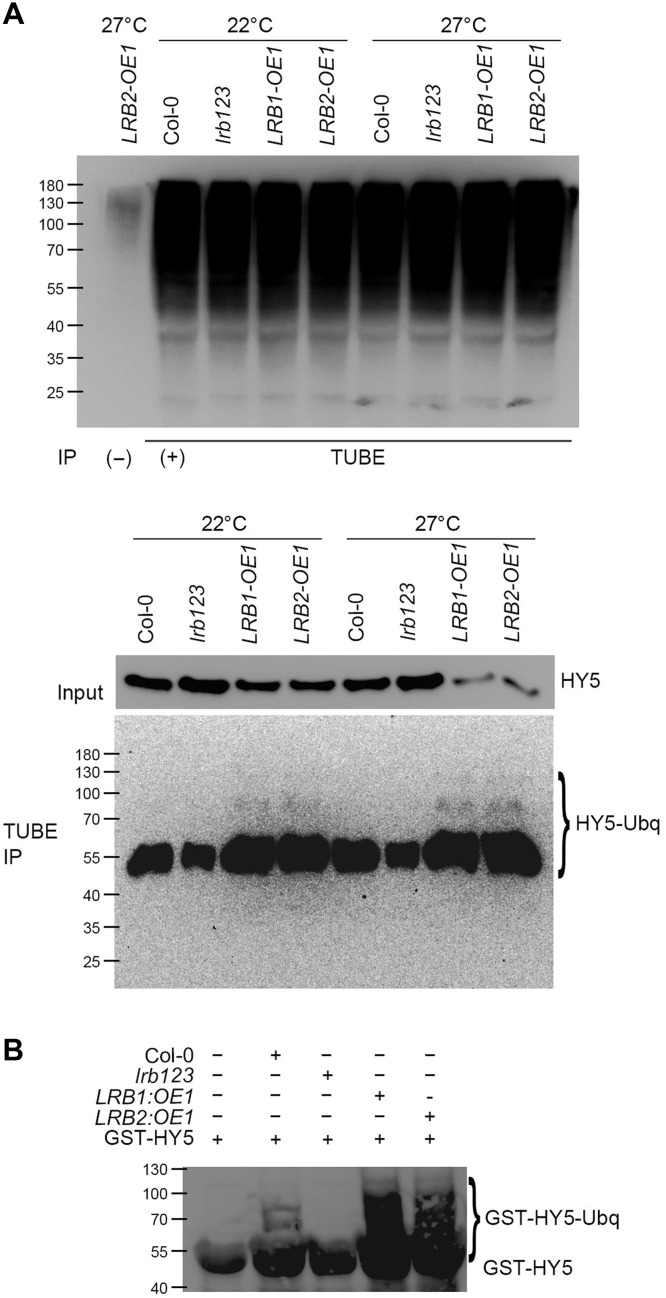
LRBs promote the ubiquitination of HY5 both in vivo and in vitro. (**A**) Immunoblots showing the ubiquitination of HY5 in Col-0, *lrb123*, *LRB1-OE*, and *LRB2-OE* genotypes. Six-day-old seedlings of Col-0, *lrb123*, *LRB1-OE*, and *LRB2-OE*, grown at 22° or 27°C, were incubated in liquid MS supplemented with 80 μM MG132 in the dark at the same temperature for 12 hours before protein extraction. Total ubiquitinated proteins were pooled using TUBE. Immunoprecipitated samples were analyzed by immunoblotting with anti-HY5 or anti-ubiquitin antibodies. (**B**) In vitro ubiquitination assay using seedling extract and recombinant GST-HY5. Purified recombinant GST-HY5 was incubated with seedling protein extracts from Col-0, *lrb123*, *LRB1-OE*, and *LRB2-OE* alongside human ubiquitin-activating enzyme E1 (UBE1), ubiquitin-conjugating enzyme H5c (UbcH5C) (E2), and ubiquitin in ubiquitination buffer. Reactions were carried out at 37°C for 2 hours. Reactions were separated on SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and probed with anti-GST antibody. Increased high–molecular-weight smears represent polyubiquitinated forms of GST-HY5 protein, indicating successful ubiquitination mediated by the E3 ligases in the seedling extract. The first lane without the seedling extract serves as the negative control.

To further support that LRBs can recognize and promote HY5 ubiquitination, we performed an in vitro ubiquitination assay using a recombinant GST-HY5 fusion protein. Six-day-old seedlings of Col-0, *lrb123*, *LRB1-OE*, and *LRB2*-OE, pretreated overnight with MG132, were harvested and crushed in ubiquitination buffer. Purified GST-HY5 was incubated with E1, E2, ubiquitin, and adenosine 5′-triphosphate (ATP) in lysates prepared from Col-0, *lrb123*, *LRB1-OE*, and *LRB2*-OE seedlings in separate reactions at 37°C for 2 hours. Reactions were stopped and run onto the SDS–polyacrylamide gel electrophoresis (SDS-PAGE). Immunodetection, using the anti-GST antibody, revealed extensively ubiquitinated protein in LRB1-OE and LRB2-OE lysate reactions compared to the WT (Fig. 6B). However, ubiquitination was reduced in the *lrb123* mutant background. These results collectively support the conclusion that LRBs promote the ubiquitination of HY5 protein to facilitate its degradation through the UPS pathway (Fig. 7).

**Fig. 7.**
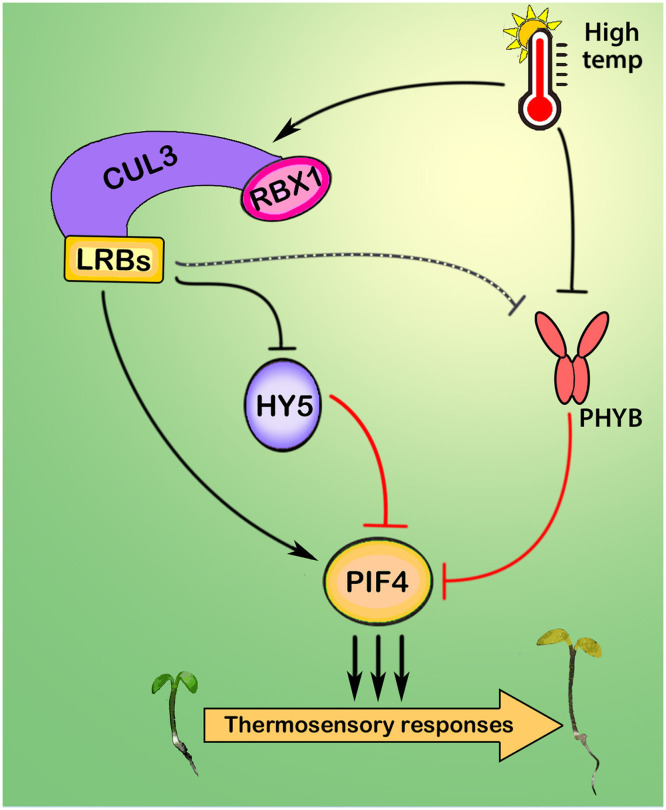
Mechanism of LRB-mediated activation of thermosensory growth. Model illustrating LRB-mediated regulation of thermosensory hypocotyl growth. Elevated temperatures enhance the abundance of LRB1 and LRB2 proteins, thereby increasing PIF4 activity by dampening HY5 activity through the facilitation of its ubiquitination, leading to degradation via the 26*S* proteasomal pathway. Reduced HY5 abundance removes its inhibitory effect on PIF4 by reducing competition at the promoters of PIF4 target genes, thereby enhancing transcription. Concurrently, LRBs also physically associate with PIF4 and prevent its degradation, likely by inhibiting the action of phyB and potential E3 ubiquitin ligases, thereby enhancing PIF4 activity. This dual mode of regulation, in which LRBs promote PIF4 function while inhibiting HY5 activity, ensures optimal thermosensory growth in response to elevated temperatures. RBX1, RING box protein 1.

## DISCUSSION

This study reveals LRBs as essential components of the thermosensory pathway required for the temperature-mediated promotion of hypocotyl growth, achieved through the differential regulation of PIF4 and HY5 transcription factor activity. LRB E3 ubiquitin ligases have been shown to negatively regulate photomorphogenic growth in a red- and blue-light–dependent manner (*42*, *46*–*48*). Moreover, LRBs simultaneously target PHYB and PIF3 for degradation (*44*). Our findings unravel LRBs as critical activators of thermomorphogenesis (Fig. 1). Warm ambient temperature–mediated hypocotyl growth is linked to accelerated cell elongation due to increased accumulation of growth hormones such as auxin and BR (*51**,* *57**,* *58*). Genome-wide transcriptome analysis revealed that LRBs are not only required for the expression of genes involved in auxin/BR biosynthesis but also essential for promoting the expression of downstream signaling genes (Figs. 1 and 2) related to growth, cell-wall organization, secondary metabolism, and response to warm temperatures (fig. S6). Moreover, analysis of cellular details, together with pharmacological studies, quantification of endogenous IAA levels, and the *pDR5:GUS* promoter-reporter activity, collectively strongly supports that LRB-mediated thermomorphogenic growth is primarily linked to the enhanced accumulation of plant growth hormones, auxin and BR (Fig. 2 and fig. S3, C and D). 

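The temperature-repressible genes of the heat maps (fig. S5D) were also compared between *lrb123* and Col-0 at each temperature. Of the 12 tested, 7 were above and 5 below Col-0 in *lrb123* at 22°C, with a median log2 fold change of 0.17. None reached the fold threshold there, so that none was a DEG by limma's adjusted or unadjusted p, and 2 passed the adjusted p alone. At 27°C all 12 were above Col-0, between 0.53 and 1.58 with a median of 0.86, all 12 passed the adjusted p and 5 were DEGs. Adjusted over the list alone, 5 passed the adjusted p at 22°C and 12 at 27°C, on samples from which the study chose the list.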

Notably enough, a set of light-inducible genes that are repressed by warm temperature treatment is strongly derepressed in the *lrb123* mutant (fig. S9), suggesting that, in addition to promoting the expression of various genes involved in promoting growth, LRBs also repress light-signaling genes involved in photomorphogenesis and pigment accumulation in response to warm temperature. This suggests a dual mode of regulation, whereby LRBs, on the one hand, activate the thermosensory pathway. On the other hand, they suppress the light signaling pathway, leading to robust growth in response to warm temperatures.

PIF4 is a central signaling hub of warm ambient temperature–induced architectural adaptations (*13**,* *18**,* *59*). Genetic interaction studies with *PIF4-OE* and *lrb123* suggest that LRBs are required for PIF4 function (Fig. 3). 

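Whether *lrb123* and *pif4* differ from Col-0 in the same direction was counted over the genes of the heat maps, by the sign of their difference from Col-0. In the response to temperature all 18 temperature-inducible genes and all 12 temperature-repressible genes tested had an interaction of the same sign in both mutants. At 27°C, 16 of 18 inducible genes and 12 of 12 repressible genes differed from Col-0 with the same sign in both. Both mutants were compared with the same Col-0 libraries, which by itself makes signs match. Simulating mutants that do not differ from Col-0, 100 times, gave a median of 12 inducible genes with the same sign of interaction and at most 17, and a median of 8 repressible genes and at most 12. At 27°C the simulated median was 13 inducible genes, with at most 17, and 5 of the 100 simulations reached as many as were found. For the repressible genes, of which between 9 and 12 were tested in the simulations, 3 of 100 reached the same sign in all that were tested. The study chose these genes from the same libraries for changes that *lrb123* and *pif4* have in common. Matching signs are therefore in part built into the lists, and the simulations do not allow for this choice. Over all genes tested, 80.0% had an interaction of the same sign, against a simulated median of 66.7%, and the interactions correlated across genes with r = 0.648, against 0.413 to 0.601 in the simulations. The median interaction of all genes was 0.10 for *lrb123* and 0.08 for *pif4*, and 0.00675 and -0.00751 on median-of-ratios rescaling. Such a common shift by itself makes signs match. The share with the same sign is not given on this rescaling, so scaling was not excluded for it.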

Genome-wide transcriptome data strongly reveal that many genes differentially regulated in *lrb123* are also differentially expressed in the *pif4* mutant background in the same fashion (fig. S5, C and D). Specifically, genes up-regulated in both *lrb123* and *pif4* showed a strong correlation (*r* = 0.8) (Fig. 3C), suggesting that LRBs overlap with PIF4 and likely function in the same linear pathway. Supporting this, immunoblot analyses showed that PIF4 protein accumulation is markedly reduced in the *lrb123* mutant at both 22° and 27°C (fig. S7) and in response to short-term warmth (Fig. 3E), indicating that LRBs promote thermosensory growth by enhancing PIF4 protein accumulation. The reduced *PIF4* transcript levels in *lrb123* at 27°C but not at 22°C (Fig. 3D) suggest that LRBs regulate *PIF4* expression specifically under warm conditions, likely due to HY5-mediated repression on *PIF4* gene expression as revealed by RT-qPCR results (fig. S13). At 22°C, *PIF4* transcript levels are similar to Col-0, yet protein levels are lower, implying that LRBs also act posttranslationally to maintain PIF4 stability. This stabilization is likely mediated by direct physical interactions between PIF4 and LRB1/2, as shown by multiple protein-protein interaction assays (fig. S10). Consistent with the reduced PIF4 protein levels in *lrb123* and *lrb123 PIF4-OE* plants (Fig. 3 and figs. S7 and S10A), we propose that LRBs protect PIF4 from degradation, plausibly by limiting phyB-mediated turnover and potentially other E3 ubiquitin ligases. Given that phyB promotes PIF4 degradation (*50*) and LRBs target phyB for degradation (*44*), LRBs likely promote PIF4 protein accumulation by reducing phyB-dependent proteolysis. E3 ubiquitin ligases are also known to stabilize transcription factors through noncanonical roles. For example, E3 ligase COP1 not only regulates PIF4 transcription but also physically interacts with and stabilizes PIF4 protein at the posttranslational level (*27*). The COP1/SPA1 complex similarly interacts with and stabilizes PIF3 and PIF5 to promote seedling hypocotyl elongation (*61**,* *66*). COP1 also stabilizes ETHYLENE-INSENSITIVE3 (EIN3) and ETHYLENE-INSENSITIVE3-LIKE1 (EIL1), facilitating seedling emergence from soil (*67**,* *68*). Likewise, the E3 ligases RING DOMAIN OF UNKNOWN FUNCTION 1117 1 (RDUF1) and RDUF2 physically interact with and stabilize HY5 to promote seedling photomorphogenesis (*63*). Together, these examples support a model in which LRB1/2, as E3 ubiquitin ligases, can stabilize the transcription factor PIF4 while simultaneously targeting HY5 for degradation.

It has been reported that *PIF4* gene expression and protein accumulation are strongly induced in response to warm temperatures (*13**,* *27**,* *69**,* *70*), which promotes auxin/BR biosynthesis and signaling (*17**,* *60*). Specifically, auxin biosynthetic and signaling genes, such as *YUC8*, *CYP79B2*, *SAUR19*, and *XTR7*, as well as BR biosynthetic and signaling genes, including *CPD*, *PRE1*, and *PRE5*, show significantly reduced transcript levels in the *lrb123* mutant compared to the WT (Fig. 1G). 

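*YUC8* (AT4G28720; chromosome 4 from 14192569 to 14194302 of TAIR10.1) had 1.57 ± 0.537 FPKM (SD, n = 3) at 22°C and 6.87 ± 0.716 (SD, n = 3) at 27°C in Col-0, and 0.560 ± 0.138 and 1.53 ± 0.0907 (SD, n = 3 each) in *lrb123*. It rose by 1.63 (adjusted p = 0.000208, limma with Benjamini-Hochberg adjustment) in Col-0 and by 0.70 (adjusted p = 0.00117, limma with Benjamini-Hochberg adjustment) in *lrb123*. Against Col-0, *lrb123* differed by -0.70 (adjusted p = 0.0526, limma with Benjamini-Hochberg adjustment) at 22°C and by -1.63 (adjusted p = 1.73e-05, limma with Benjamini-Hochberg adjustment) at 27°C, with an interaction of -0.93 (adjusted p = 0.00861, limma with Benjamini-Hochberg adjustment). The interaction was -1.09 without Col-0 22°C replicate 3. With a pseudocount of 0.1 its size fell and it was not past the adjusted p, which lay between 0.00861 and 0.104 over the alternatives (limma). With this pseudocount *YUC8* was also a DEG in *lrb123*, at 1.33, and against Col-0 at 22°C, at -1.31. *CYP79B2* (AT4G39950) rose by 1.01 (adjusted p = 0.00902, limma with Benjamini-Hochberg adjustment) in Col-0 and by 0.99 (adjusted p = 0.0344, limma with Benjamini-Hochberg adjustment) in *lrb123*. It differed between *lrb123* and Col-0 by -0.58 (adjusted p = 0.295, limma with Benjamini-Hochberg adjustment) at 22°C and by -0.60 (adjusted p = 0.0628, limma with Benjamini-Hochberg adjustment) at 27°C, with overlapping libraries at both, and the interaction was -0.02 (adjusted p = 0.987, limma with Benjamini-Hochberg adjustment). In Col-0 its rise was 0.83 without Col-0 22°C replicate 1 and 0.79 without Col-0 27°C replicate 1, and 0.91 and 0.97 on median-of-ratios and upper-quartile rescaling. In *lrb123* it was a DEG at 1.36 without *lrb123* 22°C replicate 3 and 1.15 without *lrb123* 27°C replicate 2, and at 1.15 with a pseudocount of 0.1. The sign of its interaction also turned, to 0.05, with that pseudocount.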

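*SAUR19* (AT5G18010) belongs to a cluster of paralogs, *SAUR19* to *SAUR24*, between which reads can be shared. It had 1.99 ± 0.828 and 4.81 ± 1.42 FPKM (SD, n = 3 each) at 22° and 27°C in Col-0, and 0.129 ± 0.0782 and 0.0827 ± 0.0393 (SD, n = 3 each) in *lrb123*. The difference from Col-0 was -1.37 (adjusted p = 0.0199, limma with Benjamini-Hochberg adjustment) at 22°C and -2.40 (adjusted p = 4.85e-05, limma with Benjamini-Hochberg adjustment) at 27°C. Without *lrb123* 22°C replicate 1 or 2 the first had an adjusted p between 0.0690 and 0.0940 (limma), and without a Col-0 library the gene was below the filter. The interaction of *SAUR19* was -1.03 (adjusted p = 0.0260, limma with Benjamini-Hochberg adjustment). It was between -0.84 and -1.04 and failed at least 1 of the thresholds without Col-0 22°C replicate 1 or 2, Col-0 27°C replicate 1, *lrb123* 22°C replicate 3 or *lrb123* 27°C replicate 2 or 3. It also failed with all 18 libraries in 1 fit and on median-of-ratios rescaling, where it was -0.96. The interactions of *SAUR22* and *SAUR23* were -1.29 (adjusted p = 0.0257, limma with Benjamini-Hochberg adjustment) and -1.05 (adjusted p = 0.0178, limma with Benjamini-Hochberg adjustment). That of *SAUR22* failed the adjusted p, at 0.0504 to 0.0591, without Col-0 22°C replicate 2, Col-0 27°C replicate 1, *lrb123* 22°C replicate 2 or *lrb123* 27°C replicate 1, and with a pseudocount of 0.1 (limma). That of *SAUR23* was between -0.85 and -0.98 without Col-0 22°C replicate 1, Col-0 27°C replicate 1 or *lrb123* 22°C replicate 3. *XTR7* was lower in *lrb123* than in Col-0 by -4.42 (standard error 0.64, Benjamini-Hochberg adjusted p = 0.0198, limma) at 22°C and by -7.02 (standard error 0.21, Benjamini-Hochberg adjusted p = 5.09e-06, limma) at 27°C. At 22°C its adjusted p was between 0.0643 and 0.0940 (limma) without Col-0 22°C replicate 2 or 3 or *lrb123* 22°C replicate 1 or 2. *CPD* (AT5G05690), which overlaps AT5G05680 on the other strand, rose by 0.76 (adjusted p = 0.000324, limma with Benjamini-Hochberg adjustment) in Col-0. It was lower in *lrb123* by -0.80 (adjusted p = 0.0159, limma with Benjamini-Hochberg adjustment) at 22°C and by -1.63 (adjusted p = 1.39e-05, limma with Benjamini-Hochberg adjustment) at 27°C, with an interaction of -0.83 (adjusted p = 0.00128, limma with Benjamini-Hochberg adjustment). *PRE1* (AT5G39860) was lower in *lrb123* by -0.79 (adjusted p = 0.000843, limma with Benjamini-Hochberg adjustment) at 27°C, and by -1.22, a DEG, with a pseudocount of 0.1. It was below the filter at 22°C, and *PRE5* at both temperatures.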

In our pharmacological studies with picloram and eBL, *lrb12* and *lrb123* mutants fail to recover completely with auxin/BR application, suggesting their key role in auxin/BR signaling pathways in addition to biosynthesis (Fig. 2). Notably, genes such as *LONG HYPOCOTYL IN FAR-RED LIGHT1* (*HFR1*), *HECATE 1* (*HEC1*), and *HEC2*, which are direct targets of PIF4, are also down-regulated in *lrb123*, such as in *pif4* (Fig. 1F). 

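*HFR1* (AT1G02340; chromosome 1 from 465616 to 467880 of TAIR10.1) had 15.2 ± 2.35 and 63.0 ± 14.8 FPKM (SD, n = 3 each) at 22° and 27°C in Col-0, 5.54 ± 1.39 and 4.20 ± 0.601 in *lrb123*, and 9.94 ± 1.24 and 21.7 ± 0.137 in *pif4* (SD, n = 3 each). Against Col-0 it was lower in *lrb123* by -1.32 (adjusted p = 0.0190, limma with Benjamini-Hochberg adjustment) at 22°C and by -3.61 (adjusted p = 1.33e-05, limma with Benjamini-Hochberg adjustment) at 27°C, and in *pif4* by -1.47 (adjusted p = 0.00131, limma with Benjamini-Hochberg adjustment) at 27°C. The difference at 22°C had an adjusted p between 0.0532 and 0.0831 (limma) without Col-0 22°C replicate 2 or 3 or *lrb123* 22°C replicate 1 or 2. The interaction was -2.29 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.000914, limma) in *lrb123* and -0.91 (standard error 0.21, Benjamini-Hochberg adjusted p = 0.103, limma) in *pif4*. *HEC1* (AT5G67060) had 16.4 ± 0.40 FPKM in Col-0, 6.22 ± 0.976 in *lrb123* and 16.6 ± 1.33 in *pif4* at 27°C (SD, n = 3 each). It differed from Col-0 in *lrb123* by -0.82 (adjusted p = 0.0902, limma with Benjamini-Hochberg adjustment) at 22°C and by -1.28 (adjusted p = 7.93e-05, limma with Benjamini-Hochberg adjustment) at 27°C, with an interaction of -0.46 (adjusted p = 0.293, limma with Benjamini-Hochberg adjustment). At 22°C it was -1.04 and a DEG without Col-0 22°C replicate 1. In *pif4* at 27°C the difference from Col-0 was 0.01 (adjusted p = 0.897, limma with Benjamini-Hochberg adjustment), and -0.03 on median-of-ratios rescaling. The response to temperature was lower in *pif4* than in Col-0 by -0.11 (adjusted p = 0.918, limma with Benjamini-Hochberg adjustment), and above it without Col-0 22°C replicate 1 (0.11) or *pif4* 22°C replicate 1 (0.18). *HEC2* (AT3G50330) was lower than in Col-0 in *lrb123* by -1.08 (adjusted p = 0.00151, limma with Benjamini-Hochberg adjustment) and higher in *pif4* by 0.47 (adjusted p = 0.0500, limma with Benjamini-Hochberg adjustment) at 27°C. In *lrb123* it was -0.96 without *lrb123* 27°C replicate 3, and without a Col-0 library at 27°C it was below the filter. Its interaction in *pif4* was -0.11 (adjusted p = 0.930, limma with Benjamini-Hochberg adjustment), and above 0 without the same 2 libraries as for *HEC1* (0.04 and 0.32).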

HFR1 and HEC1/2 are part of the negative feedback regulatory loop of PIF4 for fine-tuning its function and optimizing growth (*71**,* *72*). In addition, *HOOKLESS1* (*HLS1*), a direct target of PIF4, cooperates to promote seedling thermomorphogenic growth (*73**,* *74*). Notably, *HLS1* expression was down-regulated in the *lrb123* mutant (Fig. 1F), suggesting that the reduced *HLS1* expression is likely due to reduced PIF4 activity. Together, we propose that LRBs possibly control PIF4 function by promoting its gene expression and protein accumulation and are previously unknown upstream regulators of PIF4, similar to COP1, DET1, and SPA proteins (*18*, *26*, *28*).

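*HLS1* (AT4G37580; chromosome 4 from 17658594 to 17660878 of TAIR10.1) had 2.31 ± 0.136 FPKM (SD, n = 3) at 22°C and 5.15 ± 0.210 (SD, n = 3) at 27°C in Col-0, and 1.73 ± 0.178 and 2.50 ± 0.281 (SD, n = 3 each) in *lrb123*. Every *lrb123* library was below every Col-0 library at each temperature. The log2 fold change against Col-0 was -0.28 (adjusted p = 0.100, limma with Benjamini-Hochberg adjustment) at 22°C and -0.81 (adjusted p = 0.000163, limma with Benjamini-Hochberg adjustment) at 27°C, smaller in size than the fold threshold. With a pseudocount of 0.1 it was -1.02 at 27°C. The interaction was -0.54 (adjusted p = 0.00892, limma with Benjamini-Hochberg adjustment). In *pif4*, *HLS1* was lower than in Col-0 by -0.36 (adjusted p = 0.0156, limma with Benjamini-Hochberg adjustment) at 27°C, with 3.82 ± 0.421 FPKM (SD, n = 3).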

In parallel, taking cues from genome-wide transcriptome analysis, our data revealed that LRBs promote thermomorphogenesis simultaneously by enhancing PIF4 activity while inhibiting photomorphogenic responses. Increased light signaling has been shown to dampen the temperature responses (*18*, *28*). Many light-inducible genes repressed by warm temperatures are derepressed in the *lrb123* triple mutant (Fig. 4C and fig. S9D). Many of the photomorphogenesis-promoting genes derepressed in the *lrb123* mutant are regulated by HY5. HY5 is a potent inhibitor of thermomorphogenesis (*18*, *28*, *75*, *76*). HY5 inhibits *PIF4* gene expression and also competes with PIF4 for binding to the same cis-elements on the promoters of growth-responsive genes, thereby inhibiting their expression (*18*, *28*, *75*, *77*). Consistent with this, our genetic and gene expression data suggested that the *hy5* mutant could strongly suppress the *lrb123* mutant growth and gene expression phenotype (Fig. 4). Genetic interaction studies with *hy5* and *lrb123* mutants indicated that reduced temperature response in *lrb123* is likely due to increased HY5 activity, which results in reduced *PIF4* gene expression and enhanced inhibition of PIF4 transcriptional activity at the promoters of growth-responsive genes (figs. S12 and S13). Consistent with this, our immunoblot data confirmed that HY5 stability is substantially elevated in the *lrb123* mutant, especially in the daytime, compared to Col-0 (Fig. 4E). Moreover, cell-free degradation assays also suggest that LRBs likely destabilize HY5 (Fig. 4F). The cell-free degradation results and the in vivo ubiquitination data indicate that LRBs ubiquitinate and degrade HY5 through the 26*S* proteasomal pathway (Figs. 4F and 6). COP1 physically interacts with HY5 through the N-terminal part (HY5N77), degrading it mainly at night (*37**,* *64*). However, our study demonstrates that LRBs interact with HY5 through the C-terminal part (HY5ΔN77) and degrade it under both light and dark conditions. These observations suggest that LRBs likely predominate at 22°C in degrading HY5 during the day, whereas COP1 has a stronger effect in the dark. However, at 27°C, in addition to inhibiting HY5 accumulation during the day, they also destabilize HY5 at night, indicating that LRB1/2 has overlapping and discrete mechanisms to COP1 in inhibiting HY5 function. Together, our study demonstrates that LRBs promote PIF4 activity through two complementary mechanisms: first, by ubiquitinating and degrading HY5, and second, by directly associating with PIF4 to enhance its protein stability (Fig. 7). Through these mechanisms, LRBs potentiate thermosensory growth and gene expression, highlighting their emerging role in integrating light and temperature cues to regulate plant growth and development.

## MATERIALS AND METHODS

### Plant materials and growth conditions

All the mutants and the transgenic lines used in this study are in the background of the Col-0 ecotype of *Arabidopsis thaliana* (*N70000*)*.* The mutant lines *lrb1* (SALK_145146), *lrb2-1* (SALK_001013), *lrb2-4* (N2103780), and *lrb3-1* (SALK_082868) were acquired from the Eurasian Arabidopsis Stock Centre. and *pif4-101* and *hy5-215* were available in laboratory stock. Unless otherwise indicated, *lrb1* refers to the *lrb1-1* allele, *lrb2* refers to the *lrb2-4* allele, and *lrb3* refers to the *lrb3-1* allele. The *pDR5:GUS* (*70*) and the *PIF4-OE* (*pPIF4:PIF4:FLAG*) transgenic line were reported elsewhere (*78*).

For regular maintenance, *A. thaliana* was grown under long-day (LD) conditions [16-hour light (~100 photosynthetic photon flux density, PPFD)/8-hour dark] at 22°C and relative humidity (RH) ~ 70% in 7 × 6 cm pots with a mixture of cocopeat, vermiculite, and perlite (4:2:1) supplemented with Hoagland’s solution once a week. For hypocotyl growth experiments and antibiotic selection, seeds were surface sterilized with 70% (v/v) Merck EMSURE ethanol and 0.5% (v/v) Triton X-100 for 10 min, washed twice with 100% ethanol, dried in a laminar hood, and plated on MS supplemented with 1% sucrose, 0.05% MES, and 0.8 agar as a solidifying agent. Seeds were stratified in the dark for 4 days at 4°C and then transferred to Percival growth cabinets at 22°C under LD conditions for 2 days for germination. Plates were then transferred to the indicated experimental conditions.

### Generation of double and higher-order mutants

*lrb1lrb2* was generated by crossing *lrb1* and *lrb2*, and *lrb1lrb2lrb3* was generated by crossing *lrb1lrb2* with *lrb3*. *lrb123 hy5* was generated by crossing *lrb1lrb2lrb3* with *hy5*. Homozygous lines were confirmed by genotyping via PCR using primers listed in table S1.

### Generation of *lrb123 PIF4-OE*, *LRB1-OE PIF4-OE*, and *LRB2-OE PIF4-OE* lines

*lrb123 PIF4-OE* was generate by crossing PIF4-OE with *lrb1lrb2lrb3*. Double transgenic lines of *LRB1-OE1 PIF4-OE*, *LRB1-OE2 PIF4-OE*, *LRB2-OE1 PIF4-OE*, and *LRB2-OE2 PIF4-OE* were generated by crossing *PIF4-OE* with *LRB1-OE1*, *LRB1-OE2*, *LRB2-OE1*, and *LRB2-OE2*, respectively, followed by selection on phosphinothricin and PCR confirmation using 35*S* primer for *LRB-OEs*.

### Generation of *DR5:GUS lrb123* promoter*-*reporter line

*lrb123 DR5:GUS* was generated by crossing *lrb123* with *DR5:GUS* (Col-0), followed by subsequent phenotypic screening for *lrb123* (short hypocotyl) and GUS staining till a stable population is obtained (F_4_). The line homozygous for transgene and *lrb123* mutations was used for further analysis.

### Generation of *LRB1* and *LRB2* overexpression lines

The *LRB1-OE* and *LRB2-OE* lines were generated as follows. RNA was isolated from Col-0 seedlings, and cDNA was prepared by RT-PCR. Full-length coding sequences of *LRB1* and *LRB2* were amplified by the PCR method using specific primers in table S1. PCR products were cloned into the pENTR Directional TOPO vector as per the manufacturer’s protocol (Invitrogen, #K2400) using One Shot TOP10 *E. coli* cells (Invitrogen, #C404010). Subsequently, both sequences were subcloned into the pGWB-617 *(att*R1-Cm^r^-*ccd*B-*att*R2-4xMyc-T_NOS_) gateway binary vector (*79*) using the LR Clonase II enzyme (Invitrogen). Resultant binary constructs were introduced into *Agrobacterium tumefaciens* (GV3101) and transformed into Col-0 plants via the floral-dip method. Surviving transgenic-T_1_ plants were selected on MS plates containing phosphinothricin (10 μg/ml). Approximately 25 independent lines from the T2 generation were screened for single locus transferred DNA insertion, and two independent homozygous lines were obtained in the T_3_ generation for each transgenic (*LRB1-OE1*, *LRB1-OE2*, *LRB2-OE1*, and *LRB2-OE2*). The higher-order mutants were generated by crossing these lines, followed by confirmation via genotyping using primers listed in table S1.

### Pharmacological assays

For pharmacological assays, seeds were surface sterilized with 70% (v/v) Merck EMSURE ethanol and 0.5% (v/v) Triton X-100 for 10 min, washed twice with 100% ethanol, dried in a laminar hood, and plated on full-strength MS (1% sucrose, 0.05% MES, and 0.8 agar) supplemented with indicated hormones. Picloram [5 μM in dimethyl sulfoxide (DMSO)] was used for auxin response. Epibrassinolide (100 nM in EtOH) was used for BR response, and gibberellic acid (GA_3_; 5 μM in EtOH) was used as gibberellin with respective mocks. Seeds were stratified in the dark at 4°C for 4 days. Plates were then transferred to LD light conditions at 22°C for 1 day to promote germination and subsequently transferred to either 22° or 27°C for an additional 5 days before alignment.

### Histomorphometry studies for cell length measurement

Six-day-old seedlings, grown under SD conditions at either 22° or 27°C, were collected and cleared by incubating in serial dilutions of ethanol (15, 50, 70, 90, and 100%) for 15 min each, progressively. The submerged seedlings, in 100% alcohol, were kept at 4°C overnight. The cleared seedlings were then rehydrated in the reverse order of dilution (100, 90, 70, 50, and 15%) in a similar manner (15 min each) and washed with 0.2 M sodium phosphate buffer (pH 7). For staining, seedlings were dipped in a 1:20 (v/v) dilution of aniline blue stock solution [stock: 0.1% (w/v) of aniline blue (Sigma-Aldrich, Germany) in 0.2 M sodium phosphate buffer] in 0.2 M sodium phosphate buffer and incubated overnight at room temperature. For microscopy, seedlings were mounted onto chloral hydrate solution (chloral hydrate:glycerol:Milli-Q water; 8:1:2) and sealed with a coverslip on top. Samples were examined under an Olympus IX81 inverted microscope equipped with a CoolSNAP MYO CCD Camera and a 40× objective lens. Images were acquired with cellSens Standard Software (Olympus). Hypocotyl cell lengths were defined as the average of cortical cells crossing the middle portion of hypocotyls—the number of cells varies with the genotype and the growth condition. Only the cells extending in the nondividing files were counted. The measurements were taken using ImageJ, and statistical significance was evaluated using the Student’s *t* test with GraphPad.

### RNA extraction and RT-qPCR analysis

For gene expression analysis, seedlings were grown as indicated. Approximately 100 mg of seedlings was crushed in liquid nitrogen using micropestles, and total RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN). A total of 1 μg of RNA was converted to first-strand cDNA using a High-Capacity Reverse Transcription Kit (Applied Biosystems, Thermo Fisher Scientific). Primers used for qPCR have been listed in table S1.

### RNA-seq and differential gene expression analysis

The quality of total RNA was assessed using an Agilent RNA 6000 Nano chip in a 2100 Bioanalyzer (Agilent), and quantitation was performed using a NanoDrop spectrophotometer (Thermo Fisher Scientific), followed by the PicoGreen method in a Qubit fluorometer (Invitrogen). Total RNA samples with high RNA integrity number were selected for sequencing library preparation using KAPA mRNA HyperPrep Kit (KR1352; v5.17) according to the manufacturer’s instructions. The quality of RNA-Seq libraries was checked using high-sensitivity D1000 ScreenTape in an Agilent 2200 TapeStation system, and final library quantification was done using Real-Time PCR (QuantStudio 7 Flex). Paired-end (100 × 2 base pairs) sequencing of these libraries was performed in NovaSeq 6000 (Illumina). Bulk RNA sequence data were then analyzed using standard practices. Briefly, quality control was performed using FastQC, and the reads were mapped to the *A. thaliana* (TAIR10) reference genome (https://plants.ensembl.org/Arabidopsis_thaliana/Info/Index) using HISAT2 to analyze the dataset*.* Subsequently, the mapped sequences were converted from SAM to BAM file format and sorted using the SAMtools package (http://www.htslib.org). Thereafter, the fragments per kilobase of transcript per million mapped reads (FPKM) value was calculated using the StringTie package (https://ccb.jhu.edu/software/stringtie). Following that, the DESeq2 package (https://www.bioconductor.org) was used to perform differential expression analysis between the groups. A *P*_adj_ value cutoff of ≤0.05 and log_2_ fold change cutoff (≤ −1 or ≥ +1) were applied to identify significant DEGs (list of DEGs given in table S1). The heatmaps representing differential gene expression were generated using the R program. The GO enrichment analysis to identify significantly enriched biological process terms in different sets of DEGs was performed using the BiNGO plugin of Cytoscape (v3.9.1) with a cutoff *P* value of <0.05 (*80*). The significantly enriched GO terms were represented via a bubble plot. The comparative GO enrichment plots were generated using the EnrichmentMap tool, which is implemented in Cytoscape.

### Phytohormone quantification

Growth phytohormones were extracted as described in (*81*) with modifications. A total of 25 mg of each lyophilized plant sample was extracted with 1 ml of cold extraction buffer (MeOH:H_2_O:HCOOH; 15:4:0.1) consisting of D2-IAA as internal standard. The homogenized sample was centrifuged at 10,000*g* for 10 min at 4°C. The supernatant was removed and loaded onto a Strata-X (Phenomenex) C18 solid-phase extraction (SPE) column, which had been preconditioned with 1 ml of methanol and 1 ml of 0.1% formic acid in water. After loading, the SPE column was washed twice with a 0.1% formic acid and 5% methanol solution. The sample was eluted with 1 ml of 0.1% formic acid in acetonitrile and dried in a speed-vac. The dried sample was resuspended in 100 μl of 5% methanol and analyzed by liquid chromatography with a SCIEX 6500+ triple-quadruple trap tandem mass spectrometry (MS/MS). Liquid chromatography (LC)-MS/MS was performed according to a published protocol (*82*) with slight modifications. In brief, phytohormone was separated with a ZORBAX Eclipse XDB-C18 column (50 × 4.6 mm, 1.8 μm; Agilent Technologies). The mobile phase comprised solvent A (water and 0.05% formic acid) and solvent B (acetonitrile) with the following elution profile: 0 to 0.5 min, 95% A; 0.5 to 5 min, 5 to 31.5% B in A; 5.01 to 6.5 min, 100% B; and 6.51 to 9 min, 95% A, with a flow rate of 1.1 ml/min. The column temperature was maintained at 25°C. For detection, the mass spectrometer was operated in positive ionization mode [multiple reaction monitoring (MRM) modus] to monitor analyte parent ion → product ion transition as described (*83*). Settings were as follows: ion spray voltage: 5500 eV; turbo gas temperature: 650°C; nebulizing gas: 70 psi; curtain gas: 45 psi; heating gas, 60 psi. The Analyst 1.5 software (Applied Biosystems) was used for data acquisition and processing.

### GUS histochemical assay

The histochemical assay was performed as described in (*84*) with modifications. Six-day-old seedlings were fixed in 0.3% formaldehyde, 10 mM MES (pH 5.6), and 0.3 M mannitol for 1 hour at room temperature after a brief (1 min) vacuum. Seedlings were washed five times in 50 mM NaH_2_PO_4_ (pH 7.0) and incubated in assay buffer (1 mM X-Gluc in 50 mM NaH_2_PO_4_, pH 7.0) at 37°C overnight after a brief vacuum. After staining, seedlings were rinsed in 70% ethanol for 20 min and then mounted for microscopy.

### GUS fluorometry assay

Six-day-old WT and *lrb123* mutant seedlings expressing β-glucuronidase reporter enzyme under *DR5* gene promoter (*pDR5:GUS*) were harvested. A total of 100 mg of the tissue was crushed in liquid N_2_ and homogenized in extraction buffer [50 mM phosphate buffer (pH 7.0), 1 mM Na_2_EDTA, 10 mM dithiothreitol (DTT), 0.1% sodium lauryl sarcosine, and 0.1% Triton X-100], centrifuged at 15000 rpm for 15 min at 4°C, and the debris were separated. A total of 50 μl of these extracts was then incubated in 950 μl of assay buffer [1 mM methylumbelliferyl-\(\beta \)-D-glucuronide (MUG) in extraction buffer], mixed thoroughly, and incubated overnight. The reaction was stopped with a stop buffer (0.2 M Na_2_CO_3_ in H_2_O). The fluorimeter was calibrated with freshly prepared MU standards, and fluorescence was measured with excitation at 365 nm and emission at 455 nm.

### Protein extraction and immunoblotting

Six-day-old seedlings (100 mg) were harvested in 2 ml of microcentrifuge tubes, frozen, and crushed in liquid nitrogen and ground using micro pestles in 300 μl of extraction buffer [00 mM tris-Cl (pH 7.5), 100 mM NaCl, 20% (v/v) glycerol, 5 μM phenylmethylsulfonyl fluoride (PMSF), 20 μM β-mercaptoethanol, 20 μM DTT, and 1× protease inhibitor cocktail (Roche)]. The tubes were centrifuged at 15,000 rpm for 15 min to pellet the debris, and the supernatant was collected in fresh tubes. A total of 5 μl of the extract was used for protein estimation by Bradford’s assay. For the rest of the protein extract, an appropriate volume of 6× sample buffer [350 mM tris-HCl (pH 6.8), 8% SDS (m/v), 50% glycerol (v/v), 20% (v/v) β-mercaptoethanol, and 0.05% bromophenol blue] was added and boiled for 10 min at 90°C. The protein was separated on 10% SDS-PAGE and transferred to a polyvinylidene difluoride membrane. Primary antibodies—Rabbit polyclonal antibody against PHYB (Agrisera, AS214566), Rabbit polyclonal antibody against HY5 (Agrisera, AS121867), Goat polyclonal antibody against PIF4 (Agrisera, AS163955), and Rabbit polyclonal antibody against ACTIN (Sigma-Aldrich, SAB4301137)—and secondary antibodies (immunoglobulin G–horseradish peroxidase)—Goat anti-rabbit antibody (Abcam, ab205718) and Rabbit anti-goat antibody (Invitrogen, 81-1620)—were used. Immunoblots were developed using the SuperSignal West Femto Substrate (Thermo Fisher Scientific, 34096).

### Cell-free degradation assay

For the purification of recombinant HY5-His, the full-length coding sequence of the HY5 gene was amplified and cloned into pET-20b(+) to create a translational fusion construct with a His tag. The tagged proteins were expressed in *E. coli* strain BL21 (DE3) and purified with Ni-NTA agarose beads (QIAGEN, 30210). For the cell-free degradation assay, seedlings were harvested and ground into fine powder in liquid nitrogen. The proteins were extracted in degradation buffer [25 mM tris-HCl (pH 7.5), 10 mM NaCl, 10 mM MgCl2, and 10 mM ATP] and centrifuged at 15000 rpm for 15 min to remove the debris. Protein concentration was estimated using Bradford’s assay and adjusted to equal concentration for both the *lrb123* mutant and the WT (Col-0) with degradation buffer. For each reaction, 40 ng of recombinant HY5-HIS protein was incubated with 160 ng of extract. A mouse monoclonal antibody against the His tag (Invitrogen, HIS.H8) was used for immunodetection.

### In vitro pull-down assay

A DNA fragment encoding full-length HY5 was cloned into the pGEX-4 T2 vector to generate translational fusion constructs with an N-terminal GST tag. DNA fragments encoding full-length LRB1 and LRB2 were cloned into the pET28a(+) vector to get the translational fusion constructs with the N-terminal His tag using primers listed in table S1. Recombinant GST-HY5, His-LRB1, and His-LRB2 proteins were expressed and purified from *E. coli* strain BL21 (DE3). GST-HY5 was purified by glutathione agarose beads (GoldBio, G-250). His-LRB1 and His-LRB2 were purified by Ni-NTA agarose beads (QIAGEN, 30210).

For in vitro binding experiments, His-LRB1 or His-LRB2 (1.5 μg each) proteins were incubated with 50 μl of Ni-NTA agarose beads in the pull-down buffer [50 mM tris-Cl (pH 8), 150 mM NaCl, 0.2% (v/v) glycerol, 1 mM EDTA, 1 mM PMSF, 0.1% (v/v) Nonidet P-40, and 2× protease inhibitors cocktail (Roche)] for 2 hours at 4°C. The beads were centrifuged at 2000 rpm, and the supernatant was removed. Excess unbound protein was washed off by repeating the step five times with 1 ml of pull-down buffer. The beads were incubated with 2% skimmed milk for 1 hour at 4°C and washed again. The equimolar ratio of GST-HY5 or GST protein was added in 500 μl of pull-down buffer and incubated for 2 hours at 4°C. Beads were collected by centrifugation and washed three times with the pull-down buffer. The pellet was resuspended in 25 μl of 6× SDS loading buffer, boiled for 5 min, and analyzed on SDS-PAGE. Rabbit polyclonal antibodies against the GST tag (Bio Bharati Life Sciences, BB-AB0020) were used for immunodetection.

### Yeast two-hybrid assay

For the yeast two-hybrid protein-protein interaction assay, full-length LRB1 and LRB2 were cloned into the pGADT7 vector using the respective primers (table S1) to obtain translational fusion proteins with the AD. Full-length HY5, partial HY5-N77, and HY5ΔN77 were cloned into the pGBKT7 vector to obtain a translational fusion protein with the binding domain. Similarly, full-length LRB2 was also cloned into the pGBKT7 vector using the respective primers listed in table S1. For investigating protein-protein interactions, corresponding plasmids were cotransformed into the yeast strain Y2HGold using Matchmaker Gold Yeast Two-Hybrid System as per the manufacturer’s protocol (Takara, 630489) and plated on double-dropout medium lacking Trp and Leu amino acids. Positive interacting combinations of proteins were identified on quadruple-dropout medium lacking Trp, Leu, His, and Ade, supplemented with 5 mM 3-AT.

### BiFC assay

Full-length coding sequences of HY5, LRB1, and LRB2 were cloned into the pENTR Directional TOPO vector as per the manufacturer’s protocol (Invitrogen, #K2400). Subsequently, LRB1 and LRB2 were subcloned into the pE-SPYNE-778 containing the N-terminal part of YFP, whereas HY5 and LRB2 were subcloned into pE-SPYCE-777 containing the C-terminal part of YFP, both under the control of the 35*S* promoter. These plasmids were then individually transformed into the *A. tumefaciens* (GV3101) using freeze-thaw transformation. The plasmid harboring the *P19* gene of tomato bushy stunt virus, under the control of the 35*S* promoter, was also transformed into *Agrobacterium*.

*Agrobacterium* infiltration in onion scale leaves was carried out as described in (*85*) with modifications*. Agrobacterium* harboring *LRB1* and *LRB2* in *pE-SPYNE-778* and *pE-SPYCE-777* and *HY5* in *pE-SPYCE-777* constructs were cultivated overnight in YEM (0.002% MgSO_4,_ 0.02% KH_2_PO_4_, 0.004% NaCl, 0.1% yeast extract, and 0.25% mannitol) medium supplemented with rifampicin (30 mg/liter) and ampicillin (100 mg/liter), whereas the one harboring the *p19* construct was supplemented with 50 mg/liter of kanamycin and rifampicin. The culture was incubated at 28°C and harvested at optical density at 600 nm (OD_600_) of 0.9 to 1.2 by centrifugation at 5000 rpm for 15 min and resuspended in 10 ml of infiltration medium [41.65 mM d-glucose, 100 mM CaCl2, 100 mM MES-KOH (pH 5.6) stock solution, 0.011 mM 6-benzylaminopurine (BAP), 0.01% Silwet L-77, 0.05 mM MgCl2, and 400 μM acetosyringone]. Centrifugation and resuspension were repeated five times. Last, the cells were diluted to an optical density (OD_600_) of 0.1. Different combinations of cells were prepared by mixing in a 2:2:1 ratio (protein A:protein construct B:*p19*) and injected into the interface between the adaxial epidermis and mesophyll of onion scales, until a bubble for agroinfiltration was observed on the lower side of the onion peel. The injected onion bulbs were incubated in the dark for 72 hours at 24°C. Peel mounts were prepared from the injected part and observed under the epifluorescence microscope (Olympus IX81).

### In vivo ubiquitination assay

Six-day-old seedlings, grown under SD conditions at 22°C, were treated in liquid MS supplemented with 80 μM MG132 overnight (in dark) and then transferred to light for 4 hours at 27°C. Seedlings were soaked on tissue paper and immediately frozen in liquid nitrogen. A total of 200 mg of tissue was ground in 300 μl of Co-IP buffer [100 mM tris-Cl (pH 7.5), 100 mM NaCl, 0.5% (v/v) Nonidet P-40, 5% (v/v) glycerol, 1× protease inhibitor cocktail (Roche), 80 μM MG132, 2 mM PMSF, 20 mM iodoacetamide, pepstatin (1 μg/ml), aprotinin (2 μg/ml), and leupeptin (5 μg/ml)]. IP was done using TUBE 2 (FLAG) (LifeSensors, #UM602) and FLAG affinity beads (Bio Bharati Life Sciences, #BB-FL001B). In a 1.5-ml microcentrifuge tube, 15 μg of TUBE 2 (FLAG) (LifeSensors, #UM602) was incubated overnight with 120 μl of DYKDDDDK affinity beads in 200 μl of Co-IP buffer at 4°C on a rocker. Beads were washed twice with wash buffer [100 mM tris-Cl (pH 7.5), 100 mM NaCl, and 0.5% (v/v) Nonidet P-40]. The extracted protein was then incubated overnight with the beads at 4°C. The supernatant was removed, and the beads were washed thrice with the wash buffer. The beads were resuspended in 25 μl of elution buffer [100 mM tris-Cl (pH 7.5), 200 mM NaCl, and 0.5% (v/v) Nonidet P-40). A total of 5 μl of 6× Laemmli buffer was added and incubated at 70°C for 10 min before loading onto SDS-PAGE. Anti-HY5 (Agrisera) and anti-ubiquitin (Invitrogen) were used for immunoblotting.

### In vitro ubiquitination assay

Human ubiquitin-activating enzyme E1 (UBE1), ubiquitin-conjugating enzyme H5c (UbcH5C)-His, and biotinylated ubiquitin were obtained from Abcam. For the HY5 ubiquitination assay, affinity-purified GST-HY5 fusion protein was subjected to further purification by size-exclusion chromatography. Gel filtration was performed using a Superdex 200 pg preparative SEC column (Cytiva) installed on an ÄKTA start FPLC system (Cytiva). The gel filtration buffer consisted of 50 mM tris-HCl (pH 8.0), 150 mM NaCl, 5% (v/v) glycerol, and 2 mM dithiothreitol (DTT). All purification steps were carried out at 4°C. For plant extracts, 250 mg of 6-day-old seedlings was harvested in liquid nitrogen and crushed in 100 μl of ubiquitination buffer (Abcam) with the addition of inorganic pyrophosphatase (IPP) (100 μl/ml), 50 mM EDTA, 50 mM DTT, and 80 mM MG132. Ubiquitination reactions were set up by incubating 250 nM E1, 5 μM E2, 500 nM HY5, 50 μM biotinylated ubiquitin, and 5 mM ATP into the plant extracts prepared from the indicated genotypes for 2 hours at 37°C. Reactions were stopped with 6× loading buffer. HY5 was detected by Western blot analysis using an anti-GST antibody.

### Phenotypic measurements and statistical analysis

For phenotypic measurements, images were taken using a Canon EOS M50. Seedlings were aligned on charcoal plates (0.8% agar and 2.5% charcoal powder) and imaged from the top for hypocotyl measurements. For statistical analysis, one-way analysis of variance (ANOVA) was followed by Tukey’s post hoc test as described. Measurements were done using ImageJ (https://imagej.net/ij/), and graphs were plotted using GraphPad Prism.

# Supplementary material for: CUL3LRB E3 ubiquitin ligases control thermosensory growth in Arabidopsis by differentially regulating HY5 and PIF4 protein stability
**Source:** Sci Adv. 2026 Mar 6;12(10):eaec7817. doi: 10.1126/sciadv.aec7817
**Supplement:** Supplementary file 1 — Figs. S1 to S13 Legends for datasets S1 and S2 Legend for table S1

Supplementary Materials for  
**CUL3<sup>LRB</sup> E3 ubiquitin ligases control thermosensory growth in *Arabidopsis*  
by differentially regulating HY5 and PIF4 protein stability**

Chirag Singhal *et al.*

*Sci. Adv.* **12**, eaec7817 (2026)  
DOI: 10.1126/sciadv.aec7817

**The PDF file includes:**

Figs. S1 to S13  
Legends for datasets S1 and S2  
Legend for table S1

**Other Supplementary Material for this manuscript includes the following:**

Datasets S1 and S2  
Table S1

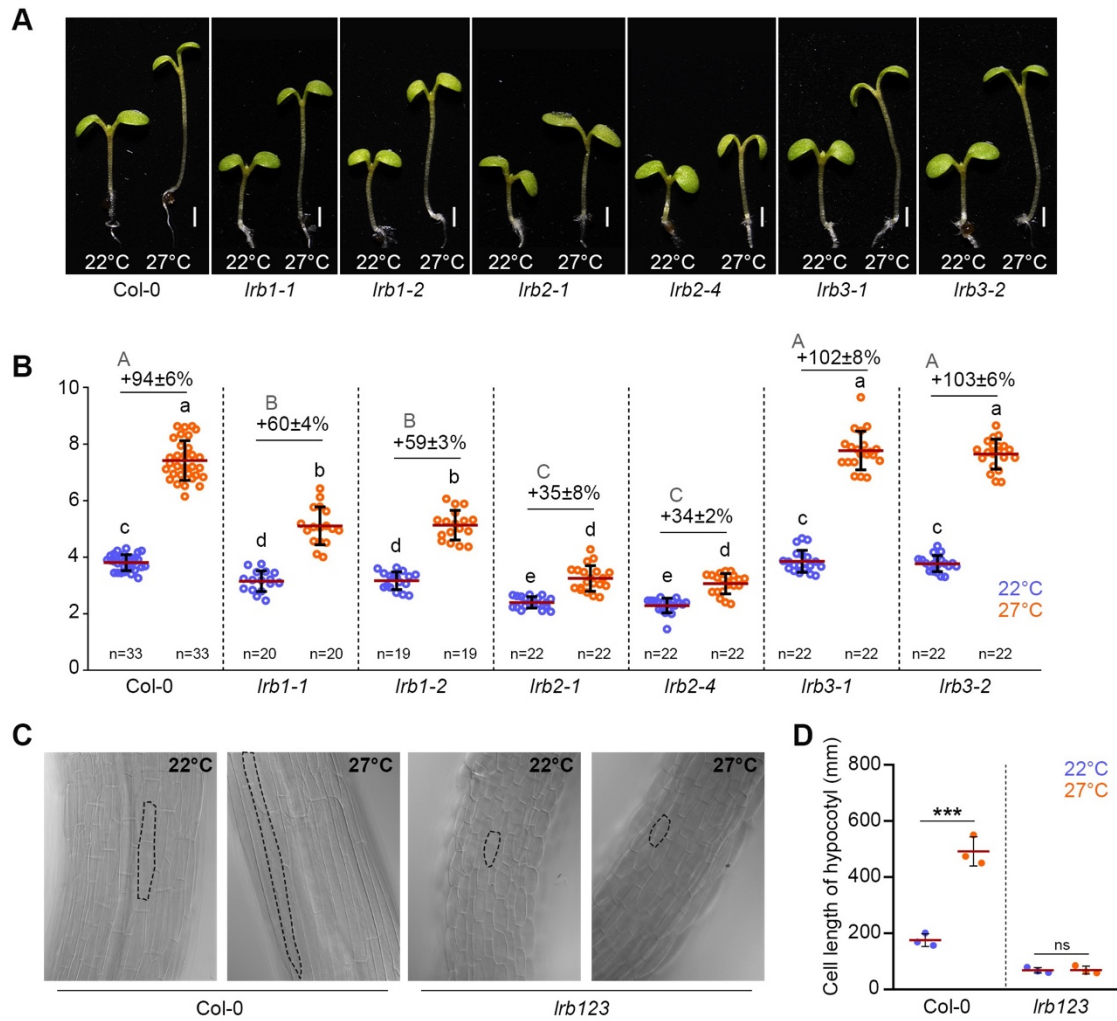

**Fig. S1. LRBs exhibit a non-redundant but additive phenotype in response to temperature.**

(A and B) Representative seedling images (A) and the hypocotyl length measurement data (B) of various mutants of *LRB1*, *LRB2* and *LRB3*. The *lrb1* and *lrb2* have short hypocotyls, while *lrb3* does not display much difference in the hypocotyl lengths compared to Col-0. Six-day-old seedlings of the WT (Col-0), *lrb1-1*, *lrb1-2*, *lrb2-1*, *lrb2-4*, *lrb3-1*, *lrb3-2* and Col-0 are shown in (A) (scale bar: 2 mm). (B) Normalized hypocotyl length (27°C/22°C) in Col-0, *lrb1*, *lrb2* and *lrb3* mutants. Different small letters denote that the groups are significantly different from one another (One-way ANOVA followed by Tukey's HSD post-hoc test,  $p < 0.05$ ). "n" indicates the number of seedlings measured. Seeds were stratified for four days and then allowed to germinate for a day at 22°C before being transferred to 22°C or 27°C under SD photoperiod.

(C) Differential interference contrast images of hypocotyls through the middle portion of Col-0 and the *lrb123* mutant.

(D) Cell length measurements from the middle portion of the hypocotyl. The entire hypocotyl length of the seedlings was developed by end-to-end stitching of the individual frames. 70 per cent of the hypocotyl length from the middle was considered for cellular measurements. Selectively, non-dividing, elongated cells in ( $n > 3$ ) seedlings were measured for statistical analysis.  $n \geq 45$  cells were measured in Col-0\_22°C,  $n \geq 30$  in *lrb123*\_22°C,  $n \geq 30$  in Col-0\_27°C,  $n \geq 45$  in *lrb123*\_27°C in each respective genotype. Asterisks indicate significance after Student's t-test ( $***P < 0.001$ ).

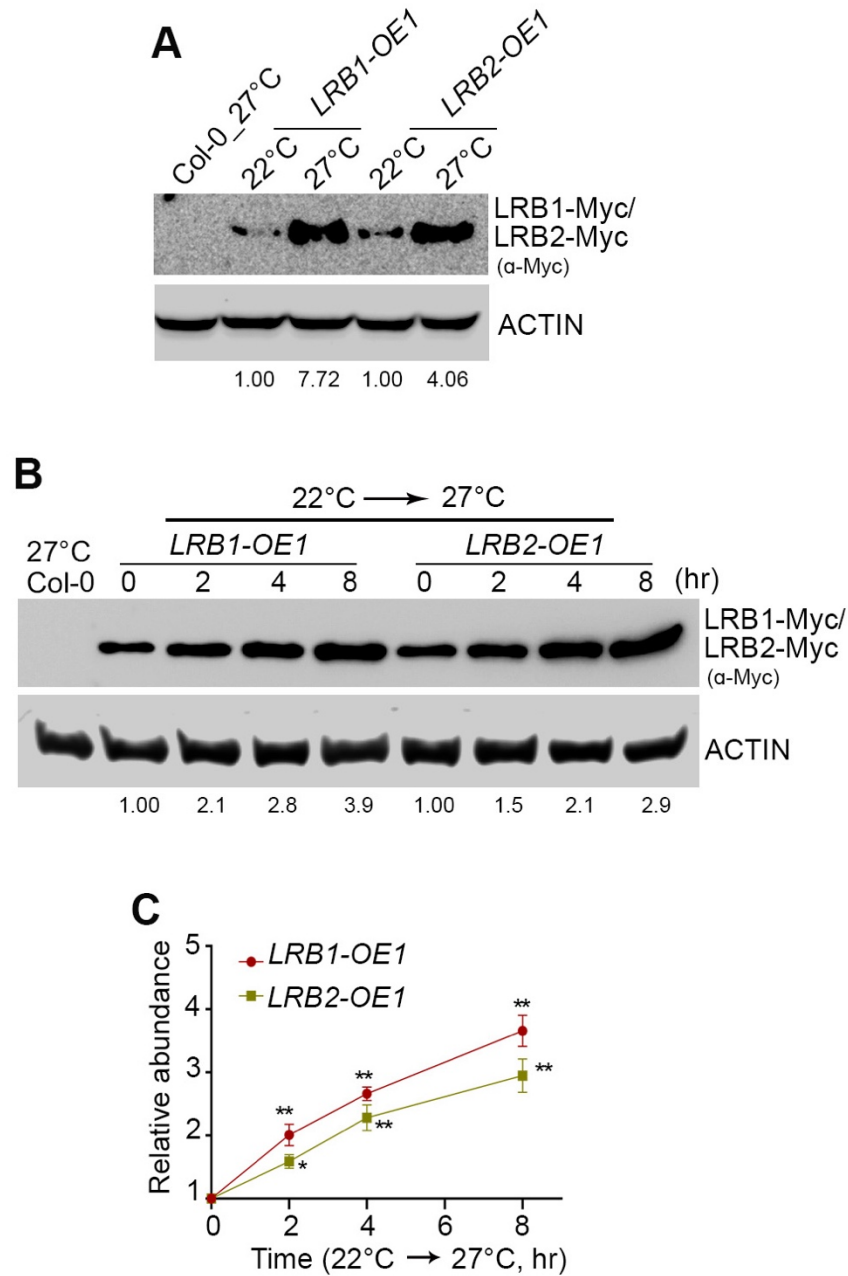

**Fig. S2. LRB1/LRB2 protein abundance is enhanced at warm temperatures.**  
**(A)** LRB1-Myc and LRB2-Myc protein abundance in the six-day-old seedlings. Immunoblots showing LRB1-Myc or LRB2-Myc protein levels in the wild type (WT) and *lrb123* mutant grown at 22°C or 27°C for six days. Numbers below the

immunoblots indicate the relative intensities of the bands. Actin was used as the loading control.

**(B and C)** Relative protein abundance of LRB1-Myc and LRB2-Myc proteins in six-day-old seedlings. **(B)** Immunoblots showing LRB1-Myc and LRB2-Myc protein levels in the *pLRB1:LRB1:Myc* and *pLRB2:LRB2:Myc* grown at 22°C and then shifted to 27°C. ACTIN is used as a loading control. Numbers below the immunoblots indicate the relative intensities of the bands. **(C)** Relative PIF4 protein abundance in Col-0 and *lrb123* mutant. Points on the line graph show the mean, and the error bar shows the standard deviation of three replicates. For the immunoblot experiment in B, seedlings were grown and harvested at the indicated time points after being transferred to 27°C on the sixth day. Asterisks denote statistical significance at the protein level at the 0 time point in Col-0. The relative intensity of LRB1-Myc/ACTIN or LRB2-Myc/ACTIN is calculated and normalized by the same at the 0h time point in the respective lines after transferring to 27°C, as mentioned below the immunoblots. Asterisks in the graph indicate the significance level as revealed by the Student's *t*-test: \* $P < 0.05$ ; \*\* $P < 0.01$ .

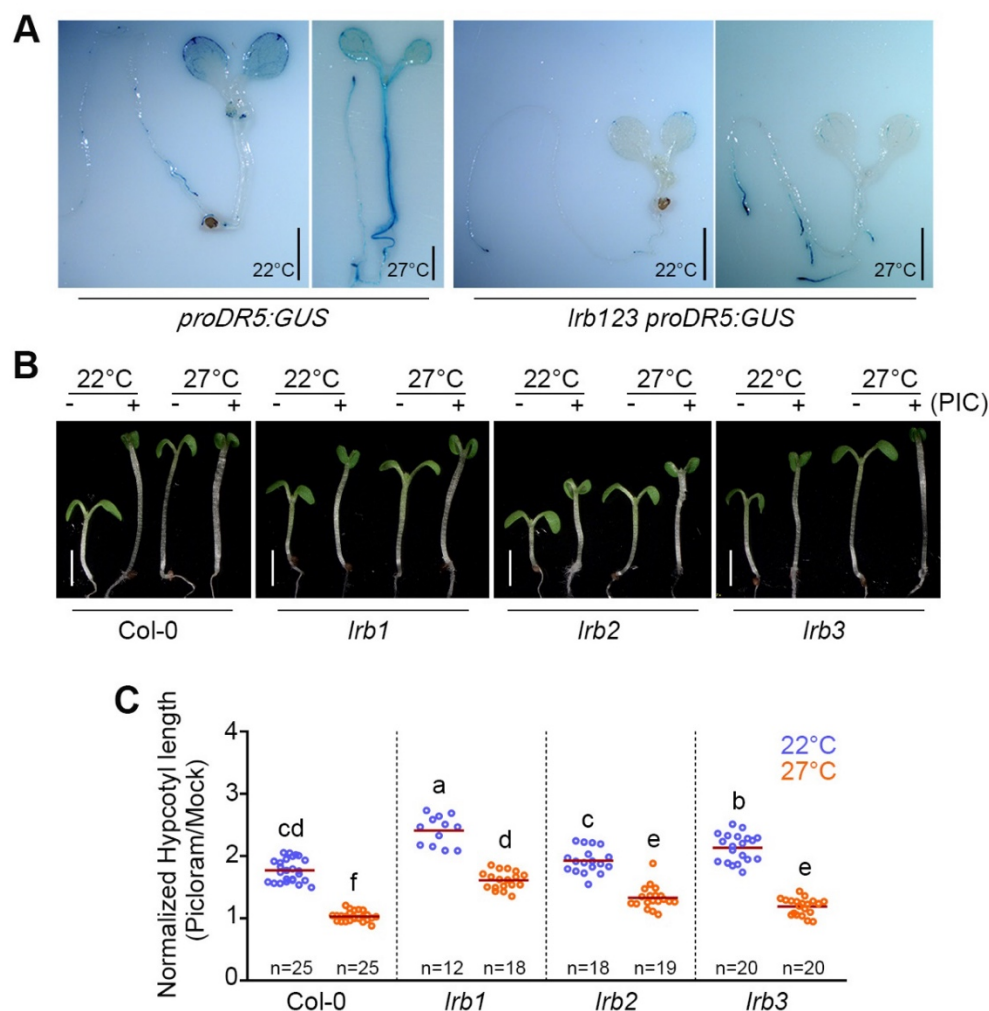

**Fig. S3. Exogenous application of auxins rescues the short hypocotyl phenotype of *lrb1* and *lrb2* mutants.**

(A) Auxin reporter *proDR5:GUS* expression in Col-0 and *lrb123* mutant background. The *proDR5:GUS* activity in six-day-old seedlings of Col-0 and *lrb123* at optimum (22°C) and warm temperature treatment (27°C) (scale bar: 2 mm). Approximately 20 seedlings for each genotype were used for histochemical staining.

(B) Six-day-old seedlings of Col-0, *lrb1*, *lrb2* and *lrb3* grown in the presence or absence (DMSO as mock) of 5  $\mu$ M of picloram at either 22°C or 27°C (scale bar: 2 mm).

(C) Normalized hypocotyl length (picloram/mock) in Col-0, *lrb12*, and *lrb123* mutants. Seedlings from two independent experiments were measured. Different small letters denote that the normalized hypocotyl lengths are significantly

different ( $p < 0.05$ , after one-way ANOVA followed by Tukey's HSD post-hoc test).

79 “ $n$ ” indicates the number of seedlings measured.

80

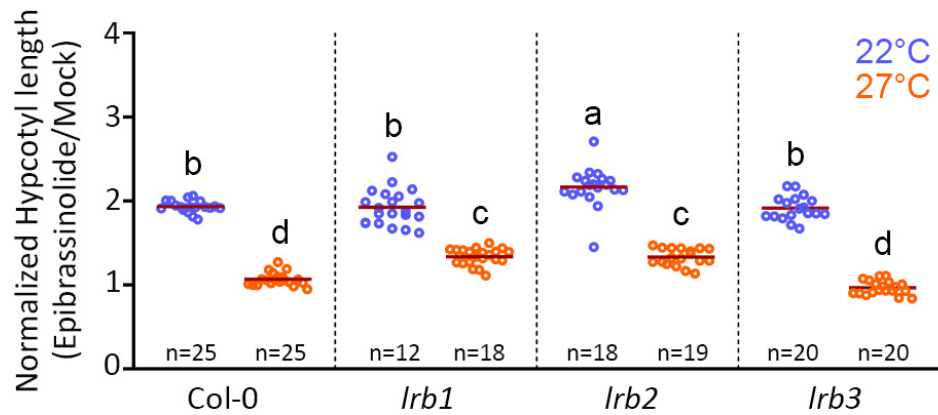

**Fig. S4. Exogenous application of brassinosteroids rescues the short hypocotyl phenotype of *lrb1* and *lrb2* mutants.**

Normalized hypocotyl length (epibrassinolide/mock) in Col-0, *lrb1*, *lrb2* and *lrb3* mutants. Seedlings from two independent experiments were measured. Different small letters denote that the normalized hypocotyl lengths are significantly different ( $p < 0.05$ , after one-way ANOVA followed by Tukey's HSD post-hoc test). "n" indicates the number of seedlings measured.

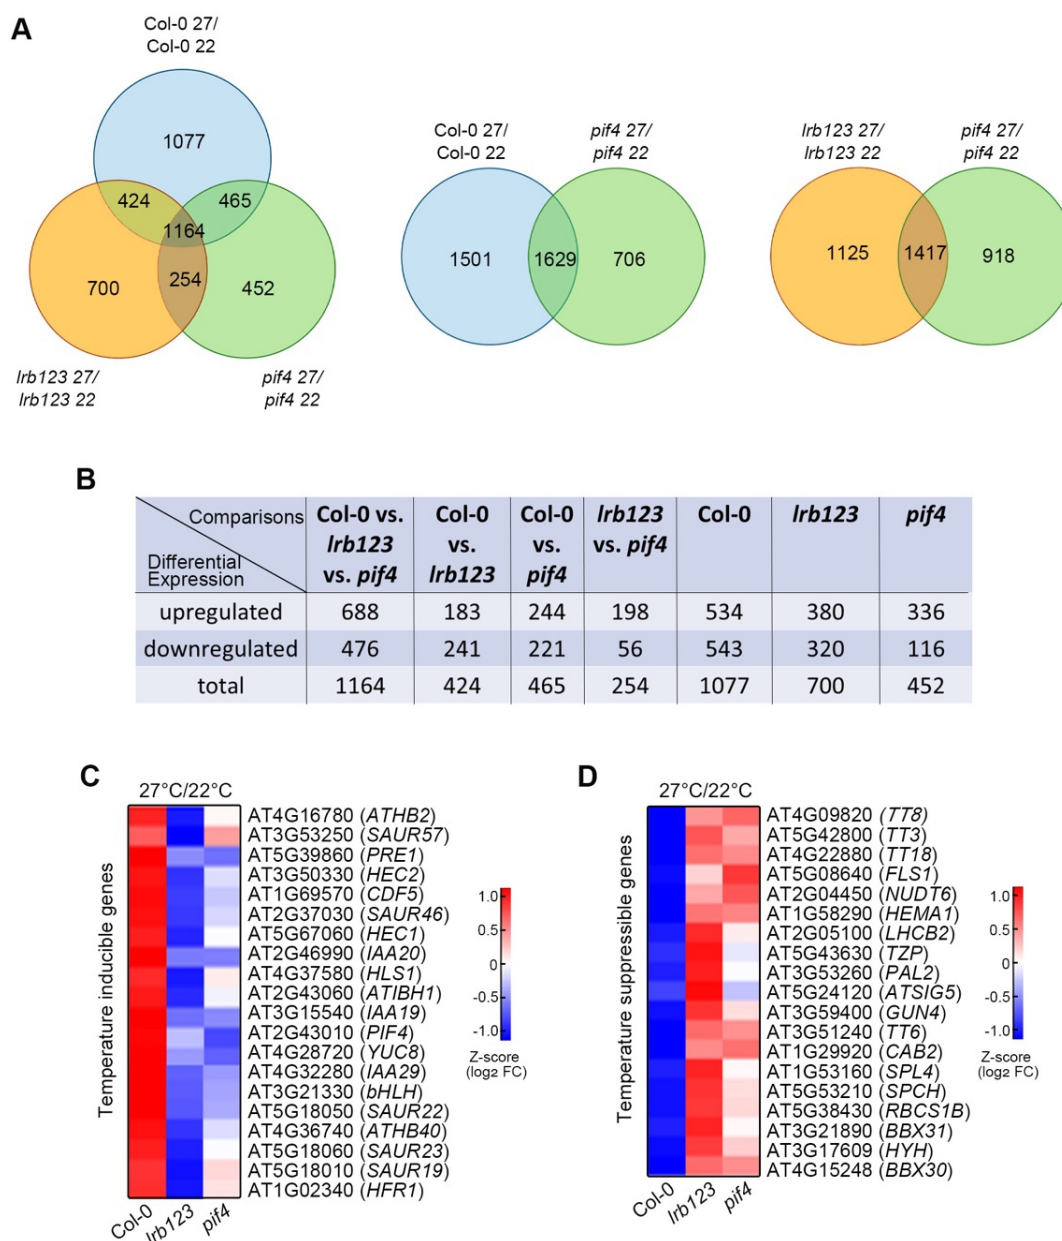

**Fig. S5. Transcriptional profiling of Col-0, *lrb123* and *pif4* mutants.**

(A) Differentially regulated genes shared among Col-0, *lrb123* and *pif4* mutant seedlings in response to warm temperature (27°C/22°C).

(B) A comparative analysis table shows the differentially expressed genes in different groups.

(C and D) Temperature-responsive genes in *lrb123* and *pif4* mutants exhibit a similar pattern of misregulation compared to those in Col-0 in response to warm temperatures. Selected temperature-induced (C) and temperature-suppressed (D)

102 genes are shown via heat maps. A cut-off of  $\log_2$  fold-change  $\geq 1$  or  $< -1$  with a  
103  $P < 0.05$  was used to identify differentially expressed genes (DEGs). Three  
104 biological replicates were analyzed for each genotype.  
105

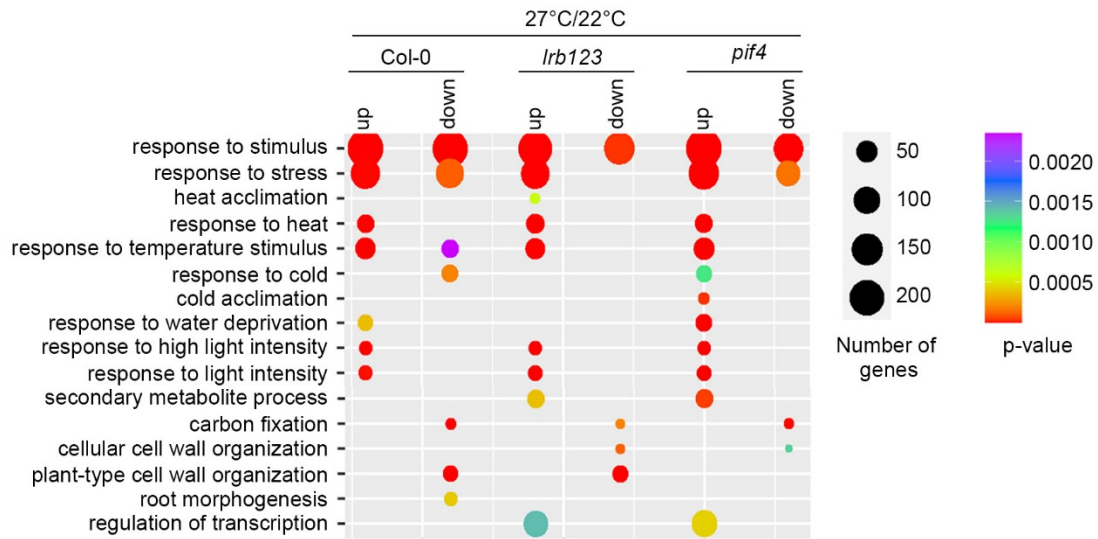

**Fig. S6. GO term enrichment analysis of DEGs in response to 27°C compared to 22°C (27°C/22°C) in Col-0, *lrb123* and *pif4* mutants.**

Comparative GO term analysis in the sets of up- and down-regulated genes identified in the different comparisons via the EnrichmentMap plug-in implemented in Cytoscape (v3.7.1). The significance level and the number of genes for each GO term were plotted via a bubble plot. The bubble size denotes the number of genes misregulated in an enriched term, and the colour of the bubble marks the significance in terms of  $p$ -value. GO terms with  $P$ -value  $\leq 0.05$  were considered to be significantly enriched. The GO enrichment analysis to identify significantly enriched biological process terms in different sets of DEGs was performed using the Bingo plugin of Cytoscape (v3.9.1) with a cut-off  $P$ -value of  $<0.05$  (85)

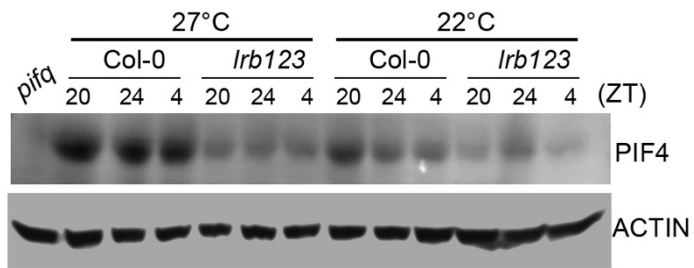

**Fig. S7. LRBs promote PIF4 protein accumulation.**

(Immunoblots showing endogenous PIF4 protein levels in the wild type (WT) and *lrb123* mutant grown at 22°C and 27°C. Tissues were harvested for protein extraction at the mentioned time points. Anti-PIF4 antibody was used to detect PIF4. ACTIN levels serve as the loading control.

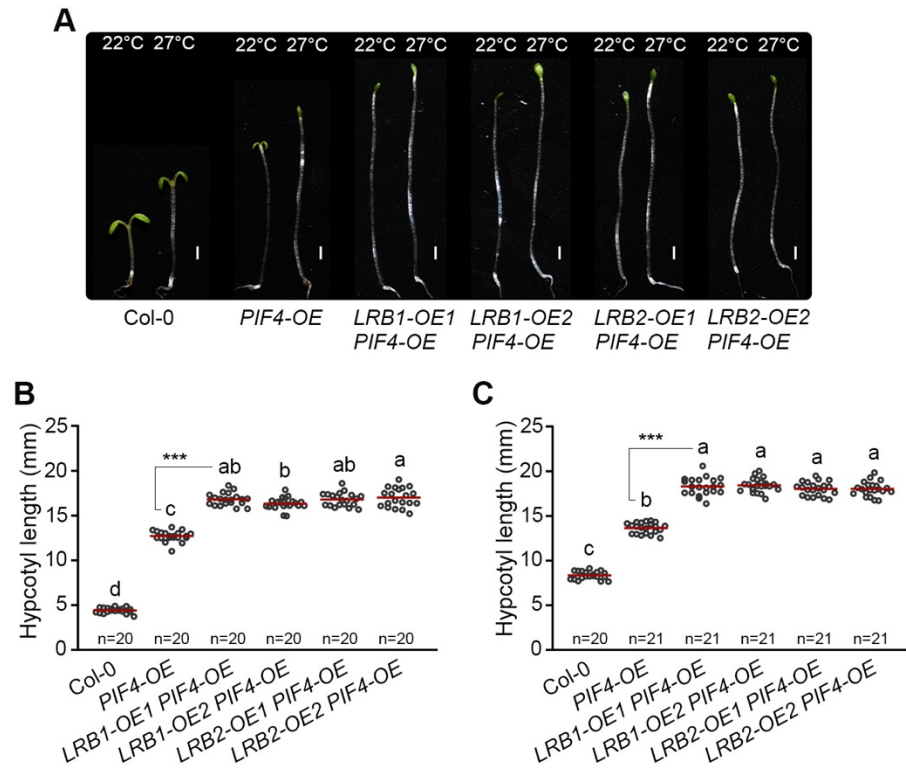

**Fig. S8. Overexpression of *LRB1* and *LRB2* further enhances the *PIF4-OE* line hypocotyl phenotype.**

(A) Representative images of six-day-old seedlings of Col-0 and *LRB1-OE1 PIF4-OE*, *LRB1-OE2 PIF4-OE*, *LRB2-OE1 PIF4-OE* and *LRB2-OE2 PIF4-OE* double transgenic lines. Scale bar: 1 mm.

(B and C) Hypocotyl length of Col-0, *LRB1-OE1 PIF4-OE*, *LRB1-OE2 PIF4-OE*, *LRB2-OE1 PIF4-OE* and *LRB2-OE2 PIF4-OE* seedlings grown at 22°C (B) and 27°C (C) under short-day photoperiod. Seedlings from two independent experiments were measured. In B and C, different small letters denote that the groups are significantly different from one another (One-way ANOVA followed by Tukey's HSD post-hoc test,  $p < 0.05$ ). "n" indicates the number of individual seedlings measured.

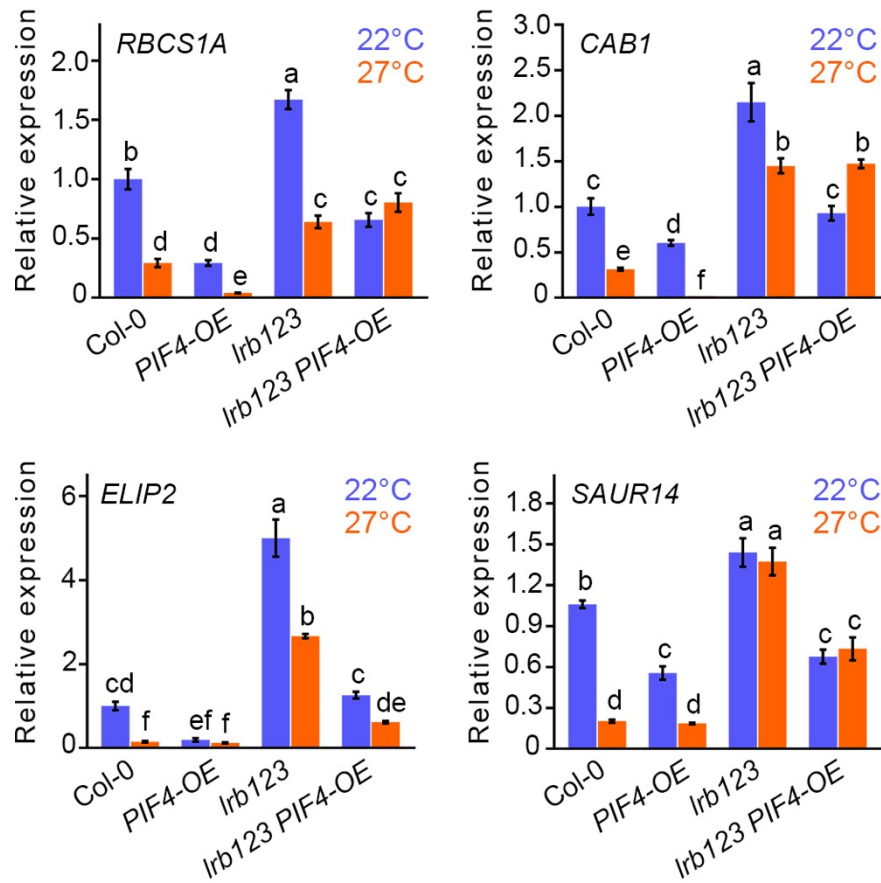

**Fig. S9 Reduced expression of light-responsive genes in *PIF4-OE* are derepressed under the *lrb123* mutant background.**

Relative expression of temperature repressible genes measured through RT-qPCR in six-day-old seedlings of Col-0, *lrb123*, *PIF4-OE* and *lrb123 PIF4-OE* genotypes. *EF1α* was used as an endogenous control. Expression of genes in Col-0 at 22°C is used for normalization. The data represent the mean with error bars indicating  $\pm$ SD ( $n = 3$  biological replicates). Small letters above the bars denote that the groups are significantly different from one another, as revealed by one-way ANOVA followed by Tukey's HSD post-hoc test ( $p < 0.05$ ).

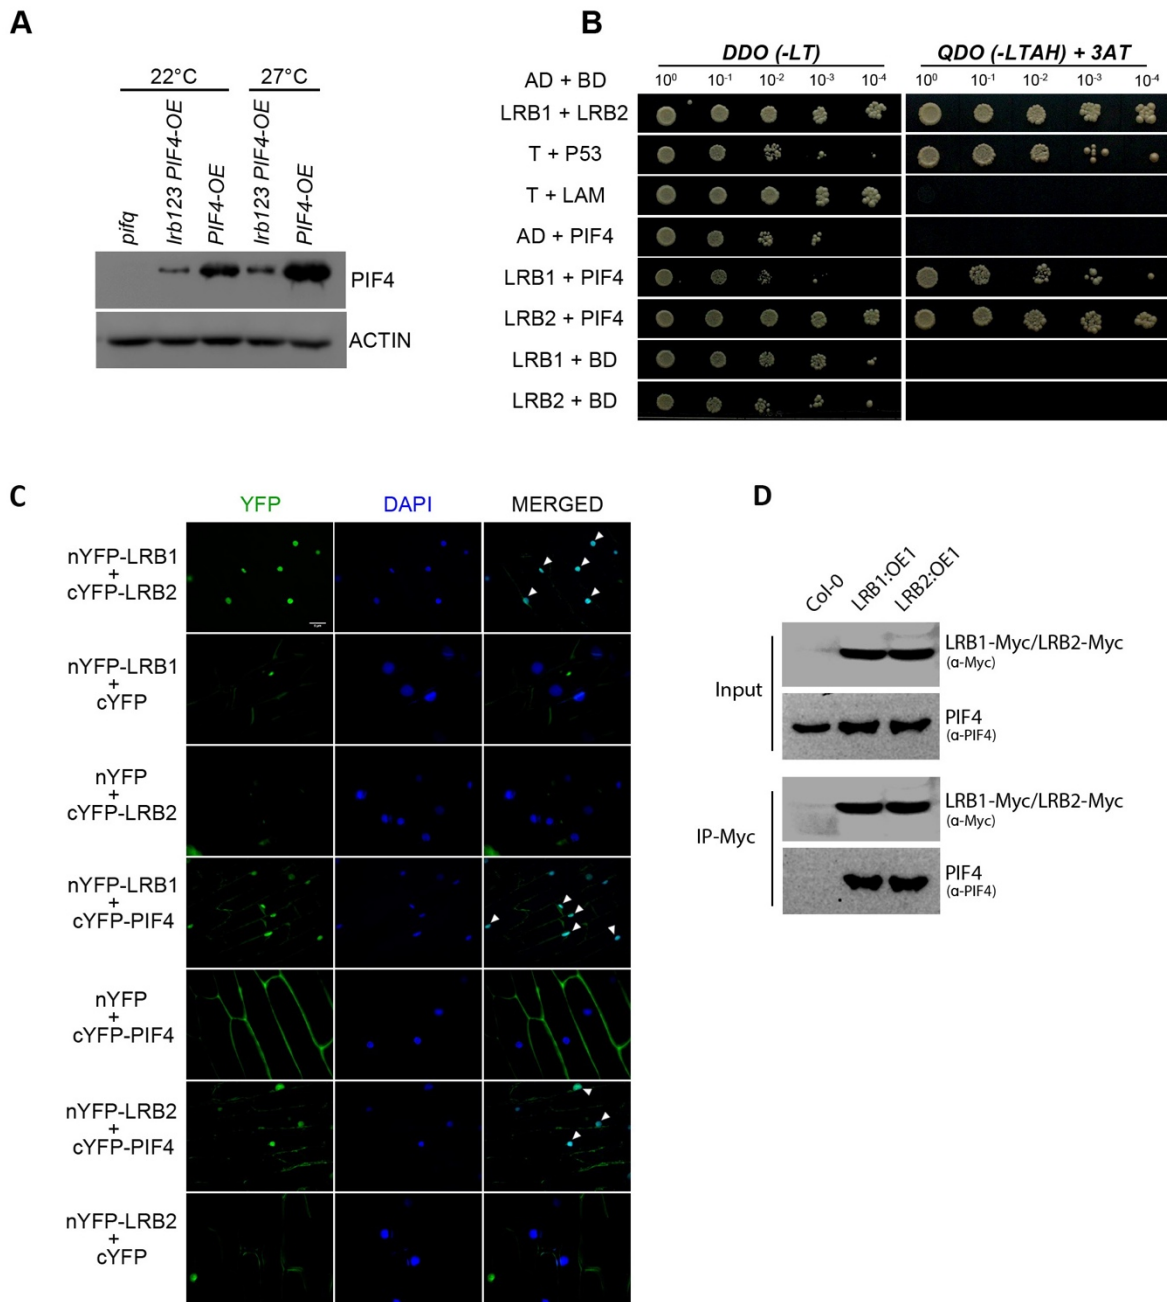

**Fig. S10. LRBs promote PIF4 protein accumulation likely through direct physical association.**

(A) Immunoblots showing endogenous PIF4 protein levels in the *PIF4-OE* and *lrb123 PIF4-OE* lines grown at 22°C and 27°C. Tissues were harvested for protein extraction at ZT8. Anti-PIF4 antibody was used to detect PIF4. ACTIN levels serve as the loading control.

**(B)** Yeast two-hybrid assay showing interactions of LRB1 and LRB2 with PIF4. The left panel shows the growth of the co-transformed yeast Y2H-Gold strain on double-dropout media, and the right panel shows the growth on quadruple-dropout media supplemented with 5 mM 3-AT.

**(C)** Epi-fluorescence microscopy images showing BiFC signals of the indicated protein pairs transiently expressed in *Allium cepa* epidermal cells. Hoechst 33342 was used to stain the nuclei (green), and GFP (red) signals are shown. Scale bar: 5  $\mu$ m. The weak cytoplasmic YFP signal observed in some controls is background fluorescence.

**(D)** Immunoblots showing co-immunoprecipitation assay of PIF4 protein with LRB1-Myc and LRB2-Myc. LRB1-Myc/LRB2-Myc were immunoprecipitated using anti-Myc antibody. An anti-PIF4 antibody was used to detect co-immunoprecipitated PIF4. Col-0 is used as a negative control.

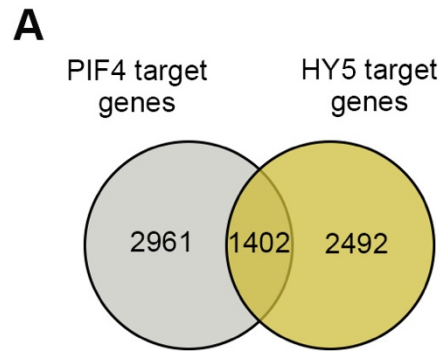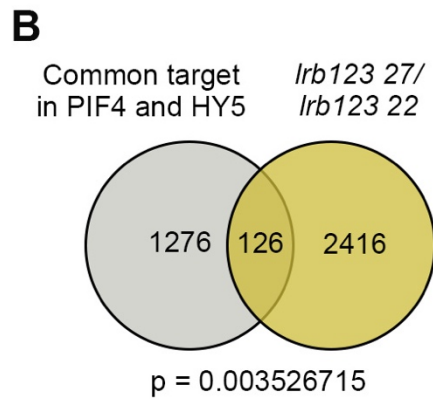

**Fig. S11. A set of genes targeted by both HY5 and PIF4 also shows misregulation in the *lrb123* mutant in response to warm temperatures.**

(A) Overlapping genes among the sets of target genes of HY5 (36) and PIF4 (62).  
 (B) Overlapping genes among target genes of HY5 (1) and misregulated genes in the *lrb123* mutant in response to temperature (22°C/27°C).

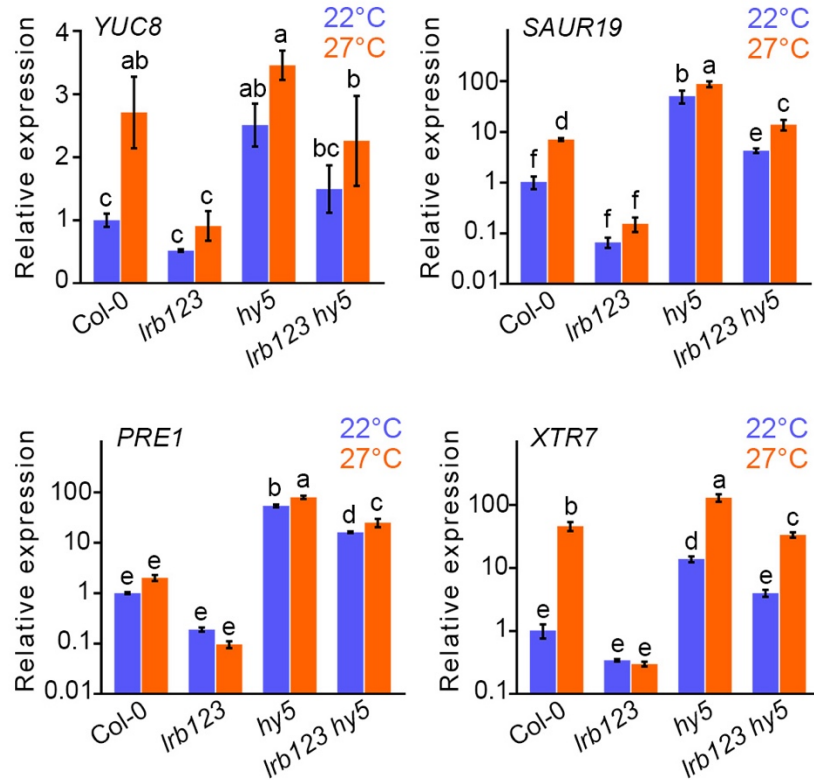

**Fig. S12. The *hy5* mutation derepresses the growth-related genes under the *lrb123* mutant background.**

Relative expression of temperature-inducible genes measured through RT-qPCR in six-day-old seedlings of Col-0, *hy5*, *lrb123* and *lrb123 hy5*. *EF1 $\alpha$*  was used as an endogenous control. Expression of genes in Col-0 at 22°C is used for normalization.

The data are presented as the mean with error bars indicating  $\pm$ SD ( $n = 3$  biological replicates). Small letters above the bars denote that the groups are significantly different from one another, as revealed by one-way ANOVA followed by Tukey's HSD post-hoc test ( $p < 0.05$ ).

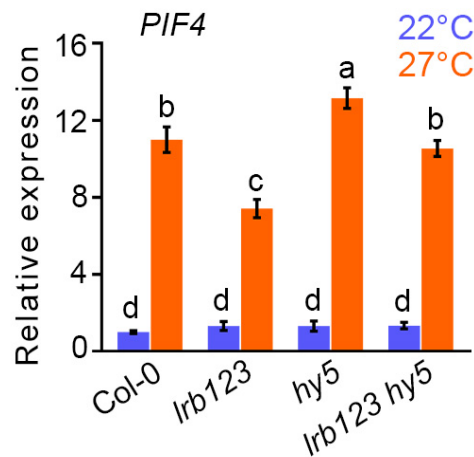

**Fig. S13. Reduced *PIF4* gene expression in the *lrb123 hy5* quadruple mutant.** Examining the *PIF4* gene expression in six-day-old seedlings of Col-0, *lrb123*, *hy5* and *lrb123 hy5* genotypes in 22°C and 27°C under short-day photoperiod. *EF1α* was used as an endogenous control. The expression of *PIF4* in Col-0 at 22°C is used for normalization. The data are presented as the mean±SD ( $n=3$  biological replicates). Small letters above the bars denote that the groups are significantly different from one another, as revealed by one-way ANOVA followed by Tukey's HSD post-hoc test ( $p<0.05$ ).

**Other Supplementary Materials include the following (uploaded as separate files):**

**Dataset S1.** List of differentially expressed genes in Col-0, *lrb123* and *pif4* genotypes from six-day-old seedlings grown at 22°C and 27°C.

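Dataset S1 gives a base mean, a log2 fold change and an adjusted p per gene and genotype, from DESeq2. Of this dataset 1468 genes per genotype could be read, and the comparison covers these alone. In Col-0 715 of them are in the table of FPKM, 451 were tested and all 451 changed in the direction that the dataset gives, while 71.2% of these were DEGs here. In *lrb123* 725 are in the table, 435 were tested, all 435 changed in the dataset's direction and 349 (80.2%) were DEGs. In *pif4* the numbers were 737, 469, 469 and 351 (74.8%). Across the genes tested, the log2 fold changes computed from FPKM and those of the dataset had a Pearson r of 0.641 in Col-0, 0.730 in *lrb123* and 0.652 in *pif4*. The others among the genes that could be read are below the filter of the test or are not in the table. The rest of the dataset was not compared.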

**Dataset S2.** Gene ontology analysis of differentially expressed genes in Col-0, *lrb123* and *pif4* genotypes in response to warm temperature (27°C).

**Tables S1.** List of Oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

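The series holds 30 libraries, of which 24 were used here: Col-0, *lrb123*, *pif4* and *pif3* seedlings at 22° and 27°C, with 3 libraries from each genotype at each temperature. The authors checked the reads with FastQC, mapped them with HISAT2 to TAIR10 and deposited FPKM per transcript from StringTie, the only values used here. The paper's own tests used DESeq2, and read counts are not among the deposited values. The number of reads per library is therefore not known, and neither depth nor counting error can be given. The table lists part of the annotated genes, most of which have a symbol. In 2 transcripts of AT5G06290 text stands in place of the FPKM, and these were left out. A further 6 columns of the table match no sample by name and were not used, so no column was analysed as the *PIF3* overexpressor. The columns read as *pif3* were matched only by the scheme of the column names for *pif4*, so that their genotype is less sure than that of the others.

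FPKM were summed over the transcripts of each gene. Comparisons were made within each genotype between 27° and 22°C, between each mutant and Col-0 at each temperature, and as the interaction of genotype and temperature over 12 libraries. Each was tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, over genes with at least 1 FPKM in at least 3 libraries of the comparison. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Shared genes were counted over the genes tested in each genotype, and correlations of log2 fold changes run across genes. Gene families were defined by symbol and tested with limma's camera, with fry beside it, and 16 such tests were adjusted together. The replicate numbers were not used to pair samples. The tests were made for values on a log scale. The plan for the tests named a count model, with this test as its fallback where the values are FPKM, and the fallback was used. When each comparison was tested on simulated data with 200 changed genes, 96 to 99.5% of these genes were recovered, none in the wrong direction, and at most 5 unchanged genes were called. The changed genes averaged more than 5 FPKM and changed by at least 1.5 in absolute log2 fold change. Noise was drawn for each gene independently. These shares therefore do not cover weaker genes, smaller changes or libraries whose genes shift together.

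The thresholds, the tests, the list of genes to name and most of the alternatives were chosen before the data were examined. The genes named are those mutated or overexpressed in the series, every gene that the paper's text names for its transcript level, the genes labelled in the heat maps of Fig. 1G and fig. S5, and the 3 called genes of at least 5 FPKM on average with the largest change, for each of Col-0, *lrb123* and *pif4* between the temperatures, where the groups had no overlap, and for the interaction of *lrb123*. Values of the genes from the text and the heat maps had been seen in the paper's Dataset S1 when the list was made. The list holds 56 genes before those with the largest changes are added. From both together, 124 results are given for single genes and the rest as tallies. Coordinates are those of the RefSeq annotation of TAIR10.1.

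The alternatives were a pseudocount of 0.1, no filter beyond a value above 0, a replicate block, all 18 libraries of Col-0, *lrb123* and *pif4* in 1 fit, each library left out in turn, unadjusted p, no fold threshold, an absolute log2 fold change of at least 1.5, Spearman's coefficient, correlations over all genes tested, fry, and camera with a correlation estimated for each set. Median-of-ratios and upper-quartile rescaling, a filter of 5 FPKM, a fit of all 24 libraries, correlations over genes of at least 5 FPKM, transcripts tested singly, and the interaction of *pif3* were added after the data had been seen. When a library is left out, the group of 2 that remains is assumed to vary like the other groups of the fit. Lists of 13 seed-storage genes and 9 clock genes were also made after results had been seen.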

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

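The tests on median-of-ratios and upper-quartile rescaling, with the filter of 5 FPKM, of the *pif3* interaction and the DEGs that these libraries share with Col-0, of the summed *SAUR* genes, of the spread of 2 plastid transcripts, of the level of *PIF3* and of the seed-storage genes were chosen after the results were seen.

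The response to temperature differed between *lrb123* and Col-0 for 128 genes by the interaction, which is a difference between groups. Of 100 ways of exchanging the genotype labels within each temperature, the real one included, 10 gave at least as many genes, so these exchanges cannot exclude chance for this count. They also carry the difference between the genotypes into the interaction, and so do not show what unchanged genes would give. Without *lrb123* 22°C replicate 3 the count was 198. Among named genes outside the plastid genome 15 had an interaction past both thresholds. After median-of-ratios rescaling 14 of them had the same direction and an adjusted p of at most 0.05, and 12 were past both thresholds, which argues against the scaling of the FPKM as the whole cause. What stays open is a difference between the genotypes, which the design names and which was not tested further.

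The genes whose interaction with *lrb123* stayed past both thresholds without any single library were *EXP8* (-1.26), *HFR1* (-2.29), *IAA19* (-1.22), *IAA29* (-2.36), AT3G21330 (-1.95), *HYH* (1.63) and *HSP17.4* (1.34). Of these, *HSP17.4* and *IAA19* failed the adjusted p with a pseudocount of 0.1, and *IAA19* also with all 18 libraries in 1 fit (limma, with ranges of 0.0145 to 0.117 and 0.00868 to 0.222 over the alternatives). The log2 fold change was also lower in *lrb123* for *XTR7* (-2.60), *ATHB2* (-1.12) and *CDF5* (-1.04). *XTR7* failed the adjusted p without Col-0 22°C replicate 2, Col-0 27°C replicate 2 or 3, *lrb123* 22°C replicate 1 or 2 or *lrb123* 27°C replicate 2 or 3 (0.0512 to 0.0850), and also with a pseudocount of 0.1 and without a filter, in limma with a range of 0.0295 to 0.0523 over the alternatives. *ATHB2* was -0.97 without Col-0 22°C replicate 1 and -0.99 without *lrb123* 27°C replicate 2, and *CDF5* -0.98 without Col-0 22°C replicate 2 and -0.97 without Col-0 27°C replicate 1, so both were then under the fold threshold in size. *RBCS1B* had a higher log2 fold change in *lrb123*, by 1.11, and failed a threshold without Col-0 22°C replicate 2 or 3, Col-0 27°C replicate 1, 2 or 3, *lrb123* 22°C replicate 1 or 2 or *lrb123* 27°C replicate 1, 2 or 3 (adjusted p 0.0547 to 0.0818, limma). On median-of-ratios rescaling it was 0.99 and failed the adjusted p as well, as it did on upper-quartile rescaling and, at its full size, without a filter, so that scaling was not excluded for this gene, whose adjusted p lay between 0.0181 and 0.0758 over the alternatives in limma. For the other genes of this paragraph the median-of-ratios rescaling did not change the call.

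*HY5* (AT5G11260; chromosome 5 from 3593335 to 3595073 of TAIR10.1) had 21.7 ± 4.51 FPKM at 22°C and 13.5 ± 1.13 at 27°C in Col-0, and 14.9 ± 0.931 and 20.8 ± 3.65 in *lrb123* (SD, n = 3 each). Its log2 fold change was -0.63 (adjusted p = 0.0101, limma with Benjamini-Hochberg adjustment) in Col-0 and 0.44 (adjusted p = 0.0195, limma with Benjamini-Hochberg adjustment) in *lrb123*, with ranges of 0.00460 to 0.0183 and 0.0177 to 0.153 over the alternatives. The rise in *lrb123* was not past the adjusted p on median-of-ratios (0.153) or upper-quartile rescaling (0.105), nor without *lrb123* 22°C replicate 1 (0.0634) or 27°C replicate 1 (0.0585), so that scaling was not excluded for this rise. The interaction was 1.07 (standard error 0.21, Benjamini-Hochberg adjusted p = 0.00806, limma). It was 0.95 without Col-0 22°C replicate 3 and 0.95 without *lrb123* 27°C replicate 2, 0.96 on median-of-ratios and 0.94 on upper-quartile rescaling, each under the fold threshold in size with an adjusted p of at most 0.05. The adjusted p of the interaction lay between 0.00662 and 0.0227 over the alternatives (limma). Scaling therefore moves it over the fold threshold without removing the difference. A difference between the genotypes stays open.

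The interaction of *pif4* with Col-0 passed both thresholds for 6 genes, and 9 of 100 exchanges of labels gave at least as many, so they cannot exclude chance, with the limit given above. The count was 0 without Col-0 22°C replicate 2, Col-0 27°C replicate 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1 or 2 (limma; 81 at an unadjusted p under 0.05 with all libraries), 1 without Col-0 22°C replicate 3 or Col-0 27°C replicate 2, 2 without *pif4* 27°C replicate 3, 17 without Col-0 27°C replicate 1 and 53 without *pif4* 22°C replicate 1. Of the named genes, *IAA29* (-1.58) and *HYH* (1.12) were among the 6. *IAA29* failed the adjusted p without Col-0 22°C replicate 1, 2 or 3, Col-0 27°C replicate 1, 2 or 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1, 2 or 3 (0.0502 to 0.119), and *HYH* without Col-0 22°C replicate 2 or 3, Col-0 27°C replicate 2 or 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1, 2 or 3 (0.0553 to 0.119), from limma with ranges of 0.00493 to 0.108 and 0.00659 to 0.0695 over the alternatives. With a pseudocount of 0.1 *IAA29* and on median-of-ratios rescaling *HYH* failed it too. The genotype and chance stay open for both, and for *HYH* scaling.

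The *SAUR* genes responded less in *lrb123* than in Col-0 by camera (adjusted p = 0.00163, limma), with a median interaction of -0.55 and 3 of 11 genes above 0. With each library left out in turn the adjusted p lay between 3.20e-05 and 0.0232. Over the alternatives it lay between 0.00163 and 0.432. It failed with the filter of 5 FPKM, which leaves 2 genes, with fry and with an estimated correlation. The interactions of *SAUR19*, *SAUR22* and *SAUR23* were -1.03, -1.29 and -1.05. *SAUR19* failed a threshold without Col-0 22°C replicate 1 or 2, Col-0 27°C replicate 1, *lrb123* 22°C replicate 3 or *lrb123* 27°C replicate 2 or 3, at -0.84 to -1.04, *SAUR22* the adjusted p without Col-0 22°C replicate 2, Col-0 27°C replicate 1, *lrb123* 22°C replicate 2 or *lrb123* 27°C replicate 1 (0.0504 to 0.0591) from limma, and *SAUR23* the fold threshold at -0.93 without Col-0 22°C replicate 1, -0.85 without Col-0 27°C replicate 1 and -0.98 without *lrb123* 22°C replicate 3. *SAUR19* also failed the adjusted p with all 18 libraries in 1 fit and the fold threshold on median-of-ratios rescaling, at -0.96, and *SAUR22* the adjusted p with a pseudocount of 0.1 (limma, ranges of 0.0260 to 0.0645 and 0.0204 to 0.0870 over the alternatives). These genes have close paralogs. The summed FPKM of *SAUR19* to *SAUR24*, which exchanges of reads within this cluster leave unchanged, had an interaction of -1.35 (adjusted p = 0.0396, limma with Benjamini-Hochberg adjustment), which argues against shared reads as the cause. Within genotypes the family had a camera adjusted p of 0.267 in Col-0 (median 0.43, 8 of 10 genes above 0), 0.999 in *lrb123* (median 0.16, 2 of 4) and 0.267 in *pif4* (median 0.19, 6 of 11) from limma, and in Col-0 it was 0.0389 without Col-0 22°C replicate 3. A difference between the genotypes stays open.

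The expansins and XTH genes had a camera adjusted p of 0.00200 for the interaction with *lrb123* (limma), toward a lower response, with 20 of 42 genes above 0 and a median of -0.01. It stayed between 0.000335 and 0.0300 with each library left out in turn, and lay between 0.00159 and 0.453 over the alternatives. On median-of-ratios rescaling it was 0.119 and on upper-quartile rescaling 0.191, so that the scaling of the FPKM was not excluded. A difference between the genotypes was not excluded.

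The heat shock protein genes responded more in *lrb123* (camera adjusted p = 0.00137, limma), with a median of 0.36 and 21 of 22 genes above 0. After median-of-ratios rescaling the adjusted p was 0.000298, which argues against scaling as the cause. Over the alternatives it lay between 0.000185 and 0.432, and it failed only with a correlation estimated for each set. Whether the genotype or another property of the samples makes the difference stays open.

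ATCG01210 and ATCG00920 had interactions of -2.74 and -2.74 with *lrb123*. Their FPKM differed by at most 0.622% in any library, so they count as 1 measurement. The adjusted p of both was over 0.05 without Col-0 22°C replicate 3, Col-0 27°C replicate 1 or 2, *lrb123* 22°C replicate 1 or *lrb123* 27°C replicate 2 or 3 (0.0538 to 0.0709 for ATCG01210, limma). Their spread between libraries of 1 group was at the 97.9 and 98.9 percentile among 94 genes with a mean of at least 500 FPKM. An uptake of these transcripts that varies between libraries of any group may therefore explain the interaction. The genotype stays open as well.

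The libraries read as *pif3* are ones whose transcripts the paper does not report. At 27°C against 22°C 613 genes were DEGs in them, 381 higher and 232 lower. The share that was higher fell from 62.2 to 51.2% on median-of-ratios rescaling. The count of DEGs was between 518 and 645 with each library left out in turn. The real split was the only 1 of 10 with as many, the smallest share that 10 splits allow, so the splits could not have excluded chance. Another value argues against it for this count: 270.0 of these DEGs were also DEGs in Col-0, from separate libraries, 181 higher and 86 lower in both, where 41.5 were expected if the lists were independent. The interaction with Col-0 passed both thresholds for 353 genes, 294 to 428 with 1 library left out, and 6 of 100 exchanges of labels gave at least as many, so they cannot exclude chance there either, with the limit given above. After median-of-ratios rescaling the count was 354, which argues against scaling as the cause. *PIF3* had between 35.7 and 88.9 FPKM in the 6 libraries and between 12.3 and 27.6 in the 18 others. These 6 columns were given to *pif3* here from the scheme of their names alone. That this reading is wrong and they hold another line, such as the *PIF3* overexpressor, a mislabelled group of samples, and a mutant that makes more of a changed transcript cannot be told apart from these libraries alone, since each gives a higher level of *PIF3*. The level of *PIF3* in the 6 columns that were not used was not examined here. What the values read as *pif3* stand for is therefore open.

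Seed-storage genes, some of which Dataset S1 lists and the text of the paper does not discuss, were higher at 27°C in every genotype. Of 13 listed, 5, 5, 9 and 2 reached the filter in Col-0, *lrb123*, *pif4* and *pif3*, all of them higher at 27°C, with median log2 fold changes of 2.69, 1.35, 2.51 and 1.68, and 4, 1, 9 and 2 of them were DEGs. Those that still reached the filter after median-of-ratios and upper-quartile rescaling were higher at 27°C there too. *CRA1*, with means of 4.89 FPKM at 22°C and 90.3 at 27°C in Col-0, and *CRU3* are also among the genes named for large changes in these libraries. The summed FPKM in Col-0 lay between 4.66 and 33.2 at 22°C and between 127.5 and 184.0 at 27°C. In *lrb123* it lay between 10.8 and 110.0 at 22°C, the highest in replicate 2, and between 139 and 247 at 27°C, in *pif4* between 11.0 and 76.3 and between 252 and 475, and in *pif3* between 2.11 and 2.66 and between 10.0 and 13.4. Seeds or late seedlings in some libraries and a response to temperature cannot be told apart, since the makeup of the libraries goes with temperature in the design.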

How the results depend on the processing

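The tests on median-of-ratios and upper-quartile rescaling, with the filter of 5 FPKM, over genes of at least 5 FPKM, with all 24 libraries in 1 fit, on transcripts singly and of the *pif3* interaction were chosen after the results were seen. Alternatives that need read counts were not run: DESeq2, 2 further scalings, a filter on scaled counts, thinning to equal depth, and correlations over genes of at least 100 counts. No column was read as the *PIF3* overexpressor, so the fit of all libraries of the series was not run either. How depth limits the results was not tested, as the number of reads is not known.

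Of 124 results for single genes, 112 kept their direction and their side of the thresholds with a pseudocount of 0.1, where 5 fell short of a threshold, 6 passed it and 1 reversed. Without a filter 122 did and 2 fell short. With all 18 libraries in 1 fit 121 did and 3 fell short. On median-of-ratios rescaling it was 115, with 6 that fell short, 2 that passed and 1 that reversed, and on upper-quartile rescaling 119, with 4 and 1 that reversed. With the filter of 5 FPKM 105 could be tested and all 105 kept both.

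The pseudocount of 0.1 moved the counts to 937 DEGs in *pif3*, 120 and 712 for *lrb123* against Col-0 at 22° and 27°C, 206 for *pif4* at 27°C, 194 and 581 for the interactions of *lrb123* and *pif3*, and 500.0, 574, 542 and 412 shared genes (Col-0 with *lrb123*, Col-0 with *pif4*, *lrb123* with *pif4*, all 3). The correlations between *lrb123* and *pif4* were then 0.753 for the lower and 0.852 for the higher genes. A smaller pseudocount draws the fold changes of weak genes less toward 0 by construction. The interaction of *CYP79B2* turned to 0.0523.

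By the adjusted p alone there were 5379 DEGs in Col-0, 5669 in *lrb123*, 4579 in *pif4* and 6069 in *pif3*. Against Col-0 there were 762 and 5654 in *lrb123* at 22° and 27°C and 2855 in *pif4* at 27°C. The interactions passed for 1861, 25 and 3092 genes (*lrb123*, *pif4*, *pif3*), and 3797, 3643, 3789 and 3170 genes were shared in the order above. The correlations were 0.843 and 0.892. An absolute log2 fold change of at least 1.5 gave 237, 197, 180.0 and 205 DEGs, 22 and 143 for *lrb123* against Col-0, 2 and 26 for *pif4*, 30, 1 and 128 for the interactions, 99, 113, 103 and 76 shared genes, and 0.648 for the correlation of higher genes. Fewer or more genes pass by construction. By the unadjusted p with the fold threshold, *pif4* against Col-0 at 22°C gave 12 genes and its interaction 81.

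With all 18 libraries in 1 fit the interaction of *pif4* gave 17 genes. The filter of 5 FPKM gave 3 for that interaction, 46 for *lrb123* against Col-0 at 22°C and 0.822 for the correlation of higher genes, and tests fewer genes. Transcripts tested singly gave 0 and 13 for the same comparisons (limma; 25 and 762 genes by the adjusted p alone, and 81 by the unadjusted p for the interaction, on summed FPKM). Spearman's coefficient was 0.711 for the higher genes, and all genes tested gave r = 0.856. On median-of-ratios rescaling r was 0.678 for the lower genes, and the difference of *HEC1* between *pif4* and Col-0 at 27°C turned to -0.0273. On upper-quartile rescaling that of *RBCS1A* between *lrb123* and Col-0 at 22°C turned to 0.0132. The cause was not tested.

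Replicate numbers do not pair the samples: over 84 pairs of libraries with the same number the correlation of their deviations had a median of 0.00834, between -0.578 and 0.656, and was over 0.1 in 24. With the replicate block 122 of the 124 gene results kept both, and the interactions of *IAA29* and *HYH* in *pif4* fell short. The block gave 0 DEGs for *pif4* against Col-0 at 22°C (limma; 12 by the unadjusted p without the block) and 3 for its interaction, r = 0.638 for the higher genes, and an adjusted p of 0.0880 for the expansins and XTH genes in *lrb123*.

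Of the gene families, the heat shock and light-harvesting calls changed only with a correlation estimated for each set. None of the 16 tests passed then, against 10, and 0 had an unadjusted p under 0.05, at adjusted p of 0.432 for the heat shock genes in all 4 comparisons, the light-harvesting genes in *lrb123*, the *SAUR* genes in the interaction and the expansins and XTH genes in *lrb123* and the interaction, and 0.520 for the light-harvesting genes in Col-0 and *pif4* (limma's camera). With fry the *SAUR* and expansin interactions had adjusted p of 0.250 and 0.453. Fry turned the *SAUR* genes upward in *lrb123* (0.0339) and *pif4* (0.854), and the expansins and XTH genes upward in Col-0 (0.405), *lrb123* (0.405) and *pif4* (0.396). The filter of 5 FPKM gave 0.170 for the *SAUR* interaction and 0.255 for the expansins in *lrb123*, and reversed the *SAUR* genes in *lrb123* (0.255) and *pif4* (0.258) and the expansins in Col-0 (0.832). Median-of-ratios rescaling gave 0.119 for the expansin interaction and 0.578 for the expansins in *lrb123*, and reversed these in *pif4* (0.628) and the *SAUR* genes in *lrb123* (0.628). Upper-quartile rescaling gave 0.191 and 0.421, and reversed the *SAUR* genes in *lrb123* (0.714), as did the pseudocount of 0.1 (0.996). The *SAUR* genes of *lrb123* are 4. Over the alternatives the adjusted p lay between 9.80e-05 and 0.432 (heat shock, Col-0), 6.21e-10 and 0.432 (*lrb123*), 3.24e-07 and 0.432 (*pif4*) and 0.000185 and 0.432 (interaction). For the light-harvesting genes the limits were 0.00253 and 0.520 in Col-0, 0.000794 and 0.432 in *lrb123* and 0.00572 and 0.520 in *pif4*. They were 0.0339 and 0.999 for the *SAUR* genes in *lrb123*, 0.228 and 0.854 in *pif4* and 0.00163 and 0.432 in the interaction, and for the expansins and XTH genes 0.374 and 0.946 in Col-0, 0.00288 and 0.578 in *lrb123*, 0.182 and 0.930 in *pif4* and 0.00159 and 0.453 in the interaction. Camera ranks a family against all genes and fry tests it against no change. Other causes were not tested.

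With each library left out in turn, most counts stayed within 1.5 times: 631 to 806 DEGs in Col-0, 445 to 594 in *lrb123*, 432 to 699 in *pif4*, 257 to 329, 308 to 414, 272 to 382 and 210.0 to 275 shared genes, 81 to 157 for *pif4* against Col-0 at 27°C, and 9 to 11 family tests. Counts that moved further were those of *lrb123* against Col-0 at 22°C (1 to 84; 10 without Col-0 22°C replicate 2, 1 without replicate 3, 1 and 2 without *lrb123* 22°C replicate 1 and 2), *pif4* against Col-0 at 22°C (0 to 2; 2 without any Col-0 22°C library or *pif4* 22°C replicate 3, 1 and 0 without *pif4* 22°C replicate 1 and 2; limma, 12 by the unadjusted p with all libraries), the interaction of *lrb123* (88 to 198, the highest without *lrb123* 22°C replicate 3) and that of *pif4* (0 to 53; 53 without *pif4* 22°C replicate 1, 17 without Col-0 27°C replicate 1, 2 without *pif4* 27°C replicate 3, 1 without Col-0 22°C replicate 3 or 27°C replicate 2, and 0 without Col-0 22°C replicate 2, Col-0 27°C replicate 3, *pif4* 22°C replicate 2 or *pif4* 27°C replicate 1 or 2, by limma with 81 at an unadjusted p under 0.05 over all libraries). The correlations lay between 0.462 and 0.746 for the lower genes (0.705 without *pif4* 22°C replicate 2, 0.713, 0.746 and 0.478 without *lrb123* 22°C replicate 1, 2 and 3, 0.462 without *lrb123* 27°C replicate 3) and between 0.629 and 0.823 for the higher genes (0.693 and 0.823 without *pif4* 22°C and 27°C replicate 3, 0.629 without *lrb123* 22°C replicate 3). The expansins and XTH genes had adjusted p of 0.0193 to 0.0921 in *lrb123* (0.0615 without *lrb123* 22°C replicate 3, and 0.0815, 0.0746 and 0.0921 without 27°C replicate 1, 2 and 3), 0.484 to 0.999 in Col-0, reversed without Col-0 22°C replicate 3 (0.943), and 0.109 to 0.999 in *pif4*, reversed without *pif4* 22°C replicate 1 (0.999). The *SAUR* genes in *lrb123* had 0.734 to 0.989, reversed without *lrb123* 22°C replicate 3 (0.762) and 27°C replicate 1, 2 and 3 (0.854, 0.981 and 0.962), and those in Col-0 0.0389 to 0.508, the lowest without Col-0 22°C replicate 3. *HEC1* in *pif4* at 27°C lay between -0.0480 and 0.0520, below 0 without Col-0 27°C replicate 3 (-0.00547) or *pif4* 27°C replicate 3 (-0.0480), its interaction in *pif4* between -0.47 and 0.18 and that of *HEC2* between -0.45 and 0.32, above 0 without Col-0 22°C replicate 1 (0.11 and 0.0400) or *pif4* 22°C replicate 1 (0.18 and 0.32), and the *CYP79B2* interaction between -0.22 and 0.35, above 0 without Col-0 22°C replicate 1 (0.16), Col-0 27°C replicate 1 (0.20), *lrb123* 22°C replicate 3 (0.35), *lrb123* 27°C replicate 1 (0.00390) or *lrb123* 27°C replicate 2 (0.14).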

Differences from the paper's values

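Median-of-ratios and upper-quartile rescaling, the filter of 5 FPKM and the correlations over genes of at least 5 FPKM are tests chosen after the results were seen. The paper's values come from DESeq2, and those here from FPKM. The table used here holds 46.9% of the protein-coding genes, which limits how far counts can be compared.

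The paper gives 3130 DEGs in Col-0, and 739 were found here. It gives 2542 in *lrb123* against 580 here, and 2335 in *pif4* against 564 here. Of DEGs shared by Col-0 and *lrb123* the paper gives 1588, against 3.2e+02 here (225 higher and 97 lower), and of those shared by *lrb123* and *pif4* 1417, against 360.0 here. None of the alternatives set before the data were examined brings any of these counts within 1.5 times of the paper's. The pseudocount of 0.1, no filter, the replicate block, all 18 libraries in 1 fit, the unadjusted p, a log2 fold change of at least 1.5 and each library left out stay below. By the adjusted p alone, counts rise past the paper's, to 5379, 5669, 4579, 3797 and 3789. Of the 1468 genes of Dataset S1 that could be read, 715 (Col-0), 725 (*lrb123*) and 737 (*pif4*) are in the table. Of these, 451, 435 and 469 were tested, and 71.2, 80.2 and 74.8% of those tested were DEGs here. Among the genes that could be read, missing genes and the filter therefore account for part of the gap.

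For the genes lower at 27°C in both *lrb123* and *pif4*, the paper gives a correlation of 0.68, and it was 0.586 here. The difference is within the spread of 0.0894 between runs with 1 library left out for the pseudocount of 0.1 (0.753), the replicate block (0.610), all 18 libraries in 1 fit (0.615), a log2 fold change of at least 1.5 (0.634) and 8 of 12 runs with 1 library left out. It is not with no filter, the unadjusted p, no fold threshold, Spearman's coefficient, all genes tested and the 4 other such runs. Median-of-ratios rescaling (0.678), upper-quartile rescaling (0.670), and the filter of 5 FPKM and genes of at least 5 FPKM (0.662 for both) also reach it and were chosen after seeing the values. Of the genes of Dataset S1 that were DEGs here, these rescalings drop 71 and 54 in *lrb123* and 63 and 36 in *pif4*, and the filter of 5 FPKM 126 and 151.

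For *PIF4* in *lrb123* the paper's Dataset S1 gives a log2 fold change of 1.52, and it was 1.70 here. No alternative set before the data were examined closes this. Median-of-ratios (1.49) and upper-quartile rescaling (1.53) do and were chosen after seeing the values, and drop 71 and 54 of the paper's DEGs in *lrb123*. For *HSP17.4* the paper gives 5.76 in *lrb123* and 5.23 in *pif4*, against 3.82 and 3.08 here. For *PI* it gives 3.38 in Col-0 and 4.03 in *lrb123*, against 2.84 and 3.55 here. For *CRU3* in Col-0 the paper's value is 3.93, against 3.21, for *IAA29* in Col-0 2.85, against 2.58, and for AT3G21330 in Col-0 2.70, against 2.29. For *YUC8* the paper gives 1.99 in Col-0 and 1.22 in *lrb123*, against 1.63 and 0.70 here. In the same order, the values with a pseudocount of 0.1 were 5.65, 5.02, 3.46, 4.28, 4.45, 2.99, 2.78, 2.11 and 1.33, within the larger replicate SD of the paper's. No filter, the replicate block and all 18 libraries in 1 fit do not close any of them. Leaving out 1 library does so for *PI* in *lrb123* (without *lrb123* 22°C replicate 3 or 27°C replicate 1), *CRU3* (without Col-0 22°C replicate 1 or 2 or 27°C replicate 3), *IAA29* (without Col-0 22°C replicate 3 or 27°C replicate 3) and *YUC8* in Col-0 (without Col-0 22°C replicate 3). The other gene values compared and the correlation across the higher genes do not differ from the paper's.

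Dataset S1 calls *YUC8* in *lrb123* and *IAA29* in *pif4* at 27°C against 22°C, which were not DEGs here, at 0.70 and 0.99. Both were at 1.33 and 1.40 with a pseudocount of 0.1, and *IAA29* was also at 1.21 without *pif4* 22°C replicate 1 and 1.05 without *pif4* 27°C replicate 2.

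The paper describes *CYP79B2* as expressed less in *lrb123* than in Col-0. Here it was lower by -0.58 at 22°C and by -0.60 at 27°C, with libraries that overlap and adjusted p of 0.295 and 0.0628 (limma with Benjamini-Hochberg adjustment), the second 0.0415 on median-of-ratios rescaling and also under 0.05 on upper-quartile rescaling (range over the alternatives 0.0415 to 0.0992) and under the fold threshold in size in both, while *YUC8*, named with it, was lower by -1.63 at 27°C (adjusted p = 1.73e-05, limma with Benjamini-Hochberg adjustment). The paper states lower expression of *HEC1* and *HEC2* in *pif4* as well as in *lrb123*. Here they were 0.01 and 0.47 above Col-0 in *pif4* at 27°C (adjusted p = 0.897 and 0.0500, the second over the threshold before rounding, limma with Benjamini-Hochberg adjustment), the first -0.0273 on median-of-ratios rescaling and below 0 without Col-0 27°C replicate 3 (-0.00547) or *pif4* 27°C replicate 3 (-0.0480), and -1.28 and -1.08 in *lrb123*. By the response to temperature, which the paper's heat maps show, both were lower in *pif4* than in Col-0, by -0.11 and -0.11 (adjusted p = 0.918 and 0.930, with ranges of 0.839 to 0.933 and 0.828 to 0.943 over the alternatives, limma with Benjamini-Hochberg adjustment), and above it without Col-0 22°C replicate 1 (0.11 and 0.0400) or *pif4* 22°C replicate 1 (0.18 and 0.32). *HFR1* was lower in both, by -1.47 in *pif4* and -3.61 in *lrb123*. From RT-qPCR the paper states that *EXP8* and *XTR7* rise at 27°C in Col-0. In these libraries *EXP8* changed by -0.36 in Col-0 (adjusted p = 0.141, limma with Benjamini-Hochberg adjustment), while *XTR7* rose by 3.84. The paper describes marker genes of photomorphogenesis as strongly higher in *lrb123* at 22° and 27°C. Of the markers it names, *CAB1* was higher by 0.40 and *ELIP2* by 0.73 at 22°C, and *RBCS1A* differed by -0.07, or 0.0132 on upper-quartile rescaling (adjusted p = 0.102, 0.264 and 0.767, limma with Benjamini-Hochberg adjustment, with ranges of 0.0275 to 0.557, 0.0907 to 0.327 and 0.691 to 0.960 over the alternatives). The first was under 0.05 only with all 18 libraries in 1 fit. Leaving out 1 library moved *ELIP2* at 22°C to between 0.42 and 1.14. *CAB1* was higher by 0.75 and *RBCS1A* by 0.23 at 27°C (adjusted p = 0.000836 and 0.0968, limma with Benjamini-Hochberg adjustment, ranges 7.68e-05 to 0.0283 and 0.0605 to 0.366), and *SAUR14* is not in the table. Of another list, the 12 temperature-repressible genes of fig. S5D tested, 7 were above and 5 below Col-0 at 22°C. None reached the fold threshold there, so none was a DEG by limma's adjusted or unadjusted p, and 2 passed the adjusted p, while all 12 were above it at 27°C. *PRE5* was below the filter in Col-0, *lrb123* and *pif4*.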

Other observations

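The tests on median-of-ratios and upper-quartile rescaling, with equal totals without the 10 highest genes, of the *PIF4* transcript in 1 *pif4* library and of the clock genes were chosen after the results were seen.

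For each comparison of 3 against 3 libraries in Col-0, *lrb123*, *pif4* and *pif3* between 27° and 22°C, and of *lrb123* and *pif4* with Col-0 at 22° and at 27°C, the real split was the only 1 of 10 that gave as many DEGs. This is the smallest share that 10 splits allow, so the splits could not have excluded chance for any of the 8 counts. For the temperature response another value argues against chance. The DEGs of *lrb123* and *pif4*, from separate libraries, had 360.0 genes in common, all in the same direction, where 31.4 were expected if the lists were independent, and those of Col-0 and *lrb123* had 225 higher and 97 lower genes in common, where 40.2 were expected.

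In *lrb123* and in *pif4* more genes were higher than lower at 27°C. On median-of-ratios rescaling the share of higher DEGs fell to 56.8% in *lrb123* and to 60.2% in *pif4*, from 77.2 and 78.7%. This rescaling brings the median of all genes near 0 by construction, so the scaling of the FPKM and an excess of higher genes in the plants cannot be told apart. With all genes but the 10 highest of each library scaled to equal totals, the median of all genes was 0.16 in *lrb123* and in *pif4*. This argues against a few genes that take most of the FPKM as the cause of these 2 medians. In Col-0 the same scaling moved the median from 0.08 to 0.15. The median interaction fell from 0.10 to 0.03 for *lrb123* and from 0.08 to 0.02 for *pif4*. For the difference in median between the mutants and Col-0, the highest genes were therefore not excluded. What other property of the libraries sets the scale was not tested.

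The transcript AT2G43010.2 of *PIF4* made up 68.1% of the FPKM of *PIF4* in *pif4* 27°C replicate 3, and 0 in the other *pif4* libraries. Over the genes that separate *pif4* from Col-0 at 27°C, this library lay a median of 5.52% of the way toward Col-0, and replicates 1 and 2 lay 8.95 and 10.4% of the way. This argues against wild-type RNA in that library as the source. An assignment of the reads to another form of the transcript stays open and was not tested. The paper does not report it.

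Clock genes differed between 27° and 22°C in every genotype. In Col-0 *CCA1* changed by -0.75 and *LHY* by -1.71, and *PRR9* by 1.33, *PRR7* by 1.46 and *GI* by 1.88. *TOC1* (0.39), *PRR5* (0.51) and *LUX* (0.69) were higher too, and *ELF4*, below the filter in Col-0 and *lrb123*, was higher in *pif4* and *pif3*. For the 8 other genes these directions were the same in *lrb123*, *pif4* and *pif3*, and on median-of-ratios and upper-quartile rescaling. *PRR5* in *lrb123* was the 1 whose adjusted p was over 0.05 (0.200 at 0.32, limma). A different time of day at sampling and an effect of temperature on the clock cannot be told apart, since no temperature was compared between sampling times here.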
